# The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing

**DOI:** 10.1371/journal.pgen.1009967

**Published:** 2022-10-05

**Authors:** Jessica Kim, Masafumi Muraoka, Hajime Okada, Atsushi Toyoda, Rieko Ajima, Yumiko Saga

## Abstract

The evolutionarily conserved RNA helicase DDX6 is a central player in post-transcriptional regulation, but its role during embryogenesis remains elusive. We here show that DDX6 enables proper cell lineage specification from pluripotent cells by analyzing *Ddx6* knockout (KO) mouse embryos and employing an *in vitro* epiblast-like cell (EpiLC) induction system. Our study unveils that DDX6 is an important BMP signaling regulator. Deletion of *Ddx6* causes the aberrant upregulation of the negative regulators of BMP signaling, which is accompanied by enhanced expression of *Nodal* and related genes. *Ddx6* KO pluripotent cells acquire higher pluripotency with a strong inclination toward neural lineage commitment. During gastrulation, abnormally expanded *Nodal* and *Eomes* expression in the primitive streak likely promotes endoderm cell fate specification while inhibiting mesoderm differentiation. We also genetically dissected major DDX6 pathways by generating *Dgcr8*, *Dcp2*, and *Eif4enif1* KO models in addition to *Ddx6* KO. We found that the miRNA pathway mutant *Dgcr8* KO phenocopies *Ddx6* KO, indicating that DDX6 mostly works along with the miRNA pathway during early development, whereas its P-body-related functions are dispensable. Therefore, we conclude that DDX6 prevents aberrant upregulation of BMP signaling inhibitors by participating in miRNA-mediated gene silencing processes. Overall, this study delineates how DDX6 affects the development of the three primary germ layers during early mouse embryogenesis and the underlying mechanism of DDX6 function.

## Author summary

Gene expression occurs through two steps: transcription (DNA to RNA) and translation (RNA to protein). Cells have highly sophisticated regulatory processes working on various levels for accurate gene expression. Post-transcriptional regulation, which includes all RNA-related controls, is crucial because it enables fine-tuning and rapid alteration of gene expression. RNA-binding proteins and non-coding RNAs are the two main players in post-transcriptional regulation. DDX6, the subject of our study, is an RNA-binding protein, more specifically an RNA helicase, which can unwind or rearrange RNA secondary structures. Its diverse molecular and cellular functions have been reported, but its embryogenic role is unknown. Here, we describe DDX6 function during early mouse embryogenesis and the underlying mechanism using genetic methodology. DDX6 enables proper cell lineage specification of pluripotent stem cells by mainly regulating BMP signaling through miRNA-mediated gene silencing. As DDX6-mediated RNA regulation affects signaling pathways, the loss of DDX6 has a wide impact on developmental processes from pluripotency to embryo patterning. In addition to showing the developmental role of DDX6, we succeeded in the modular segregation of its various RNA-regulatory pathways. Considering the presence of DDX6 in diverse contexts, such as cancer, virus infection, and stem cells, this new knowledge forms a foundation for DDX6 being a good therapeutic target.

## Introduction

Post-transcriptional regulation, located in the middle layer of gene expression, is a critical controlling point where many mRNA regulatory processes occur. RNA-binding proteins (RBPs) and non-coding RNAs are the two main players [1,2]. Among diverse RBPs, RNA helicases are characterized by their wide range of involvement in RNA metabolism by binding RNA or remodeling ribonucleoprotein complexes (RNPs) [3,4]. DEAD box proteins compose the largest RNA helicase family sharing the Asp-Glu-Ala-Asp (DEAD) motif and having ATP-dependent RNA unwinding activity [5]. Mice have 43 DEAD box RNA helicases. Among them, we focused on DDX6 (Rck/p54 in human, Xp54 in *Xenopus*, Me31B in *Drosophila*, Cgh-1 in *C*. *elegans*, and Dhh1 in *S*. *cerevisiae*), an evolutionarily conserved RNA helicase throughout eukaryotes [6].

DDX6 participates in many aspects of RNA metabolism: processing body (P-body) formation [7,8], stress granule assembly, mRNA storage, mRNA decay [9], translational repression [10,11], microRNA (miRNA) pathway [12,13], and translational promotion [14,15]. P-bodies are membrane-less cytoplasmic mRNP granules thought to be the place of the storage or decay of translationally inactive mRNAs [13,16]. Many translational repression and decapping-related proteins, miRISC components, and translationally repressed mRNAs are accumulated in P-bodies. DDX6 is necessary for the formation and maintenance of P-bodies [17]. The helicase core of DDX6 and all other DEAD-box RNA helicases is composed of two RecA-like globular domains and they share conserved motifs [6]. The characteristic DEAD (Asp-Glu-Ala-Asp) sequence, which has helicase activity *in vitro* [18], is in Motif II. Motif VI is known to be associated with conformational changes coupled with ATP hydrolysis and unwinding activity [19]. DEAD helicase activity is necessary for P-body assembly in human iPSCs [20]. The tethering assay using only the RecA2 domain of *Xenopus* homologue p54 showed that this domain alone can repress the translation of target mRNAs without defects in P-body localization, but it was unable to form *de novo* P-bodies [8]. Another important finding was the functional defects of different helicase mutants were dependent on the changes in the interaction with other gene-repressing proteins. This is consistent with the notion that DDX6 acts as a partner protein of numerous RNA-regulatory proteins and a remodeler of mRNP complexes. As RNA helicases mostly interact with the sugar-phosphate backbone of RNAs, the target specificity comes from cofactors [5,21,18]. Regarding its mRNA decay functions, DDX6 predominantly interacts with 5’-to-3’ decay proteins [17]. In this direction of mRNA decay, decapping of the m7G cap structure is the rate-limiting step. Decapped mRNAs are finally degraded by the 5’ monophosphate-dependent 5’-to-3’ exoribonuclease, Xrn1 [22,23]. Although many molecular and cellular studies on DDX6 have been reported, investigation of its functions in embryonic development is limited.

Gastrulation is a milestone in embryogenesis because the primary germ layers that give rise to all cell types develop during this developmental event. The three germ layers of the embryo, the ectoderm, mesoderm, and endoderm, basically originate from the inner cell mass (ICM) of the blastocyst. Pluripotent embryonic stem cells (ESCs) can be derived from the ICM of E3.5 early blastocysts or the epiblast of E4.5 late blastocysts [24–27]. Cells at these stages are in the naive (ground) pluripotent state. Soon after implantation, naive epiblasts differentiate into the primed pluripotent state in which cells become capable of committing to a certain lineage during gastrulation [28–30]. The epiblast-like cells (EpiLCs) permit more precise staging of mouse pluripotent cells. Transcriptomic analysis demonstrated that EpiLCs, induced from ESCs, have similar properties to the epiblast of post-implanted, pre-gastrulating (E5.5~6.0) embryos [31]. These *in vitro* systems enable detailed examination of pre- and early post-implantation embryos, which are normally difficult to investigate *in vivo* due to their small size.

From the 8-cell stage, transcription factors and signaling pathways play a major role in cell fate determination [32]. The transforming growth factor-β (TGF-β) superfamily is one of the major signaling pathways involved in early mammalian development. Bone morphogenetic protein (BMP) and Nodal belong to different subgroups, and they utilize distinctive serine/threonine kinase receptors for signal transduction. Activated receptors phosphorylate downstream intracellular mediators, receptor SMADs 1, 5, and 8 for BMP signaling, and SMADs 2 and 3 for Nodal signaling [33,34]. BMP and Nodal signaling are known to mutually antagonize each other, and this antagonism is generally thought to occur through competition for the common signal mediator SMAD4 [35–38]. BMP signaling has multiple roles during early post-implantation development. It is required for extra-embryonic mesoderm formation [39], primordial germ cell (PGC) induction [40], mesoderm development, and patterning [41], and inhibiting premature neural differentiation [42]. BMP signaling is dispensable for ESC self-renewal but is required for proper differentiation [43,44]. The Nodal pathway exerts its influence when ESCs transition from naive pluripotency. Nodal is important for securing primed pluripotency with the capacity to differentiate into multiple lineages [30].

There are a few studies that examined the developmental roles of DDX6 *in vivo*. DDX6 function is crucial for maintaining adult spermatogonial stem cells [45] and for helping NANOS2 to induce male-type germ cell differentiation in embryonic testes [46]. During female germ cell development, deletion of *Ddx6* causes defects in primordial follicle formation [47]. Two previous studies investigated the role of DDX6 in mouse and human pluripotent cells. In mESCs, DDX6 is necessary for translational repression of miRNA targets and *Ddx6* knockout (KO) cells exhibited similar phenotypes to *Dgcr8* KO ESCs, which lack all miRNAs [48]. Another study elucidated the relationship between stem cell potency and P-body-mediated translational regulation. As an essential factor of P-body formation, once DDX6 was depleted, P-bodies were disassembled and translationally suppressed target mRNAs, including many transcription factors and chromatin regulators, re-entered the translation pool. The resulting increased expression of target genes altered chromatin organization and made both human and mouse primed ESCs become more naively pluripotent and resistant to differentiation [20].

However, these examinations were conducted on ESCs or very limited cell types. To deepen our understanding of the role of DDX6 as a key post-transcriptional regulator during early mouse embryogenesis, we examined *Ddx6* KO embryos. Gastrulation stages were investigated in embryos and the earlier time points were assessed using an ESC-to-EpiLC induction model. This study revealed that DDX6 exerts potent effects on the development of the three primary germ layers by preventing aberrant inhibition of the BMP signaling pathway. Furthermore, through genetic dissection of the DDX6 pathways, we found that DDX6 works through the miRNA pathway, but P-bodies are dispensable during early development.

## Results

### *Ddx6* knockout results in embryonic lethality with severe morphological defects

Before investigating the functions of DDX6 during embryogenesis, we examined its expression pattern through DDX6 immunohistochemistry (IHC). In embryonic day (E) 6.5 embryos, DDX6 was highly and ubiquitously expressed, localizing in cytoplasmic foci (S1A Fig). All DDX6 foci co-localized with DCP1A foci, a P-body-specific marker, indicating that DDX6 is expressed in P-bodies. At E7.5, DDX6 expression was strongest in the epiblast and there were many distinct P-body foci (S1B Fig). BRACHYURY-positive emerging and migrating mesoderm cells had relatively weaker DDX6 expression with a fewer number of P-bodies. In E8.5 embryos, DDX6 expression was observed in all areas, including the neuroepithelium, tailbud, and somites (S1C Fig). DDX6 was ubiquitously expressed in early embryos in forming P-bodies.

To clarify the role of DDX6 in embryonic development, we generated a *Ddx6*^△*/+*^ mouse line and crossed heterozygous mice to get *Ddx6*^△*/*△^ (KO) embryos. The genotyping results of the collected embryos are displayed in Table 1. No *Ddx6*^△*/*△^ embryo was found from E11.5. The proportion of homozygous KO embryos at E7.5~E8.5 (12.8% and 15.4%) was already lower than the expected Mendelian ratio, which signifies that some mutant embryos died even earlier than E7.5.

**Table 1:** *Ddx6* knockout results in embryonic lethality by E11.5.

Time point	+/+	△/+	△/△	Total
E6.5	6 (19.4%)	16 (51.6%)	9 (29%)	31
E7.5	61 (37.2%)	82 (50%)	21 (12.8%)	164
E8.5	81 (30.3%)	145 (54.3%)	41 (15.4%)	267
E9.5	17 (23.3%)	43 (58.9%)	13 (17.8%)	73
E10.5	12 (42.9%)	11 (39.3%)	5 (17.9%)	28
E11.5	11 (44%)	14 (56%)	0	25
E12.5	7 (30%)	16 (70%)	0	23

Developmental defects were observed from E6.5 (Fig 1). At E7.5, mutants were smaller, but an extraembryonic body part developed and embryos formed a cylindrical shape. E8.5 *Ddx6* KO embryos exhibited developmental delay and posterior defects with some variability (S1D Fig). They were broadly divided into two embryonic stages: before (Panel 1 in Fig 1 and Panels 1–3 in S1D Fig) and after (Panel 2 in Fig 1 and Panels 4–6 in S1D Fig) head-fold formation. The variance in posterior defects was also observed in E9.5 mutants. Some developed a mid-posterior body (Fig 1 and Panel 1 in S1E Fig), whereas others exhibited marked posterior truncation (Panels 2–3 in S1E Fig). In conclusion, DDX6 is necessary for mouse embryonic development.

**Fig 1:**
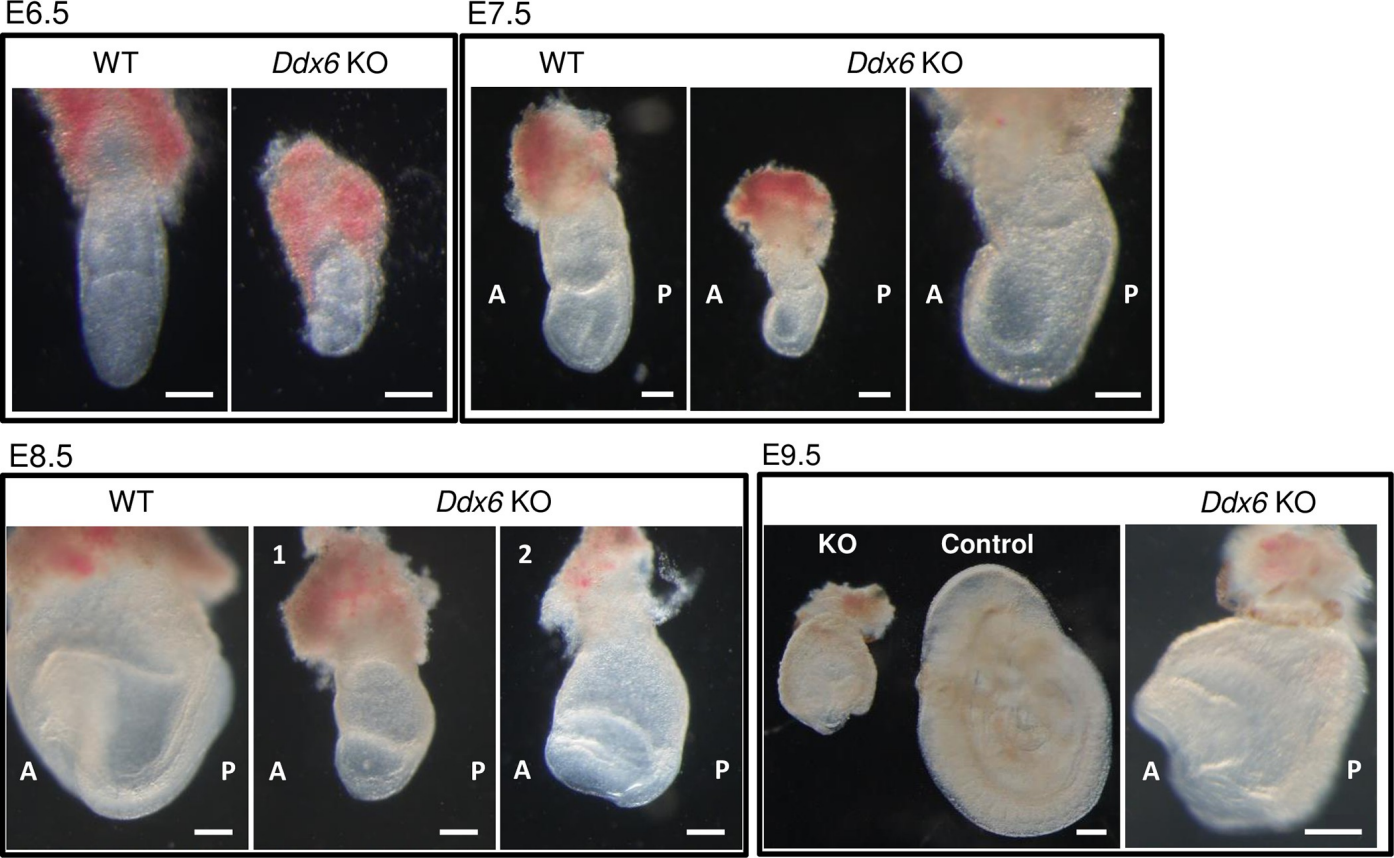
*Ddx6*^△*/*△^ embryos exhibited growth delay and morphological defects. Pictures of embryos prepared from E6.5-E9.5 littermates. At E8.5, two morphologically distinct mutant embryos are shown; earlier than head-fold formation (1) and with head-fold structure (2). The right panels of E7.5 and E9.5 are the magnified images of *Ddx6*^△*/*△^ embryos in the left panels. (Scale: 100 μm for E6.5 and E7.5; 200 μm for E8.5 and E9.5).

### *Ddx6*^△/△^ embryos display phenotypes arising from the disrupted BMP signaling pathway

To characterize *Ddx6* mutant embryos at the transcript-level and further find the possible causes of defects, we performed RNA sequencing (RNA-seq). Two E8.5 *Ddx6* KO cDNA libraries (KO1 and KO2) were generated. KO1 comprised one Panel 1 in Fig 1-like embryo and one Panel 2 in Fig 1-like embryo, whereas KO2 was composed of three Panel 1 in Fig 1-like embryos. As there was variability between the two samples, we concluded them to be insufficient to provide statistical significance and decided to utilize RNA-seq data just to provide a rough trend and guide subsequent experiments. Gene ontology (GO) term enrichment analysis indicated that genes of major developmental processes, especially cell fate commitment and the formation of mesoderm derivatives, such as muscle tissue development, muscle organ morphogenesis, cardiac myofibril assembly, skeletal muscle organ development, and connective tissue development, were downregulated in *Ddx6* KO libraries (S2A Fig). In contrast, the terms associated with cell death, immune response, cell metabolism, and negative regulation of BMP signaling pathway-related genes were highly upregulated. Negative regulation of the BMP signaling pathway was notable because BMP signaling has multiple important roles during early embryogenesis. Several BMP negative regulators were upregulated in *Ddx6*^△*/*△^ embryos (S2B Fig). Based on the reported functions, genes that are listed as the negative regulators of BMP signaling were classified into five clusters: receptor-related (*Inhbb*, and *Tmprss6*), secreted BMP antagonists (*Cer1*, *Chrd*, *Chrdl2*, *Noggin*, *Grem2*, and *Htra1*), TGF-β signaling-related (*Lgals9*, *Xdh*, *Pai1*, *Hpgd*, and *miR-382*), FGF signaling-related (*Fgf5*), and intracellular inhibitor (*Nanog*) (S2C Fig). As genes related to the inhibition of BMP signaling were highly upregulated, we examined whether BMP signaling is repressed in *Ddx6*^△*/*△^ embryos. We reasoned that if BMP signal transduction is indeed dysfunctional, then *Ddx6*^△*/*△^ embryos should exhibit the representative phenotypes of BMP signaling mutant embryos.

### 1) Mesoderm formation defects

BMP signaling is required for mesoderm formation and posterior body development [41,49]. Whole-mount *in situ* hybridization (WISH) with a *Brachyury (T)* probe showed that the primitive streak existed in E8.5 *Ddx6*^△*/*△^ but it did not extend anteriorly (Figs 2A and S1F). The somites were barely developed. We also examined the induction timepoint of *Brachyury*. Gastrulation begins around E6.5 as the primitive streak forms and is preceded by *Brachyury* expression [50]. Unlike WT, *Ddx6*^△*/*△^ embryos started expressing BRACHYURY from E7.5 (Fig 2B). E7.5 WISH also revealed a small amount of *Brachyury* in the very proximal posterior region of the embryo (Fig 2A). Visualization of *Otx2* expression, which marks the head region, indicated the lack of posterior body in mutants, which have not formed head fold yet (Fig 2C). In summary, there was a delay of primitive streak formation in *Ddx6*^△*/*△^ embryos, and their shortened and widened primitive streak (S1F Fig) suggested that the nascent mesoderm population has defects in differentiation and subsequent ingression. *Ddx6*^△*/*△^ embryos had defects in posterior body development and mesoderm differentiation similar to BMP signaling mutant embryos.

**Fig 2:**
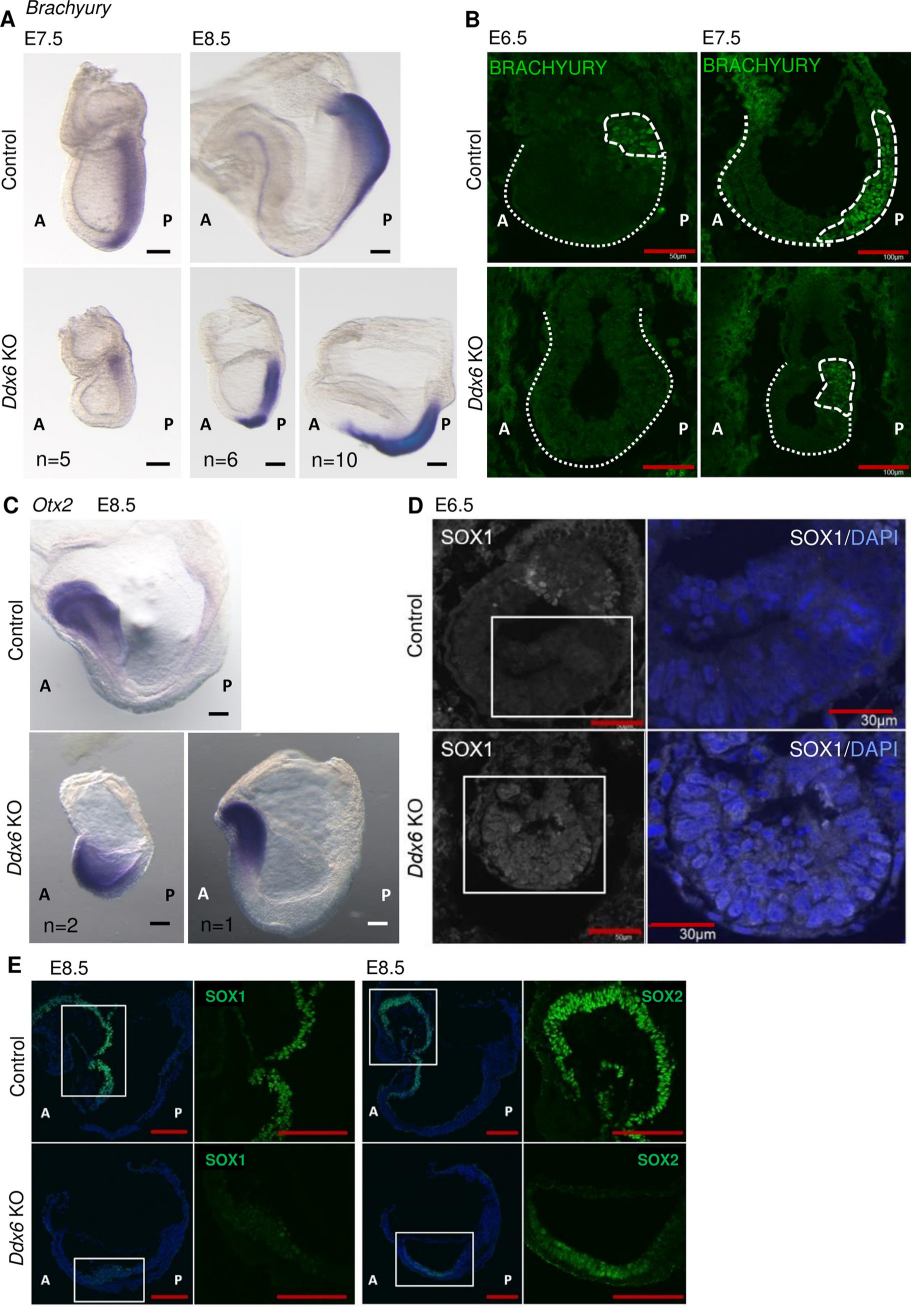
*Ddx6*^△*/*△^ embryos display developmental defects: mesoderm formation failure and premature neural induction. (A) Whole-mount ISH of E7.5 & E8.5 embryos with a *Brachyury* probe (Scale: 100 μm, n = 5 for E7.5; 200 μm, n = 16 for E8.5). (B) E6.5 & E7.5 embryo frozen section IHC for BRACHYURY (Scale: 50 μm for E6.5, n = 2; 100 μm for E7.5, n = 3). Embryo parts are indicated by dotted lines. (C) Whole-mount ISH of E8.5 embryos with an *Otx2* probe (Scale: 100 μm, n = 3). (D) E6.5 embryo frozen section IHC for SOX1 (Scale: 50 μm for lower magnification, 30 μm for higher magnification, n = 2). Square parts are enlarged in the right panels. Shown with DAPI staining. (E) E8.5 embryo frozen section IHC for SOX1 & SOX2 (Scale: 100 μm, n = 3).

### 2) Premature neural induction

BMP signaling also prevents premature neural induction [42]. We examined whether this function was also impaired in *Ddx6*^△*/*△^ embryos. SOX1 is the earliest neuroectoderm marker and is normally not detected until E7.5 in WT embryos [51,42]. However, E6.5 *Ddx6*^△*/*△^ embryos exhibited clear SOX1 expression in all epiblast cells (Fig 2D). Additionally, premature neuronal differentiation was detected in *Ddx6*^△*/*△^ based on RNA-seq. The markers of neural stem cells (NSCs) and neural progenitor cells (NPCs), such as *Sox1* and *Pax6*, were downregulated (S2D Fig), but genes of neuron-restricted progenitors and differentiated post-mitotic neuronal cells were upregulated (S2E Fig). Section IHC confirmed that protein expression resembled transcript levels (Fig 2E). The earliest neuroectoderm marker, SOX1, and a persistent marker of NSC and NPC, SOX2 [52], were weakly expressed in E8.5 *Ddx6*^△*/*△^ embryos. In summary, in *Ddx6*^△*/*△^ embryos, the neural lineage was precociously induced as in BMP receptor mutant embryos [42]. Moreover, *Ddx6*-deficient NSCs showed defective self-renewal maintenance and prematurely differentiated.

### *Ddx6*^△/△^ embryos exhibit defects that are related to the enhanced *Nodal* expression

Another indication of suppressed BMP signaling in *Ddx6*^△*/*△^ embryos was increased *Nodal* expression (S2F Fig). BMP and Nodal signaling are often in a competitive relationship and can suppress each other. During gastrulation, a gradient of NODAL activity patterns the primitive streak and allocates mesendoderm progenitors. NODAL and its downstream target EOMES together define the anterior primitive streak (APS), from which cardiac mesoderm and definitive endoderm progenitors are specified [53–56]. WISH demonstrated that *Nodal* expression was confined to the node in E7.5 WT embryos, but its expression was highly spread over the proximal-posterior region in *Ddx6*^△*/*△^ embryos (Fig 3A). The expression was eventually restricted to the node at E8.5 in mutants in the head fold stage, but one mutant without a head fold retained high *Nodal* expression. *Eomes* is highly expressed in the extraembryonic ectoderm and the posterior part of the epiblast at E6.5. Its expression moves distally to the primitive streak at E7.5 [57], and is reduced by E8.5 in the WT embryos. However, some E8.5 *Ddx6*^△*/*△^ embryos retained high-level expression in the primitive streak (Fig 3B). The expression pattern in E7.5 KO embryos resembled that of earlier stage (~E6.5) control embryos. Some E8.5 *Ddx6*^△*/*△^ embryos were morphologically similar to the control E7.5 embryos, but expression levels of *Nodal* and *Eomes* were much stronger, suggesting that these genes are highly upregulated regardless of certain embryonic stages. RNA-seq analyses showed that the KO2 sample had downregulated expression of differentiated mesoderm genes, whereas the expression of endoderm lineage genes was upregulated (S2G Fig). KO2 exhibited higher expression of mesendoderm progenitor markers (*Mixl1*, and *Gsc*), endoderm progenitor marker (*Lhx1*), and definitive endoderm markers (*Sox17*, and *Foxa2*). The ‘Endoderm cell fate specification’ category was also enriched in GO term analysis of most upregulated genes in *Ddx6*^△*/*△^ (S2A Fig). Therefore, posteriorly expanded high expression of the APS marker *Nodal* and *Eomes* disturbed the patterning of the primitive streak, which likely directed mesendoderm progenitors toward the endodermal lineage. Transcript levels of some key genes were further assessed by qRT-PCR using separately prepared *Ddx6*^△*/*△^ embryos and the results were consistent with the RNA-seq data (S2H Fig).

**Fig 3:**
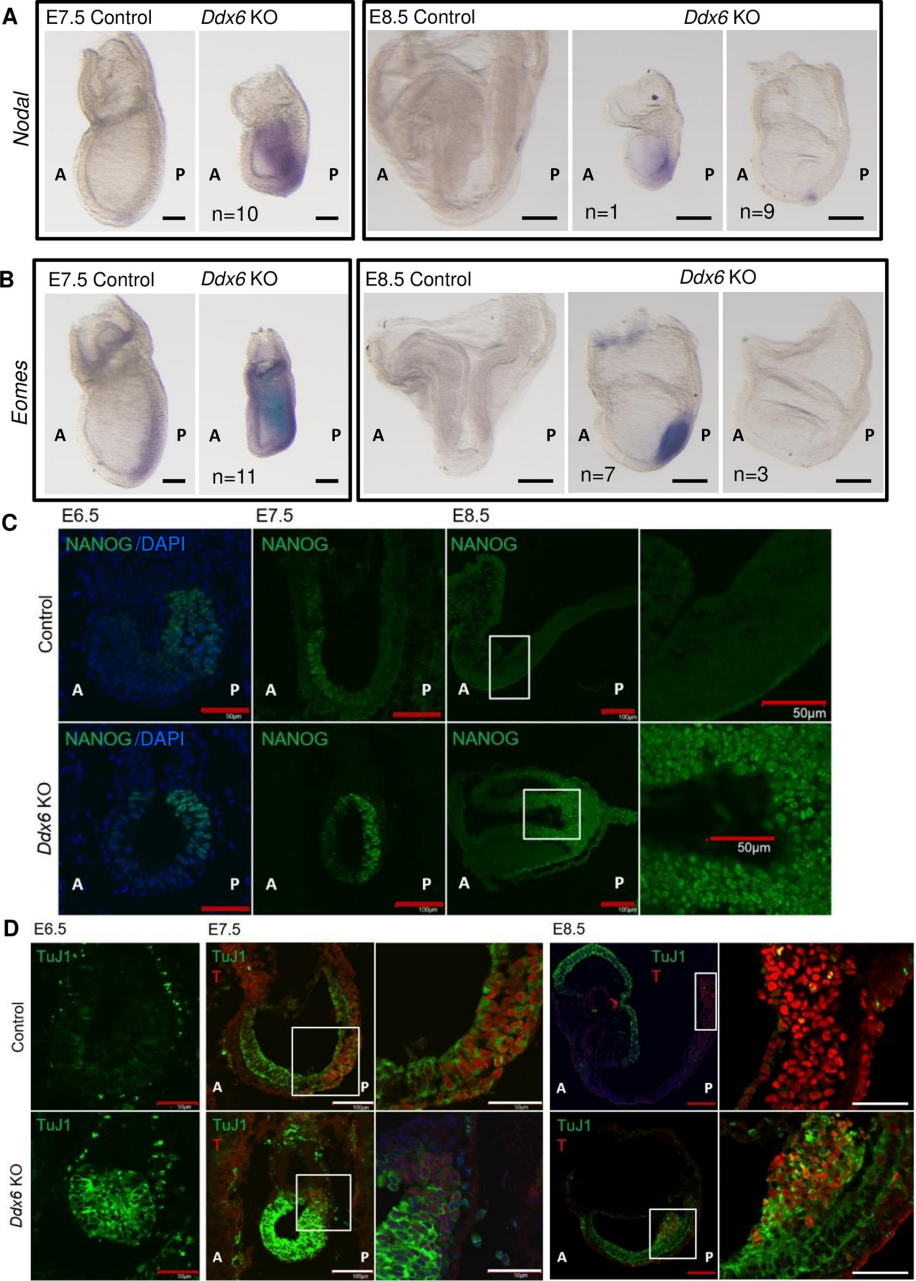
*Ddx6*^△*/*△^ embryos exhibit defects that are associated with increased *Nodal* expression. (A-B) Whole-mount ISH of E7.5 & E8.5 embryos with (A) a *Nodal* probe (Scale: 100 μm, n = 10 for E7.5; 200 μm, n = 10 for E8.5) and (B) an *Eomes* probe (Scale: 100 μm, n = 11 for E7.5; 200 μm, n = 10 for E8.5). Expressions of *Nodal* and *Eomes* were maintained in E8.5 *Ddx6* KO embryos, which were younger than the head-fold stage (left), but down-regulated as in WT at the head-fold stage (right). (C) E6.5~E8.5 embryo frozen section IHC for NANOG (Scale: 50 μm for E6.5, n = 2; 100 μm for E7.5, n = 3; 100 μm for lower magnification of E8.5, 50 μm for higher magnification, n = 3). Square parts are enlarged in the right panels. (D) TuJ1 expression in the epiblast. E6.5~E8.5 embryo frozen section IHC for TuJ1 & T (BRACHYURY). The signal intensity is comparable only between the same embryonic day samples. (Scale: 50 μm for E6.5, n = 2; 100 μm for lower magnification, 50 μm for higher magnification, n = 3 for E7.5 & E8.5). Square parts are enlarged in the right panels.

Enhanced *Nodal* expression also affected pluripotency. Nodal signaling is important for regulating primed pluripotency. Activin/Nodal signaling is necessary to induce *Nanog* transcription in mEpiSCs [58]. NODAL is also required to activate and maintain *Nanog* expression in the proximal epiblast of peri-gastrula mouse embryos [59]. Therefore, we examined whether the expression of this other NODAL target gene also increased in *Ddx6*^△*/*△^ embryos. The core pluripotency factors *Nanog* and *Pou5f1* (*Oct4*) and naive pluripotency marker *Klf4* were upregulated in *Ddx6*^△*/*△^ (S2I Fig). The retained expression of the naive pluripotency-specific genes in E8.5 embryos suggested that exit from the ground pluripotent state did not occur properly in *Ddx6* mutants. We examined NANOG expression by section IHC (Fig 3C). In WT embryos, NANOG expression was strongest in the primitive streak at E6.5, but at E7.5, its expression moved anteriorly, and the posterior part was negative. Contrarily, E7.5 *Ddx6*^△*/*△^ embryos exhibited strong NANOG expression in the posterior epiblast and this expression was maintained at E8.5.

Of note, the expression pattern of TuJ1 (TUBB3) was abnormal, being another indication of the failure of *Ddx6*^△*/*△^ embryos exiting from the pluripotent state (Fig 3D). In E6.5 WT embryos, low but positive TuJ1 expression was detected in the epiblast and its expression increased by E7.5. In E7.5 embryos, T-positive mesendoderm progenitors retained TuJ1 expression, but TuJ1 expression was eventually turned off with the progression of differentiation and only remained in the neuroepithelium. This suggests that a well-known marker of neuroectoderm and neurons, TuJ1, is also expressed in the primed pluripotent epiblast. In *Ddx6* mutants, the expression level of TuJ1 was much higher than in WT at all time points. The stronger expression in *Ddx6* KOs may have resulted from the promoted pluripotency and premature neuroectoderm differentiation.

E8.5 *Ddx6*^△*/*△^ embryos retained ectopic and high expression of NANOG and TuJ1 in the posterior part, indicating that posterior epiblast cells failed to turn off pluripotent gene expression. This aberrant state likely interrupted the differentiation of mesendoderm-committed cells. Enriched GO terms among downregulated genes from RNA-seq (S2A Fig), such as ‘Cell fate commitment’ and ‘Cell fate determination’, supported the strengthened and sustained pluripotency of *Ddx6*^△*/*△^ embryos.

### *Ddx6*^△/△^ pluripotent cells also show repressed BMP signaling with enhanced *Nodal* expression

We examined E8.5 *Ddx6*^△*/*△^ embryos and considered repressed BMP signaling as a major cause of their developmental defects. We then looked for the earliest time point of inhibited BMP signaling in *Ddx6*^△*/*△^. There were no morphological abnormalities until E3.5 blastocysts and ESCs were successfully established. DDX6 was highly expressed in ESCs and EpiLCs in P-bodies (S3A Fig), which were disassembled in *Ddx6*^△*/*△^ cells (S3B Fig). The proliferation rate of *Ddx6*^△*/*△^ ESCs was lower (Fig 4A), but they had no defects in maintaining pluripotency over many passages. However, like E8.5 *Ddx6*^△*/*△^ embryos, they expressed higher levels of pluripotency genes, such as *Oct4*, *Nanog*, and *Sox2*, than WT ESCs (Fig 4B).

**Fig 4:**
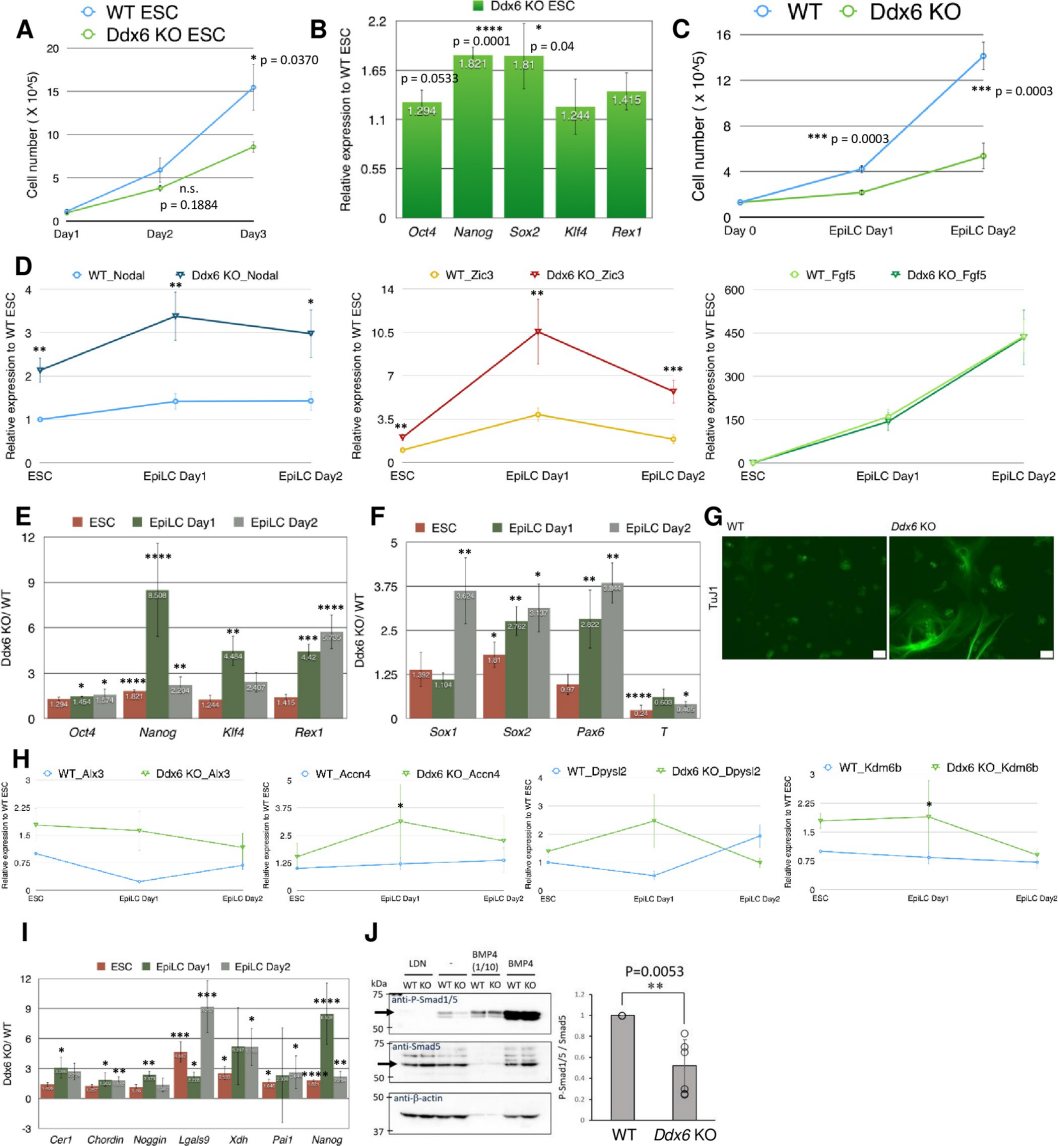
BMP signaling is repressed in *Ddx6*^△*/*△^ pluripotent cells. (A) Cell counting of ESCs over a three-day culture period. Mean ± SEM. Significance was calculated by the Student’s t-test (n = 5). (B) qRT-PCR examining the relative expression of pluripotency markers in *Ddx6*^△*/*△^ ESCs to WT ESCs. Mean ± SEM. Student’s t-test (n = 7~9). (C) Cell counting during the ESC-to-EpiLC induction period. Mean ± SEM. Student’s t-test (n = 13 for WT, n = 7 for *Ddx6*^△/△^). (D) qRT-qPCR examining the expression pattern of *Nodal*, *Fgf5*, and *Zic3*. Mean ± SEM. Student’s t-test (n = 9 for *Nodal* & *Fgf5*, n = 7 for *Zic3*) (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). (E-F, I) qRT-PCR analysis of the expression trend of several key genes during the EpiLC induction period. Each bar represents the relative expression of *Ddx6*^△*/*△^ cells to WT cells at the indicated time point. Mean ± SEM. Student’s t-test. (E) Major pluripotency genes (n = 7~9). (F) Early neuroectoderm and mesendoderm lineage markers (n = 7~9). (I) The negative regulators of BMP signaling (n = 6~9). (G) TuJ1 ICC (immunocytochemistry) on Day1 of monolayer differentiation (Scale: 50 μm) (n = 3). (H) qRT-PCR analysis of the expression of the known BMP-SMAD1/5 target genes in ESCs. Each value is the relative expression to WT ESCs (n = 5). (J) Western blot for endogenous SMAD5 and phosphorylated SMAD1/5 in mESCs. Four conditions: LDN (LDN193189: BMP Type I receptor ALK2/3 inhibitor)/—(non-treated)/ BMP4 1/10 (1/10 dilution of rBMP4 treated sample)/ BMP4 (rBMP4 treated). The quantified signal intensity of the band is displayed on the right-side graph (n = 6).

As *Ddx6*^△*/*△^ blastocysts and ESCs did not exhibit notable abnormalities, we examined their next developmental capacity. We conducted ESC-to-EpiLC induction to mimic natural *in vivo* development. The transition of the naive ground state ESCs to the primed pluripotent state EpiLCs takes two days and EpiLC Day1 is regarded as a transition state that exhibits a distinctive open chromatin landscape and transcriptome [60]. During EpiLC induction, the difference in cell number between WT and *Ddx6*^△*/*△^ cells markedly increased (Fig 4C). We then investigated the expression pattern of several key genes during EpiLC induction by qRT-PCR. First, we checked well-known epiblast markers *Fgf5* and *Nodal*, and an important regulator of the transition state, *Zic3*, which exhibits peak expression on EpiLC Day1 [60]. *Ddx6*^△*/*△^ cells had significantly higher expression of *Nodal* and *Zic3*, but there was no difference in *Fgf5* expression (Fig 4D). After confirming induction, we examined the expression profile of pluripotency and early differentiation-related genes. As shown in Fig 4B, *Ddx6*^△*/*△^ ESCs exhibited slightly higher expression of pluripotency genes and this difference increased during EpiLC induction (Fig 4E). They had much higher expression of naive pluripotency markers (*Klf4*, *Rex1*), suggesting that even though an overall transition was made to the EpiLC state, cells failed to completely exit from the ground state. We also noted a change in the differentiation capacity of *Ddx6*^△*/*△^ cells. Neural lineage-inducing genes, such as *Sox1*, *Sox2*, and *Pax6*, were highly upregulated in *Ddx6*^△*/*△^ cells, whereas the mesendoderm lineage inducer *T* was significantly downregulated (Fig 4F). We also conducted a monolayer differentiation experiment. ESCs favor neuronal differentiation in low-density, serum-free, and feeder-free culture conditions [61]. Compared with WT ESCs, *Ddx6*^△*/*△^ ESCs differentiated and developed into neurons quickly. *Ddx6*^△*/*△^ cells exhibited stronger expression of TuJ1 with the morphology of well-developed dendrites and axons on differentiation Day1 (Fig 4G). This was similar to the premature neural differentiation observed in E8.5 *Ddx6*^△*/*△^ embryos. Taken together, *Ddx6*^△*/*△^ embryos developed normally until the blastocyst stage and ESCs had no defects in self-renewal. However, the differentiation capacity of *Ddx6*^△*/*△^ pluripotent cells was strongly skewed to neuronal lineage commitment.

BMP signaling is important to prevent the differentiation of ESCs to the neuronal lineage [62]. Thus, the strong inclination of *Ddx6*^△*/*△^ ESCs toward the neuronal cell fate suggests that this brake is nonfunctional. We investigated whether the SMAD-dependent BMP signaling pathway was repressed in *Ddx6*^△*/*△^ cells. In ESCs and the initial differentiation stage, BMP signaling has a transcriptional repressive role for these SMAD1/5 target genes [43]. We examined the expression pattern of known SMAD1/5 target genes in ESCs, and found that the expression of *Accn4*, *Alx3*, *Dpysl2*, and *Kdm6b* was higher in *Ddx6*^△*/*△^ cells (Fig 4H). This suggested that target genes were transcriptionally de-repressed due to reduced BMP signaling. In particular, this characteristic higher expression was prominent on EpiLC Day1, which corresponds to the earliest differentiation state. DPYSL2 and the H3K27 demethylase KDM6B are early neural differentiation regulators [63,43]; therefore, their high expression is consistent with the phenotype of *Ddx6*^△*/*△^ ESCs preferring neural lineage commitment. We next investigated whether aberrant upregulation of a set of BMP signaling inhibitors also occurred in *Ddx6*^△*/*△^ pluripotent cells. Like *Ddx6*^△*/*△^ embryos, *Ddx6*^△*/*△^ ESCs exhibited a significant increase in the expression of negative regulators of the BMP pathway during EpiLC induction (Fig 4I). Lastly, we confirmed that this increased expression of BMP inhibitors indeed reduced BMP signaling via Western analysis (Fig 4J). The p-SMAD1/5 protein amount was significantly reduced in *Ddx6*^△*/*△^ ESCs. There was no difference in SMAD5 protein amount, and transcript levels of the BMP signaling components, such as ligands, receptors, and Smad mediators, were similar (S2J Fig). Along with suppressed BMP signaling, *Ddx6*^△*/*△^ ESCs displayed high expression levels of *Nodal* and *Nanog*, analogous to *Ddx6*^△*/*△^ embryos (Fig 4D and 4E). We hypothesized that Nodal signaling was promoted in *Ddx6*^△*/*△^ ESCs, but we did not observe a significant difference in the amount of p-SMAD2 (S4A Fig). In conclusion, the common features of *Ddx6*^△*/*△^ ESCs and embryos suggest that suppression of BMP signaling with an increased *Nodal* expression occurs when DDX6 is absent.

### Depletion of DDX6 quickly induces transcriptional upregulation of the negative regulators of BMP signaling and *Nodal*

To further ask whether the aberrant activation of BMP signaling inhibition is a primary property of *Ddx6*^△*/*△^ cells, we conditionally deleted *Ddx6* using the *Rosa-CreER^T2^; Ddx6^flox/flox^* mouse line. As we expected the loss of DDX6 to cause mesoderm formation defects, we removed DDX6 during gastrulation. We first examined the time required for the complete depletion of DDX6. When tamoxifen was administered to the pregnant female via oral gavage at E6.5, *Ddx6* deletion and depletion of existing DDX6 proteins were completed by E7.5 (Fig 5A). We then injected tamoxifen at E6.5 and collected embryos at E8.5 to examine their phenotypes. Conditional knockout (cKO) embryos of the same litter exhibited variable phenotypes like conventional KO embryos (Fig 5B). A few had marked posterior truncation (KO2, KO17). The others developed the mid-to-posterior body part, but it was shorter and smaller, and the head and heart were abnormal (KO7, KO12). Although the phenotypes were milder than those of conventional KO embryos, conditional KO embryos also demonstrated characteristic gene expression of *Ddx6* mutants. The expression of the negative regulators of BMP (*Chrd*, *Noggin*, *Lgals9*, *Xdh*, *Pai*), *Nodal*, and *Eomes* increased after the depletion of DDX6 (Fig 5C). Therefore, along with the features of *Ddx6*^△*/*△^ ESCs, this conditional KO experiment revealed that these characteristic gene expression changes are closely related to the absence of DDX6 rather than the cumulative result of indirect effects. It also reconfirmed that DDX6 is essential during gastrulation and that the loss of DDX6 makes cells activate inhibitory regulation of BMP signaling.

**Fig 5:**
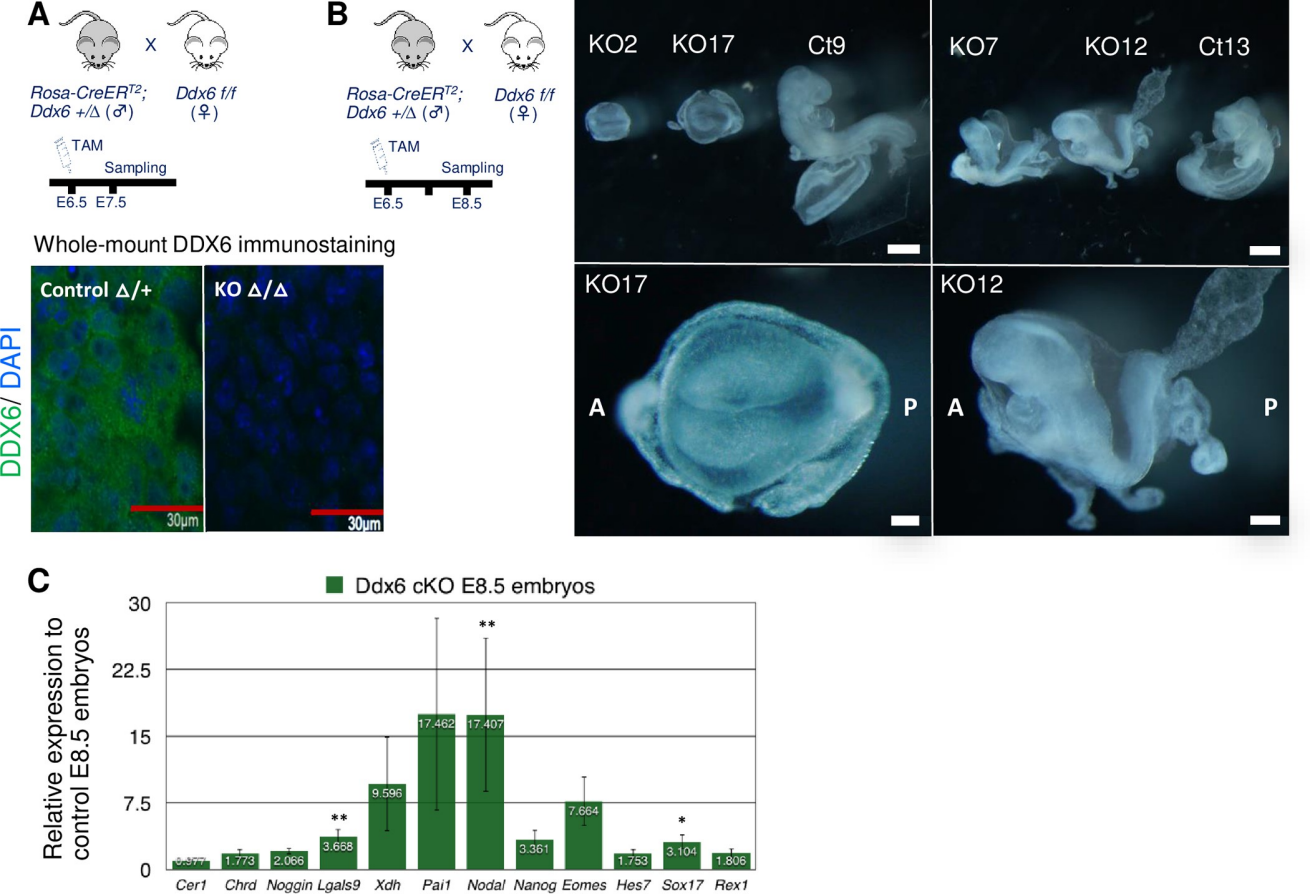
Conditional knockout of *Ddx6* quickly upregulates expression of the BMP signaling inhibitors and *Nodal*. (A) Tamoxifen was injected at E6.5. Whole-mount DDX6 immunostaining confirmed that the complete depletion of DDX6 takes approximately 1 day (Scale: 30 μm, n = 3). DDX6 in green, DAPI in blue. (B) E8.5 cKO embryos exhibited similar phenotypes to conventional KO embryos (Scale: 500 μm for group, 100 μm for KO17, 200 μm for KO12) (n = 6). (C) qRT-PCR analysis of several key genes in *Ddx6* cKO E8.5 embryos. Embryos exhibiting similar morphology to the KO12 were used for analysis. Mean ± SEM. Significance was calculated by the Wilcoxon rank-sum test (n = 9~10) (* *α* = 0.05 significance level, ** *α* = 0.01).

### Genetic dissection of the DDX6-mediated RNA regulatory pathways: DDX6 mainly works through the miRNA pathway during early embryogenesis

Next, we aimed to identify which DDX6 pathway is most important during early development. DDX6 functions as a hub of post-transcriptional regulation. Due to its wide range of involvement, it is difficult to pinpoint which pathway is responsible when DDX6 is depleted. Therefore, we individually disrupted three main DDX6-associated pathways by knocking out a key gene of each pathway (S3C Fig). Translational repression along with P-body formation was impaired in *Eif4enif1* KO, 5’-to-3’ mRNA degradation was impaired in *Dcp2* KO, and miRNA-mediated gene silencing was disrupted in *Dgcr8* KO [64–67,17].

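RNA was sequenced from mouse ESCs and from EpiLC Day2 cells, the epiblast-like cells that ESCs form during induction, in 26 libraries of WT and 4 KOs. Ddx6 encodes an RNA helicase of P-bodies, Eif4enif1 the transporter of eIF4E that represses translation, Dcp2 the decapping enzyme, and Dgcr8 the partner of Drosha in the processing of primary miRNAs. Dgcr8 KO had 3 ESC libraries, the other genotypes had 2, and every genotype had 3 EpiLC libraries. The libraries were stranded and made from polyA RNA. The authors trimmed the read pairs with fastp, aligned them to GRCm38 with HISAT2 and counted them per gene over annotated exons with featureCounts. The deposited values are these raw counts, without normalization or a filter on low counts. The paper's reported average depth is 47 M read pairs per library. The pairs counted in genes averaged 34.1 M and ranged from 20262713, in a Dgcr8 KO EpiLC library, to 41307297, in another Dgcr8 KO EpiLC library. The 26568 genes with at least 10 counts over all libraries were tested with edgeR's quasi-likelihood test in 1 fit of all libraries, with TMM factors and Benjamini-Hochberg adjustment. Levels are given as CPM (TMM-normalized counts per 1e6 counted), as mean ± SD. A gene was called at an adjusted p below 0.05. TMM centers the bulk of the genes. Scaling by library size alone moved the median log2 fold change of all genes by 0.17 in Ddx6 KO ESCs and by 0.24 in Dgcr8 KO ESCs. Gene lists, the comparisons and the rule for naming genes were fixed before the data were examined, and the lists were tested against all other genes with camera. Several lists, such as ribosomal proteins, collagens, serpins, antioxidant genes and nucleotide synthesis, cover themes of the paper's gene set tables. Those tables came from these same libraries, so the tests of such lists are not independent evidence for the themes. Neither the paper nor the sample descriptions say whether the replicates are separate cultures, so the p-values measure the spread between these libraries.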

To assess the effects on the transcriptomic landscape over the time course of development, we generated cDNA libraries of ESC and EpiLC Day2 stage from all mutant groups and WT. Principle component analysis (PCA) demonstrated that *Ddx6* KO (*Ddx6*^△*/*△^) is greatly different from WT, *Eif4enif1* KO, and *Dcp2* KO, but highly similar to *Dgcr8* KO (Fig 6A). 

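In Ddx6 KO ESCs 3584 genes were higher and 3796 lower than in WT, and in Ddx6 KO EpiLCs 4966 were higher and 4202 lower. With library size as the only scaling, 69.1% of the 6860 genes called in ESCs were higher, against 48.6% here, and 61.1% of 9049 in EpiLCs, against 54.2%. Tagap (ENSMUSG00000033450, chromosome 17, 7926000 to 7934897), which encodes a GTPase-activating protein of T cells, rose in ESCs to 14.4 ± 1.7 CPM from 0.0463 ± 0.021 (SD, n = 2 each; adjusted p = 3e-15). Nckap1l, the blood cell subunit of the actin-regulating WAVE complex, was at 13.4 ± 0.11 CPM in Ddx6 KO ESCs and 0.249 ± 0.052 in WT ESCs (log2 fold change 5.73, standard error 0.48). Both Tagap and Nckap1l were also higher in the other 3 KOs, in ESCs and in EpiLCs. Among the largest falls were Pla2g1b, a secreted phospholipase (3.36 ± 0.13 against 116 ± 2.1 CPM; log2 fold change -5.1, adjusted p = 2.2e-11), and Nkx1-2, a homeobox gene of the caudal epiblast (1.33 ± 0.13 against 46.1 ± 3.2 CPM; log2 fold change -5.11, adjusted p = 1.5e-08). Of 79 genes of ribosomal proteins, 75 fell in Ddx6 KO ESCs and 1 rose (75 and 1 when adjusted over the list alone), with a median log2 fold change of -0.62. The list's camera adjusted p was 9.9e-53, and 0.0075 with an estimated correlation. Rpl34 fell the most of the list's members, with a log2 fold change of -1.53 (standard error 0.15, adjusted p = 1.7e-07), followed by Rps3a1 at -1.01 (standard error 0.07, adjusted p = 3.1e-11). Rps3a1 was lower in all 4 KOs in both stages, where the like-named genes Rps3a2 and Rps3a3 were higher. Its fall is thus not particular to Ddx6 KO. On variance-stabilized counts of the 500 most variable genes, the mean of Ddx6 KO ESCs lay at a Euclidean distance of 39.3 from WT, 40.5 from Eif4enif1 KO, 40.8 from Dcp2 KO and 26.5 from Dgcr8 KO. In EpiLCs these distances were 40.5, 43.9, 39.6 and 20.6. The Eif4enif1 and Dcp2 KO lines have another strain background than the other lines, so the distances to them cannot separate KO from strain. Principal components 1 and 2 held 70.3% and 13.2% of the variance. Tested directly, 6760 genes differed between Ddx6 KO and Eif4enif1 KO in ESCs and 7830 in EpiLCs. Between Ddx6 KO and Dcp2 KO 6771 and 6184 differed, and between Ddx6 KO and Dgcr8 KO 7050 and 3173. Dgcr8 KO has 3 ESC libraries and the others 2. The total of genes called in Ddx6 KO against WT in ESCs, 7380, was 4873 without WT ESC replicate 1 and 3795 with the fibroblast marker score as a covariate. The 6771 were 3891 without Dcp2 KO ESC replicate 1 and 4408 with the covariate.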

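Sox12 (ENSMUSG00000051817, chromosome 2, 152393611 to 152398063), a SoxC transcription factor gene, was nearly silent in ESCs that lacked Eif4enif1 or Dcp2. It was at 0.786 ± 0.17 CPM in Eif4enif1 KO and 0.506 ± 0.24 in Dcp2 KO, against 54.3 ± 2.6 in WT (SD, n = 2 each; log2 fold changes of -6.13 and -6.72, adjusted p = 2.2e-12 and 9e-13). Smtnl1, a smoothelin-like gene, rose to 32 ± 1 CPM in Eif4enif1 KO and 22.8 ± 1.1 in Dcp2 KO ESCs from 0.252 ± 0.23 in WT (log2 fold changes of 6.99 and 6.49, standard error 0.46 each). Masp2, which encodes a serine protease of the complement lectin pathway, rose as well, to 11.1 ± 1.9 and 1.52 ± 0.035 CPM from 0.0152 ± 0.021 (adjusted p = 5.8e-12 and 5.1e-08). In EpiLCs Sox12 was again low in both KOs (log2 fold changes of -9.12 and -9.54), and Trim12a rose in both (7.81 and 8.19). Sox12, Smtnl1 and Masp2 changed the same way in Ddx6 KO and Dgcr8 KO in both stages, with log2 fold changes in ESCs of -1.39 and -0.79 for Sox12 and of 3.59 and 3.21 for Smtnl1. In all, 514 genes were higher and 450 lower in both KOs against WT in ESCs, and 836 and 585 in EpiLCs, where 56, 52, 107 and 77 would be shared if the calls were independent. Across genes, which are not independent replicates, the log2 fold changes of the KOs had a Pearson correlation of 0.58 in ESCs and 0.62 in EpiLCs. The covariance was 1.04 and 0.85. In simulations where only the WT libraries were shared, the correlation was 0.5 and 0.47 and the covariance 0.39 and 0.23. Dcp2 KO shared more calls with Ddx6 KO, which had more genes called. In ESCs 609 genes were higher and 609 lower in Dcp2 KO and Ddx6 KO (171 and 172 if independent). In EpiLCs these were 1522 and 1147 (426 and 282 if independent). The mean of Eif4enif1 KO lay at a Euclidean distance of 20.7 from that of Dcp2 KO in ESCs and of 18.5 in EpiLCs, and at 35.7 and 33.9 from WT. The 514 shared rises were 325 without WT ESC replicate 1 and 305 without WT ESC replicate 3, and the 450 shared falls were 274 without WT ESC replicate 3. The Eif4enif1 and Dcp2 KO lines share a strain background, with 129 mice among their origins, that the WT cells do not have.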

*Eif4enif1* KO and *Dcp2* KO, whose protein functions directly affect P-body functions, resulted in similar transcriptomes. *Eif4enif1* KO, in which translational repression on transcripts is disrupted, resulted in the disassembly of P-bodies, whereas *Dcp2* KO caused the enlargement of P-bodies due to the blockage of mRNA degradation (S3D Fig). Even though their transcriptomes were different from WT, gastrulation occurred normally in KO embryos (S5A Fig). Based on the above, we concluded that P-bodies are dispensable until the peri-gastrulation stage. Disruption of P-body functions altered the transcriptome of cells, but the ultimate differentiation capacity of pluripotent stem cells was not affected. 

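Fgf5, a growth factor gene of the epiblast, was expressed in EpiLCs of both KOs and did not differ from WT in the test. It was at 98.5 ± 18 CPM in Eif4enif1 KO, 85.5 ± 7.7 in Dcp2 KO and 91.2 ± 13 in WT (SD, n = 3 each; adjusted p = 0.9 and 0.91 from edgeR). Zfp42 (Rex1), a marker of naive pluripotency, was at 25.1 ± 5.4 CPM in Eif4enif1 KO, 33.5 ± 7.1 in Dcp2 KO and 24.5 ± 4 in WT EpiLCs (adjusted p = 1 and 0.18). Esrrb, a nuclear receptor gene of the naive network, was higher in both KOs, at 16.1 ± 2.2 and 27.1 ± 5.1 CPM against 8.54 ± 0.94 (log2 fold changes of 0.92 and 1.67, adjusted p = 0.0037 and 4.7e-06). Dppa3 (Stella) was lower in both, with log2 fold changes of -1.58 and -1.72. Of 18 genes of naive pluripotency, 2 were higher and 3 lower in Eif4enif1 KO EpiLCs (4 and 3 when adjusted over the list alone, camera adjusted p = 0.97). In Dcp2 KO EpiLCs 5 were higher and 1 lower (6 and 1 when adjusted over the list alone, camera adjusted p = 0.0097, and adjusted p = 0.73 with an estimated correlation). The call of this list in Dcp2 KO was also lost with fgsea (adjusted p = 0.2) and with a stricter filter on low counts (adjusted p = 0.056). Of 18 genes of the primed epiblast, 4 fell in Eif4enif1 KO (5 when adjusted over the list alone, camera adjusted p = 0.11), with log2 fold changes of -1.41 for Tcf15 (standard error 0.28, adjusted p = 0.0014) and -0.91 for Pim2. In Dcp2 KO 1 rose and 5 fell (1 and 7 when adjusted over the list alone, camera adjusted p = 0.058). The list passed the test in Eif4enif1 KO without WT EpiLC replicate 1 (adjusted p = 0.0089) or Eif4enif1 KO EpiLC replicate 3 (adjusted p = 0.027), and in Dcp2 KO without WT EpiLC replicate 1 (adjusted p = 0.0051), with fry (adjusted p = 0.035) and with the replicate number as a block (adjusted p = 0.044). Of 23 genes of the neural lineage, 1 rose and 1 fell in Eif4enif1 KO EpiLCs (1 and 1 when adjusted over the list alone, camera adjusted p = 0.97). In Dcp2 KO EpiLCs 4 fell (1 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.11, and 0.0059 with fry). Of 14 mesendoderm genes 1 fell in each KO (1 when adjusted over the list alone, camera adjusted p = 0.92 and 0.34). In Eif4enif1 KO the test pointed down for these lists and for naive pluripotency, while the naive median was 0.05, the neural mean 0.02 and the mesendoderm median 0.15. From ESCs to EpiLCs 11340 genes changed in WT, 11177 in Eif4enif1 KO and 10997 in Dcp2 KO.

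**Figure D1:**
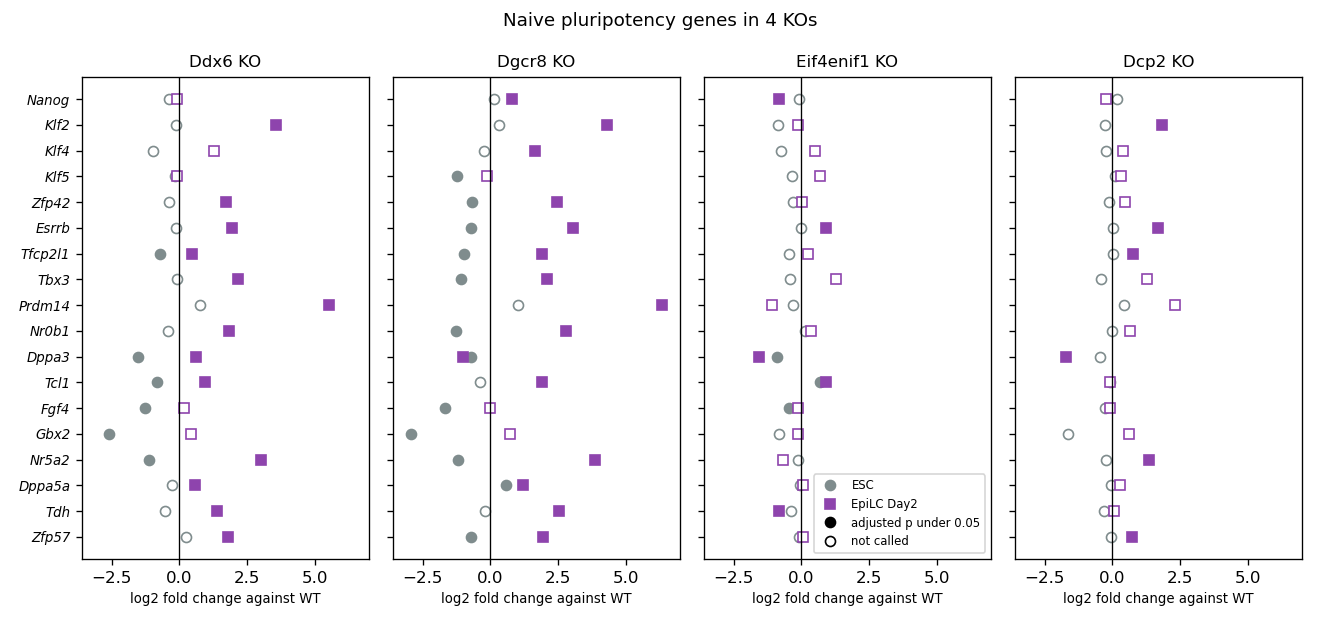
Log2 fold change against WT (x axis) of the 18 genes of naive pluripotency (y axis) in each KO. Gray circles are ESCs, purple squares EpiLC Day2 cells, and filled symbols mark an adjusted p below 0.05.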

We examined differentially expressed genes in detail through gene set enrichment analysis (GSEA). 

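Genes that act in cell division and in the removal of introns from mRNA were lower as sets in the ESCs of every KO. Genes of the extracellular matrix were higher as sets, and so was the mean log2 CPM of fibroblast markers. This mean was 3.73 in WT, 6.33 in Ddx6 KO, 6.62 in Dgcr8 KO, 4.9 in Eif4enif1 KO and 4.32 in Dcp2 KO ESCs. Sets of genes from Reactome, which stood in for the paper's MSigDB collection, were tested with fgsea on genes ranked by the DESeq2 Wald statistic, at an adjusted p of at most 0.05 and an absolute normalized enrichment score (NES) of at least 1.5. Of 751 sets of 15 to 500 measured genes, 81 were higher and 240 lower in Ddx6 KO ESCs, and 104 were higher and 272 lower in Dgcr8 KO ESCs. In Eif4enif1 KO ESCs 30 sets were higher and 129 lower, and in Dcp2 KO ESCs 38 were higher and 66 lower. The set of mRNA splicing was lower in every KO, with an NES of -2.76 in Ddx6 KO, -3.02 in Dgcr8 KO, -1.98 in Eif4enif1 KO and -1.99 in Dcp2 KO. By single genes, 5166 were higher and 5140 lower in Dgcr8 KO ESCs (2738 and 3650 with the fibroblast marker score as a covariate, and 67.2% of 10501 higher with library size as the only scaling), 1181 and 1138 in Eif4enif1 KO ESCs, and 1270 and 1205 in Dcp2 KO ESCs. The total of 2319 genes called in Eif4enif1 KO was 1429 without WT ESC replicate 1, 1467 without WT ESC replicate 3 and 1185 without Eif4enif1 KO ESC replicate 1. The total of 2475 in Dcp2 KO was 1409 without WT ESC replicate 3 and 1383 without Dcp2 KO ESC replicate 1. The p-values of fgsea come from permuted genes, which are not independent of one another, so the numbers of sets cannot be read as numbers of separate processes.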

A greater number of gene sets was affected in *Ddx6* KO and *Dgcr8* KO than in *Eif4enif1* KO and *Dcp2* KO (Fig 6B). The high portion of the differentially expressed gene sets of *Ddx6* KO ESCs was shared with *Dgcr8* KO ESCs (87% of upregulated, 84% of downregulated), indicating that DDX6 function is largely inclusive to the miRNA pathway. 

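Sets of translation and of the breakdown of mRNA were among those lower in both Ddx6 KO and Dgcr8 KO ESCs. The Reactome set of translation had an NES of -3.4 in Ddx6 KO and -2.45 in Dgcr8 KO. Mitochondrial translation elongation had an NES of -2.71 in each KO. Deadenylation-dependent mRNA decay, the pathway through which the CCR4-NOT complex and decapping remove mRNAs, had -2.55 and -2.45. The lowest set of all was eukaryotic translation elongation in Ddx6 KO (-3.53) and the processing of capped, intron-containing pre-mRNA in Dgcr8 KO (-3.05). Of the sets higher in Ddx6 KO, 58 (71.6%) were also higher in Dgcr8 KO, and of the sets lower in Ddx6 KO 225 (93.8%) were also lower in Dgcr8 KO. If the calls were independent, 11.2 and 86.9 would be shared. With Eif4enif1 KO, which had fewer sets called, Ddx6 KO shared 22 higher and 105 lower sets (3.2 and 41.2 if independent), and with Dcp2 KO 17 and 59 (4.1 and 21.1). These were 79.9% of the sets called in Eif4enif1 KO and 73.1% of those in Dcp2 KO, against 75.3% of those in Dgcr8 KO. Sets overlap in their genes, and every KO was compared with the same WT libraries.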

To identify the most affected gene sets, we filtered with adjusted p-value 0.05 and then aligned in order of normalized enrichment score (NES). The list of Top10 upregulated and downregulated gene sets in three different groups is shown in Table 2: *Ddx6* KO and *Dgcr8* KO only (regulated by miRNAs/ P-body-independent), all four KO groups (regulated by miRNAs/P-body-dependent), *Eif4enif1* KO and *Dcp2* KO only (regulated by P-body functions/miRNA-independent). 

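Syndecan interactions, through which proteoglycans bind the extracellular matrix, were called higher in Ddx6 KO (NES 2.09) and Dgcr8 KO (2.03) ESCs and not in the other KOs, as was smooth muscle contraction (2.2 and 1.7). SRP-dependent targeting of proteins to the membrane was called lower in the same KOs (NES of -3.42 and -2.03). In all, 29 higher and 94 lower Reactome sets were called in these KOs and in neither of the others. In all 4 KOs 8 sets were higher and 33 lower. Extracellular matrix organization was higher, with an NES of 2.61 in Ddx6 KO, 2.67 in Dgcr8 KO, 2.31 in Eif4enif1 KO and 1.61 in Dcp2 KO. The G1/S transition of the cell cycle was lower (-2.6, -2.59, -2.33 and -1.67). Of 50 genes of collagens and basement membranes, 20 rose and 5 fell in Ddx6 KO ESCs (30 and 5 when adjusted over the list alone, camera adjusted p = 7.4e-05, and adjusted p = 0.33 with an estimated correlation). Of these, 6 rose and 1 fell in Eif4enif1 KO ESCs (6 and 1 when adjusted over the list alone, camera adjusted p = 8.5e-05, and adjusted p = 0.78 with an estimated correlation). Col14a1, a collagen of dense connective tissue, rose in both, with log2 fold changes of 3.17 (standard error 0.33, adjusted p = 8.6e-08) and 1.74 (standard error 0.32, adjusted p = 0.00062). In Dcp2 KO ESCs 6 of the 50 rose and 2 fell (7 and 3 when adjusted over the list alone), and the list was not called (camera adjusted p = 0.25). The paper's Methods derive the Ddx6 KO ESCs on feeder fibroblasts and make the other KOs by editing ESCs whose derivation is not given. Feeders are depleted before the induction to EpiLCs, and whether the sequenced ESCs were depleted of them is not said. The mean log2 CPM of 21 fibroblast markers was 3.73 ± 0.16 in WT, 6.33 ± 0.08 in Ddx6 KO, 4.9 ± 0.39 in Eif4enif1 KO and 4.32 ± 0.09 in Dcp2 KO ESCs (SD, n = 2 each) and 6.62 ± 0.19 in Dgcr8 KO ESCs (n = 3). In Dcp2 KO ESCs no single marker was called, and the camera adjusted p of the marker list was 0.25. With this marker score as a covariate, a fit added after the data were seen, the collagen list was not called in Ddx6 KO (adjusted p = 0.14, with the direction reversed) or Eif4enif1 KO (adjusted p = 0.32), and fry did not call it in Eif4enif1 KO (adjusted p = 0.094). Every KO library of ESCs scored above every WT one, so this fit cannot separate the score from the KO. Whether a set's enrichment differed between KOs was not tested.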

We cannot go over these lists in detail, but they provide useful information for the functions of each pathway (Tables 2 and S1–S5).

**Fig 6:**
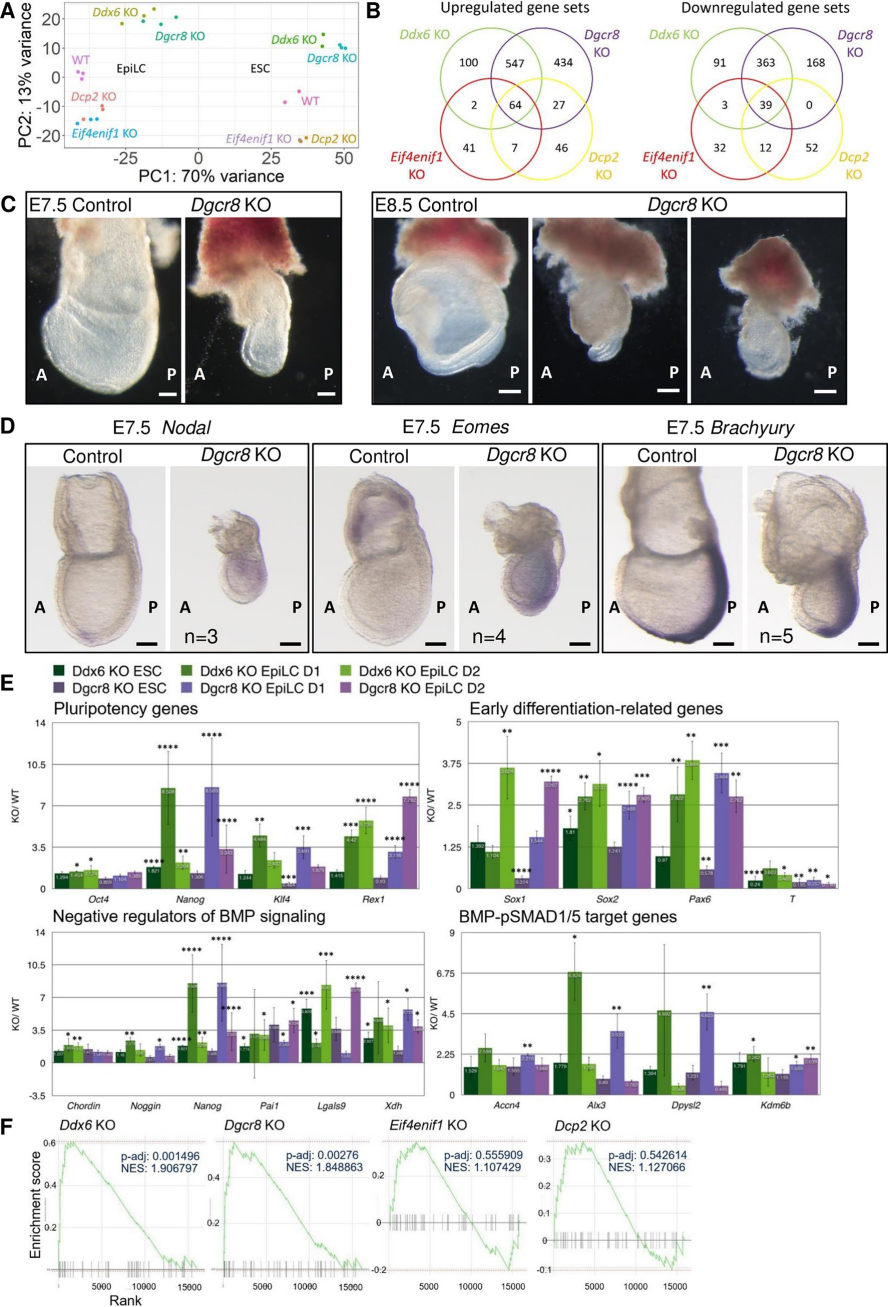
Genetic dissection of the DDX6 functions indicates that the DDX6-miRNA pathway is essential during early embryogenesis. (A) PCA plot of the ESC and EpiLC Day2 samples of each genotype group. (B) Summary of the GSEA results of ESC RNA-seq data. The gene sets that were changed in *Ddx6* KO, *Dgcr8* KO, *Eif4enif1* KO, and *Dcp2* KO were compared. (C) *Dgcr8* KO embryos exhibited similar morphological defects to *Ddx6* KO embryos at E7.5, but they became more malformed at E8.5 (Scale: 100 μm for E7.5; 200 μm for E8.5). (D) Whole-mount ISH of E7.5 *Dgcr8* KO embryos with *Nodal*, *Eomes*, and *Brachyury* probes (Scale: 100 μm, n = 3 for *Nodal*, n = 4 for *Eomes*, n = 5 for *Brachyury*). (E) Comparison of gene expression between *Ddx6* KO and *Dgcr8* KO. qRT-PCR analysis of several key genes during the EpiLC induction period. Each bar represents the relative expression of KO cells to WT cells at the indicated time point. Mean ± SEM. Student’s t-test (n ≥ 3) (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). (F) GSEA enrichment plot of the “negative regulation of BMP signaling pathway” gene set in four mutant ESCs. Black bars represent the position of the genes that belong to this gene set (n = 45) in the whole ranked gene list. The green line shows the overall distribution of this gene set (whether over-represented at the top (left) or bottom (right) of the ranked list of genes).

**Table 2:** Gene sets that are highly enriched in three different conditions.

Common in only *Ddx6* KO & *Dgcr8* KO ESCs (regulated by miRNAs/ P-body-independent)	Common in all four KO ESCs (regulated by miRNAs/ P-body-dependent)	Common in only *Eif4enif1* KO & *Dcp2* KO ESCs (regulated by P-body functions/ miRNA-independent)
Upregulated gene sets Top10		
1.Serine type endopeptidase inhibitor activity	1.Collagen-containing extracellular matrix	1.Antioxidant activity
2.Cytokine binding	2.External encapsulating structure organization	2.Response to toxic substance
3.Positive regulation of chemokine production	3.Extracellular matrix structural constituent	3.Response to topologically incorrect protein
4.Chemokine production	4.Collagen fibril organization	4.Cellular response to topologically incorrect protein
5.Monocyte chemotaxis	5.Collagen trimer	5.Retinol metabolic process
6.Negative regulation of cellular response to growth factor stimulus	6.Lysosomal lumen	6.Response to xenobiotic stimulus
7.Proteoglycan metabolic process	7.Collagen binding	7.Pigment granule
8.Immune receptor activity	8.Basement membrane	
9.Receptor complex	9.Endoplasmic reticulum lumen	
10.Regulation of leukocyte migration	10.Vacuolar lumen	
Downregulated gene sets Top10		
1.Ribosome	1.Ribonucleoprotein complex biogenesis	1.Regulatory T cell differentiation
2.Ribosomal subunit	2.Ribosome biogenesis	2.Anterior posterior pattern specification
3.Structural constituent of ribosome	3.rRNA metabolic process	3.Glandular epithelial cell development
4.Mitochondrial gene expression	4.ncRNA processing	4.Microtubule polymerization
5.Mitochondrial protein-containing matrix	5.Ribonucleoprotein complex subunit organization	5.Regulation of axonogenesis
6.Translational termination	6.ncRNA metabolic process	6.Regionalization
7.Catalytic step 2 spliceosome	7.RNA splicing via transesterification reactions	7.Positive regulation of axonogenesis
8.Mitochondrial translation	8.Methyltransferase complex	8.Microtubule polymerization or depolymerization
9.Translational elongation	9.mRNA processing	9.Regulation of microtubule cytoskeleton organization
10.Mitochondrial translational termination	10.Viral gene expression	10.Regulation of DNA binding

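Genes of naive pluripotency were higher in EpiLCs without Ddx6 or Dgcr8 than in WT EpiLCs. Prdm14, a transcription factor gene of the naive state, had a log2 fold change of 5.51 in Ddx6 KO (standard error 0.83, adjusted p = 5.6e-05) and of 6.32 in Dgcr8 KO (standard error 0.79, adjusted p = 5.1e-06). Klf2, a Krüppel-like factor gene, had 3.57 and 4.3 (standard error 0.26 each). Of the 18 genes of the list, 13 rose in Ddx6 KO EpiLCs (13 when adjusted over the list alone, camera adjusted p = 1.6e-09, and adjusted p = 0.2 with an estimated correlation). In Dgcr8 KO 14 rose and 1 fell (14 and 1 when adjusted over the list alone, camera adjusted p = 1.2e-14, and adjusted p = 0.026 with an estimated correlation). In ESCs, 35 of 42 genes of the spliceosome fell in Ddx6 KO (37 when adjusted over the list alone, camera adjusted p = 2.3e-16, and adjusted p = 0.13 with an estimated correlation). In Dgcr8 KO 39 fell (39 when adjusted over the list alone, camera adjusted p = 5.6e-31, and adjusted p = 0.072 with an estimated correlation). Snrpf, a core protein of the small nuclear ribonucleoproteins, had log2 fold changes of -0.85 (standard error 0.09, adjusted p = 9.4e-08) and -1.85 (standard error 0.08, adjusted p = 3.4e-15). Of 27 lysosomal genes 15 rose in Ddx6 KO (17 when adjusted over the list alone, camera adjusted p = 4.7e-07, and adjusted p = 0.27 with an estimated correlation). In Dgcr8 KO 23 rose (24 when adjusted over the list alone, camera adjusted p = 5.8e-11, and adjusted p = 0.19 with an estimated correlation). With the fibroblast marker score as a covariate the median log2 fold change of the lysosomal genes went from 0.51 to 0.24 in Ddx6 KO and from 0.78 to 0.5 in Dgcr8 KO. Within groups their median correlation with the score was 0.55 (0.1 in ESCs and 0.61 in EpiLCs). Psap, which encodes the precursor of the saposins, had log2 fold changes of 1.44 and 1.82 (standard error 0.12 each). In all, 2472 genes were higher and 2659 lower in both KOs in ESCs, 69% and 70% of the genes called in Ddx6 KO, while 222 went opposite ways. In EpiLCs 3648 were higher and 3120 lower in both, 73.5% and 74.3%, and 57 went opposite ways. Independent calls would share 697 and 734 in ESCs, and 1048 and 762 in EpiLCs. The log2 fold changes of the KOs had a Pearson correlation of 0.63 in ESCs and 0.77 in EpiLCs across genes, and their covariance was 1.47 and 1.83. In simulations where only the WT libraries were shared, the correlation was 0.56 and 0.48 and the covariance 0.39 and 0.23. The 2472 were 1503 without WT ESC replicate 1 and 1065 with the covariate. The 2659 were 1368 with the covariate and 1251 with library size as the only scaling. The 3648 and 3120 were 2292 and 1921 with the covariate.

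**Figure D2:**
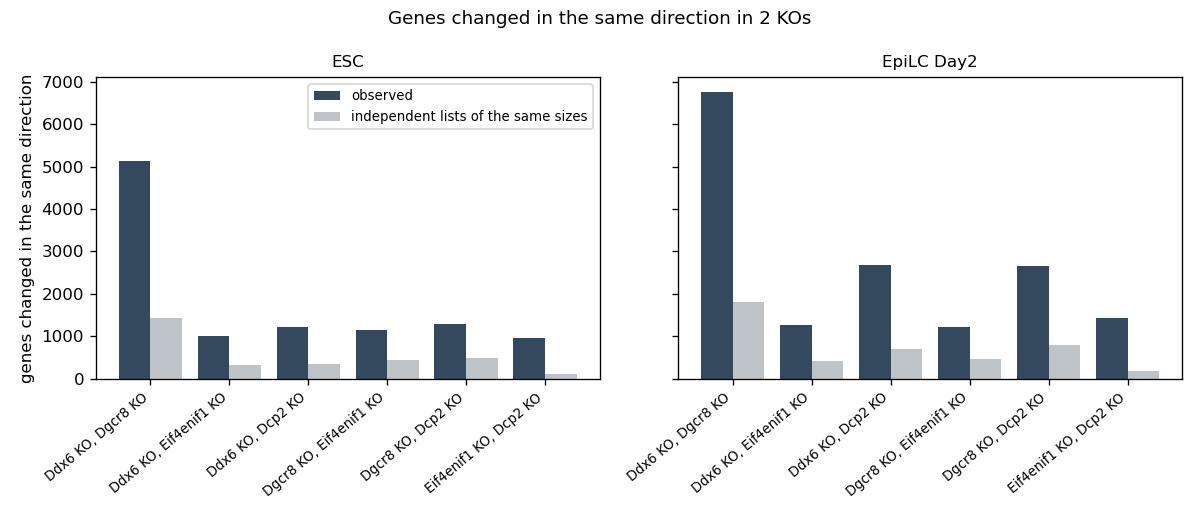
Number of genes changed in the same direction in a pair of KOs (y axis), for each pair (x axis) in ESCs and EpiLC Day2 cells. Dark bars are the observed numbers, light bars the numbers that independent lists of the same sizes would share.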

As *Ddx6* KO and *Dgcr8* KO had similar transcriptomic changes in both ESC and EpiLC stages, we further examined their similarity in embryo samples. We generated *Dgcr8* KO embryos by injecting *Dgcr8* targeting sgRNAs into eggs via electroporation. *Dgcr8* KO embryos were smaller and more malformed than *Ddx6* KO embryos (Fig 6C), but we were able to find common defects with *Ddx6* KO: ectopically expanded and increased *Nodal* and *Eomes* expression in E7.5 embryos (Fig 6D). Unlike *Ddx6* KO, which exhibited a delay in primitive streak induction, *Dgcr8* KO embryos had a relatively normal and strong Brachyury induction at E7.5 despite their small body size. We also conducted detailed analyses during ESC-to-EpiLC differentiation through qRT-PCR. *Dgcr8* KO cells exhibited similar characteristics to *Ddx6* KO cells: enhanced pluripotency and stronger expression of the neural lineage-inducing factors with a decreased differentiation capacity to the mesendoderm lineage (Fig 6E). As we identified that repression of BMP signaling is the primary change in cellular condition of *Ddx6* KO, we examined *Dgcr8* KO for a similar change. *Dgcr8* KO cells also had upregulated expression of the negative regulators of BMP signaling, and pSMAD1/5 target genes were de-repressed. Moreover, GSEA of ESC RNA-seq data revealed that ‘the negative regulation of BMP signaling’ gene set (*Fbn1*, *Grem2*, *Grem1*, *Wnt5a*, *Htra1*, *Sorl1*, *Fstl3*, *Bmper*, *Nbl1*, *Htra3*, *Crim1*, *Rbpms2*, *Spart*) was highly upregulated only in *Ddx6* KO and *Dgcr8* KO ESCs, but not in *Eif4enif1* KO and *Dcp2* KO (Fig 6F). 

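Most of the 13 negative regulators of BMP signaling that the paper names were higher in Ddx6 KO and Dgcr8 KO ESCs. Other negative regulators, listed beforehand, went both ways. Nbl1, a secreted antagonist of the DAN family (ENSMUSG00000041120, chromosome 4, 139082284 to 139092993), was at 5.36 ± 2 CPM in Ddx6 KO (SD, n = 2), 6.01 ± 0.61 in Dgcr8 KO (n = 3) and 0.829 ± 0.4 in WT (n = 2). Its log2 fold changes were 2.69 (standard error 0.36, adjusted p = 4.2e-06) and 2.86 (standard error 0.35, adjusted p = 2.4e-07). Fstl3, a follistatin-like protein that binds activins and BMPs, was at 10.5 ± 4 and 18.1 ± 3 CPM against 1.98 ± 0.51. Htra1, a secreted protease, was at 57.2 ± 6.9 and 75.3 ± 11 CPM against 12.3 ± 3.1, with adjusted p = 0.00082 and 5.9e-05. Bmper, which encodes a BMP-binding endothelial regulator and was not called with the fibroblast marker score as a covariate (0.77 in both), had log2 fold changes of 2.74 (standard error 0.51, adjusted p = 2e-04) and 2.94 (standard error 0.49, adjusted p = 2e-05). Of the 13 genes, which the study chose on these samples and which are therefore not independent evidence, 12 rose in Ddx6 KO (13 when adjusted over the list alone), with a median log2 fold change of 2.61 (camera adjusted p = 2.1e-08, and adjusted p = 0.071 with an estimated correlation). In Dgcr8 KO 11 rose (11 when adjusted over the list alone), with a median of 2.84 (camera adjusted p = 7.5e-06, and adjusted p = 0.14 with an estimated correlation). With the marker score as a covariate the medians were 0.52 in Ddx6 KO and 0.62 in Dgcr8 KO, with 5 called higher and 1 lower in each. In ESCs this score separates both KOs from WT without overlap, so the fit cannot tell the score from the KO. Of the 13, 1 rose and 1 fell in Eif4enif1 KO ESCs (3 and 1 when adjusted over the list alone; median 0.99, camera adjusted p = 0.079). In Dcp2 KO ESCs 3 rose (3 when adjusted over the list alone), with a median of 0.44 (camera adjusted p = 0.018, and adjusted p = 0.76 with an estimated correlation). Sorl1, an endocytic sorting receptor gene, rose in Ddx6 KO (log2 fold change 1, standard error 0.15, adjusted p = 2.1e-05), Dgcr8 KO (0.89, adjusted p = 1.2e-05) and Dcp2 KO ESCs (0.81, adjusted p = 0.00067). In Eif4enif1 KO it was at -0.56 (adjusted p = 0.017), a call lost when any 1 of the 4 libraries compared was left out (-0.6 without WT ESC replicate 1, -0.52 without WT ESC replicate 3, -0.51 and -0.62 without Eif4enif1 KO ESC replicates 1 and 2). Of 38 other negative regulators of BMP signaling, listed before the data were examined, 6 rose and 6 fell in Ddx6 KO (6 and 8 when adjusted over the list alone, camera adjusted p = 0.58), and 10 rose and 8 fell in Dgcr8 KO (10 and 9 when adjusted over the list alone, camera adjusted p = 0.49). With both parts as 1 list, the camera p was 0.041 in Ddx6 KO, 0.0056 in Dgcr8 KO, 0.81 in Eif4enif1 KO and 0.74 in Dcp2 KO. The first was 0.39 without WT ESC replicate 1, 0.1 without Ddx6 KO ESC replicate 2, 0.052 with the replicate number as a block, 0.26 with an estimated correlation and 0.37 with the fibroblast marker score as a covariate. The p in Dgcr8 KO was 0.052 without WT ESC replicate 1, 0.13 with an estimated correlation and 0.081 with the marker score. The 13 genes' call in Dcp2 KO was lost without WT ESC replicate 1 (adjusted p = 0.11) and with fry, fgsea, filterByExpr or the marker score as a covariate (adjusted p = 0.072, 0.081, 0.058 and 0.2). The list passed the test in Eif4enif1 KO without WT ESC replicate 3 (adjusted p = 0.026), without Eif4enif1 KO ESC replicate 2 (adjusted p = 0.047) and with the replicate number as a block (adjusted p = 0.044). Of the 21 fibroblast markers 15 rose in Ddx6 KO ESCs (19 when adjusted over the list alone; median log2 fold change 2.79, camera adjusted p = 3.3e-09, and adjusted p = 0.2 with an estimated correlation). In Dgcr8 KO ESCs 16 rose (18 when adjusted over the list alone; median 2.84, camera adjusted p = 6.3e-07, and adjusted p = 0.25 with an estimated correlation). The paper draws on the rise of its BMP gene set in Ddx6 KO and Dgcr8 KO ESCs and not in the others. It also draws on qRT-PCR, in which BMP inhibitors and SMAD1/5 target genes were higher in these KOs. From these it concludes that DDX6 and miRNA-mediated gene silencing share a role in keeping the negative regulators of BMP signaling down.

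**Figure D3:**
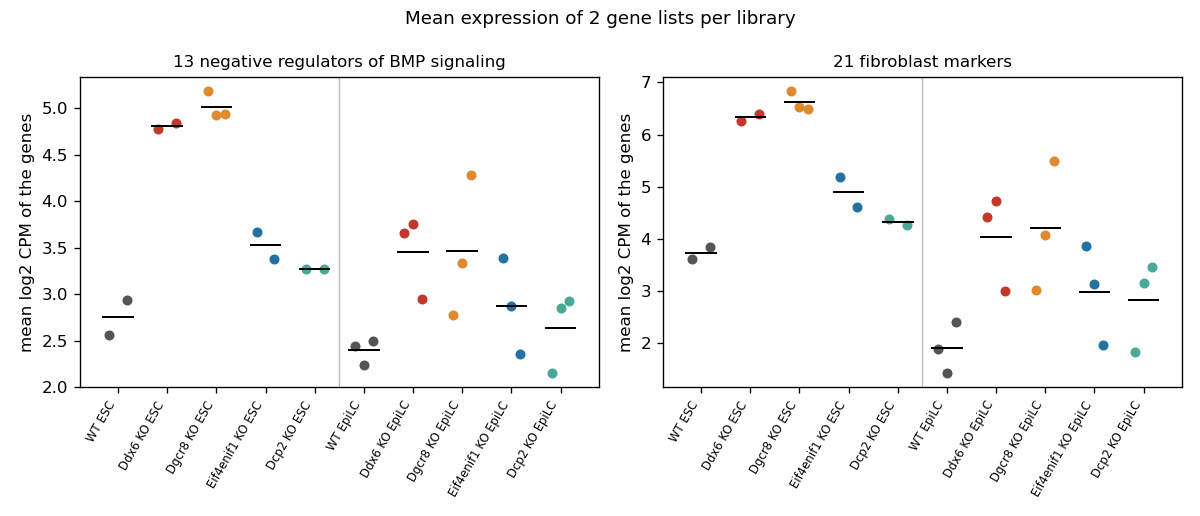
Mean log2 CPM (y axis) of the 13 negative regulators of BMP signaling and of the 21 fibroblast markers in each library, grouped by genotype and stage (x axis), with points for libraries and black lines for group means. In ESCs, both lists are highest in Ddx6 KO and Dgcr8 KO.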

As such, DDX6-mediated RNA regulation and miRNA-mediated gene silencing share a common role, especially in preventing aberrant upregulation of the negative regulators of BMP signaling.

## Discussion

This study delineated the essential role of DDX6 in proper cell lineage specification and differentiation during early mouse embryogenesis (Fig 7A and 7B). We propose that DDX6 prevents cells from activating negative regulation of BMP signaling through miRNA-mediated gene silencing. The genes that are related to ‘negative regulation of BMP signaling’ were upregulated in both *Ddx6* KO E8.5 embryos and ESCs. Their phenotypes, including posterior body and mesoderm developmental defects, premature neural induction, and de-repression of BMP-SMAD1/5 target genes, indicate that the BMP pathway is dysfunctional in *Ddx6* KO. Another characteristic of *Ddx6* KO was the increased expression of *Nodal* and its downstream targets. Promoted pluripotency, such as increased *Nanog* expression, and disruption of the primitive streak patterning by overexpanded *Eomes* expression can be attributable to high *Nodal*. However, there was no increase in the level of SMAD2 phosphorylation in *Ddx6* KO ESCs (S4A Fig). We now hypothesize that the increased expression of *Nodal* and its known downstream targets *Nanog* and *Eomes* in *Ddx6* KO is due to an altered SMAD3 activity level. Previously, Liu et al. reported a marked difference between SMAD2 and SMAD3. They showed that the main mediator of TGF-β signaling is SMAD2, whereas SMAD3 has a TGF-β signaling- and SMAD4-independent working mechanism [68]. Thus, we briefly analyzed the public ChIP-seq data for SMAD2 and SMAD3 in embryoid bodies, which are similar to early-stage embryos. When we assayed potential target genes using ‘ChIP-Atlas,’ *Eomes*, whose expression was significantly increased in *Ddx6* KO embryos, was only bound by SMAD3 (S4B and S4C Fig). *Nanog* was more preferentially bound by SMAD3, whereas *Nodal* was equally regulated by SMAD3 and SMAD2. Based on these results, *Ddx6* KO phenotypes may arise from the increased SMAD3-induced transcriptional activation rather than Nodal signaling itself. Further detailed analyses are required to clarify this possibility.

**Fig 7:**
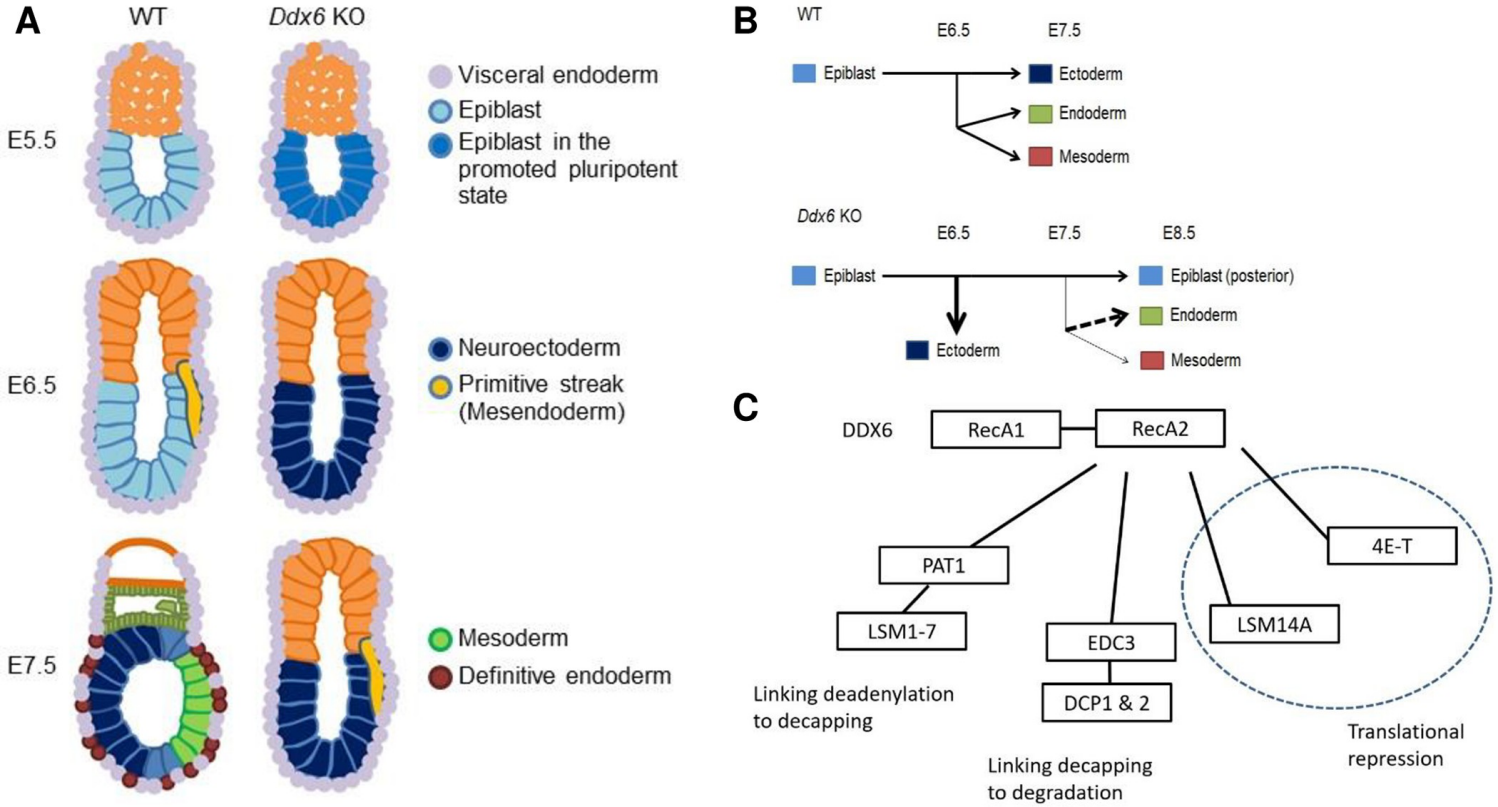
Schemes showing developmental defects caused by loss of DDX6-mediated RNA regulation. (A) Development of the three primary embryonic germ layers is largely affected by DDX6. Neuroectoderm is specified earlier than WT, whereas formation of the primitive streak is delayed (The smaller size of the *Ddx6* mutant is not reflected in the images). (B) Changes in cell-lineage specification from pluripotent stem cells caused by *Ddx6* loss are depicted on a horizontal diagram. Uncommitted *Ddx6*^△*/*△^ pluripotent cells possess promoted pluripotency and strongly favor commitment to the neuronal lineage. In WT embryos, the mesendoderm lineage arises at ~E6.5 as the primitive streak is formed, and three germ layers simultaneously develop at ~E7.5. In *Ddx6* KO embryos, premature neural induction occurs with a one-day delay in primitive streak formation. During mesendoderm segregation, definitive endoderm specification is increased, whereas mesoderm specification is greatly reduced due to the patterning defect of the primitive streak. Posterior epiblast cells cannot exit pluripotency on time, impeding the differentiation processes. (C) The interaction of DDX6 with other gene silencing effector protein complexes.

Since DDX6 functions in multiple pathways, it is difficult to find the most crucial one for a certain cellular process. To overcome this problem, we examined three gene-regulating pathways, in which DDX6 is known to have a role: translational repression, mRNA degradation, and miRNA-mediated gene silencing by knocking out the key gene.

EIF4ENIF1 (4E-T, eIF4E-Transporter) is a kind of eIF4E-binding proteins (4E-BPs), which inhibit the initiation step of translation by binding to eIF4E, a component of the translational initiation factor eIF4F complex [69–72]. When eIF4E is captured by 4E-T, an mRNA whose cap is bound by eIF4E is also brought into P-bodies. Importantly, eIF4E-4E-T-bound transcripts are protected from decapping even after deadenylation. Hence it is a distinct mechanism that specifies mRNAs to be stored in P-bodies instead of being degraded [73]. 4E-T binds to DDX6 via Cup homology domain (CHD) and is necessary for the assembly of P-bodies [17]. Thus, we wanted to examine the degree of involvement of DDX6 in translational repression process and the dependency of DDX6 functions on P-body formation via *Eif4enif1* KO.

DCP2 (NUDT20) is a major mRNA decapping enzyme in mammalian cells along with another Nudix hydrolase protein, NUDT16 [74–76]. Knockdown of *DCP2* in human U2OS cells caused the enlargement of P-bodies with the accumulation of the MS2-tagged β-actin transcripts, leading to the conclusion that a constant mRNA decay occurs inside the P-bodies, and when DCP2 is depleted, this decay process is inhibited [67]. DCP2 is connected to DDX6 through EDC3 [77]. As *Dcp2* KO also changes the morphology of P-bodies, we were able to study the effects of the disruption of mRNA decay pathway as well as functional defect of P-bodies through *Dcp2* KO.

Even though this genetic approach cannot directly explore molecular functions of P-bodies or target transcripts, we tried to indirectly examine their roles in cellular processes by conducting transcriptomic analyses. The RNA-seq analyses identified the similarity between *Ddx6* KO and *Dgcr8* KO. Only *Dgcr8* KO, but neither *Eif4enif1* KO nor *Dcp2* KO, closely phenocopied *Ddx6* KO, indicating that DDX6 mainly works through the miRNA pathway among the various RNA regulatory means during early embryogenesis. The double-stranded RNA-binding protein DGCR8 forms the microprocessor complex with the RNase III enzyme Drosha to process long primary miRNAs (pri-miRNAs) into precursor miRNAs (pre-miRNAs) [78,79]. In *Dgcr8* KO, miRNA-mediated gene silencing becomes nonfunctional because of the failure of miRNA generation [66]. miRNAs repress target gene expression through either translational repression or mRNA degradation [80–83]. In mESCs, the loss of DDX6 impaired only miRNA-induced translational repression [48]. Thus, the greater number of upregulated gene sets in *Dgcr8* KO ESC than in *Ddx6* KO (1211 vs 828 gene sets) may have resulted from the disruption of miRNA-mediated mRNA destabilization. 

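Genes of the immediate early response were higher in Dgcr8 KO than in Ddx6 KO ESCs, as was Mir23b, a miRNA gene. Mir23b was at 3.26 ± 0.77 CPM in Dgcr8 KO (SD, n = 3) and 0.0151 ± 0.021 in Ddx6 KO ESCs (n = 2; adjusted p = 1.1e-06). In EpiLCs the precursor gene Mir290a, of the most abundant miRNA cluster of ESCs, was at 25 ± 13 CPM in Dgcr8 KO and 0.64 ± 0.064 in Ddx6 KO (n = 3 each; log2 fold change of Ddx6 KO over Dgcr8 KO -5.28, standard error 0.39, adjusted p = 1.8e-08). Of 18 host RNAs of miRNAs, 6 were lower in Ddx6 KO than in Dgcr8 KO EpiLCs (8 when adjusted over the list alone, camera adjusted p = 8.6e-06). In ESCs 4 were lower and 2 higher (4 and 2 when adjusted over the list alone, camera adjusted p = 0.21, and 0.0068 with fry). Fos, an immediate early transcription factor gene, was at 239 ± 34 CPM in Dgcr8 KO ESCs, 7.4 ± 1.6 in Ddx6 KO ESCs and 8.66 ± 4.9 in WT ESCs. Of 14 immediate early and heat shock genes, 9 were lower in Ddx6 KO than in Dgcr8 KO ESCs (11 lower and 1 higher when adjusted over the list alone, camera adjusted p = 9.7e-09, and adjusted p = 0.095 with an estimated correlation). Of 16 targets of the miR-290 and miR-302 families, 10 rose and 1 fell in Dgcr8 KO ESCs (10 and 1 when adjusted over the list alone; median log2 fold change 0.84, camera adjusted p = 0.00039, and adjusted p = 0.21 with an estimated correlation). The call was lost with the fibroblast marker score as a covariate (adjusted p = 0.066). In Ddx6 KO ESCs 7 rose and 6 fell (8 and 6 when adjusted over the list alone, camera adjusted p = 0.45). Irf2, a target on the list, rose in both, with log2 fold changes of 3.35 (standard error 0.43) in Dgcr8 KO and 2.54 (standard error 0.44) in Ddx6 KO, the latter not called with the covariate (1.23). Cdkn1a (p21), a cell cycle inhibitor gene, was at 452 ± 21 CPM in Dgcr8 KO and 168 ± 8.9 in WT ESCs and was lower in Ddx6 KO than in Dgcr8 KO (log2 fold change -0.91, standard error 0.22, adjusted p = 0.0041). Lefty1, an inhibitor of Nodal, was at 340 ± 31 CPM in Dgcr8 KO, 9.63 ± 1.4 in Ddx6 KO and 41.4 ± 1.2 in WT ESCs. Of the 35 interferon-stimulated genes, 13 were lower in Ddx6 KO than in Dgcr8 KO ESCs (15 when adjusted over the list alone, camera adjusted p = 1.2e-05, and adjusted p = 0.43 with an estimated correlation). In the direct test 7050 genes differed between Ddx6 KO and Dgcr8 KO in ESCs and 3173 in EpiLCs. The 7050 were 4524 without Ddx6 KO ESC replicate 2, and the 3173 were 1873 without Ddx6 KO EpiLC replicate 1, 2070 without Ddx6 KO EpiLC replicate 3 and 1510 without Dgcr8 KO EpiLC replicate 2. Genes with a site for the seed that the miR-290 and miR-302 families share did not pass the test as a set. The 3449 genes with a 7mer site in their annotated 3' UTR had a median log2 fold change of 0.09 in Dgcr8 KO ESCs and the 13996 genes without one had 0.04. The camera adjusted p of this set was 0.59. Camera allows for correlation between genes, which weakens it for a set this large, so this does not show that such genes stayed unchanged. Of genes with the longer 8mer site, 30.2% were higher in Dgcr8 KO ESCs, against 25.2% without (camera adjusted p = 0.59). In Dgcr8 KO EpiLCs these were 31.8% and 24.2% (camera adjusted p = 0.4). For 7mer sites of miR-124, miR-122 and miR-1, taken as controls, the shares were 27.5% to 29.5% in ESCs and 23.6% to 27.5% in EpiLCs. The shares for the 7mer site of the miR-290 and miR-302 seed, 28% and 27.3%, lay within these ranges. The 8mer shares have no control of the same length.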

DDX6 participates in the effector step of miRNA-mediated gene silencing by binding to CNOT1, the scaffold subunit of the CCR4-NOT complex. The CCR4-NOT complex, a predominant generic deadenylase [84], cooperates with miRISC by binding to GW182/TNRC6 protein [80], and then recruits DDX6. The binding of CNOT1 and DDX6 activates the ATPase activity of DDX6, and this change is significant for target gene repression [85]. Our study is connected to previous studies which demonstrated the important role of miRNAs during early embryogenesis. miR-302 and miR-290 are highly expressed in pluripotent cells and are required for neurulation. Loss of miR-302 causes precocious neuronal differentiation [86]. Moreover, miR-302 stimulates BMP signaling by repressing BMP inhibitors TOB2, DAZAP2, and SLAIN1 in hESCs [87]. Although these genes were not upregulated in *Ddx6* KO or *Dgcr8* KO mESCs, probably due to the species difference, it is a good example that miRNAs can indirectly affect BMP signaling by targeting BMP signaling inhibitors.

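Tob2, Dazap2 and Slain1 did not rise in Ddx6 KO ESCs, while Dazap2 rose in Dgcr8 KO ESCs. Tob2 (chromosome 15, 81848272 to 81858796), an antiproliferative gene of the BTG family, was at 30.5 ± 0.76 CPM in Ddx6 KO (SD, n = 2), 43.2 ± 3.5 in WT (n = 2) and 50.1 ± 6.7 in Dgcr8 KO ESCs (n = 3). It fell in Ddx6 KO (log2 fold change -0.5, standard error 0.12, adjusted p = 0.0022) and did not pass the test in Dgcr8 KO (adjusted p = 0.13), where it was called higher with library size as the only scaling (0.46). Dazap2 (chromosome 15, 100615349 to 100620761) was at 153 ± 6.4 CPM in Dgcr8 KO ESCs and 92.9 ± 8.1 in WT ESCs (log2 fold change 0.72, standard error 0.13, adjusted p = 7.1e-05). In Ddx6 KO ESCs Dazap2 was at 71.6 ± 8.6 CPM, a log2 fold change of -0.37 (adjusted p = 0.048) that was no longer called without WT ESC replicate 1, WT ESC replicate 3 or Ddx6 KO ESC replicate 2 (-0.5 to -0.26 with 1 library left out) and was -0.19, not called, with library size as the only scaling. Slain1 (chromosome 14, 103650228 to 103704907), which encodes a protein of microtubule plus ends, fell in Ddx6 KO ESCs, to 3.74 ± 0.62 CPM from 9.11 ± 0.58 (log2 fold change -1.29, standard error 0.24, adjusted p = 3e-04), and was at 7.09 ± 0.69 in Dgcr8 KO (adjusted p = 0.19). In the direct test all 3 were lower in Ddx6 KO than in Dgcr8 KO ESCs (3 when adjusted over the list alone), with a median log2 fold change of -0.93 (camera adjusted p = 0.00063, and adjusted p = 0.095 with an estimated correlation). Slain1 was not called in it without Ddx6 KO ESC replicate 1 (log2 fold change -0.76).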

Embryos had abundant P-bodies from blastocyst to peri-gastrula embryos, but disruption of P-body function had marginal effects on early embryogenesis. Based on our results, we refute Di Stefano et al. [20]’s statement that disruption of P-bodies is the cause of *Ddx6*-deficient PSCs being “hyper-pluripotent.” Ayache et al. [17] investigated multiple conditions for P-body assembly in HEK293 cells and found that DDX6, 4E-T (EIF4ENIF1), and LSM14A (RAP55) are the three key factors of P-body formation. *Eif4enif1* KO mESCs from our study and *LSM14A* knockdown hESCs from Di Stefano et al. completed the puzzle of the relationship between DDX6 and the P-body. The characteristics of *Ddx6* KO mESCs and *DDX6* KD hESCs were similar. As described earlier, our mESCs also exhibited hyper-pluripotent properties by having high expression of *Nanog* and failing to exit the ground state properly. However, the two P-body mutants exhibited different phenotypes. Knockdown of *LSM14A* made hESCs hyper-pluripotent with the significantly higher expression of *NANOG* like *DDX6*-depleted hESCs. In our case, deletion of *Eif4enif1* led to the disassembly of P-bodies in mESCs (S3D Fig), but *Eif4enif1* KO pluripotent cells did not display hyper-pluripotent properties (S5B Fig). Furthermore, *Eif4enif1* KO embryos lacked the developmental defects of *Ddx6* mutants (S5A Fig). As such, P-bodies are not essential for development at least until the gastrulation stage. This result is consistent with a previous study demonstrating that P-body formation is not the cause but a consequence of RNA-mediated gene silencing activities [13]. However, we do not totally agree that P-bodies are merely a resultant complex. Our RNA-seq analyses showed that the gene expression profiles of *Eif4enif1* KO and *Dcp2* KO moved into a similar direction and clustered together despite the apparent functional differences. 

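Tested directly against each other, Eif4enif1 KO and Dcp2 KO ESCs differed in genes of the endoplasmic reticulum. Pdia6, a protein disulfide isomerase, was at 400 ± 37 CPM in Eif4enif1 KO and 680 ± 57 in Dcp2 KO ESCs (SD, n = 2 each; log2 fold change -0.77, standard error 0.1, adjusted p = 9e-06). Dnajc3, a co-chaperone, was at 85.5 ± 13 and 134 ± 2 (-0.65, adjusted p = 0.00062). Of 22 genes of endoplasmic reticulum stress, 6 were lower in Eif4enif1 KO than in Dcp2 KO ESCs (13 when adjusted over the list alone, camera adjusted p = 1.2e-07, and adjusted p = 0.17 with an estimated correlation). Against WT, 9 rose in Dcp2 KO ESCs (14 when adjusted over the list alone, camera adjusted p = 1.4e-08, and adjusted p = 0.14 with an estimated correlation). Xbp1, a transcription factor gene of the unfolded protein response, had a log2 fold change of 1.26 (standard error 0.15, adjusted p = 1.5e-06). Miip was at 22 ± 3.5 CPM in Eif4enif1 KO and 0.832 ± 0.062 in Dcp2 KO ESCs, and Sptbn2, a spectrin gene, at 4.71 ± 0.13 and 86 ± 8.9 (log2 fold changes of 4.71 and -4.19, adjusted p = 5.5e-09 and 2.3e-12). In EpiLCs the imprinted gene Peg3 was at 562 ± 150 CPM in Eif4enif1 KO and 103 ± 6.4 in Dcp2 KO, and H19, an imprinted noncoding RNA, at 2.05 ± 0.99 and 30.5 ± 6.3 (n = 3 each; log2 fold changes of 2.45 and -3.89, adjusted p = 1.3e-06 and 0.0018). In all, 1818 genes differed between these KOs in ESCs and 1893 in EpiLCs. The 1818 were 642 without Eif4enif1 KO ESC replicate 1, 1032 without Dcp2 KO ESC replicate 1 and 1075 without Dcp2 KO ESC replicate 3. The 1893 were 1149 and 1201 without Eif4enif1 KO EpiLC replicate 1 and 2, and 1115 and 1144 without Dcp2 KO EpiLC replicate 2 and 3.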

We speculated that this change may have come from the disruption of overall P-body function. From the GSEA, there were a few gene sets that are commonly changed only in *Eif4enif1* KO and *Dcp2* KO. As these gene sets were not affected in *Ddx6* KO or *Dgcr8* KO, we considered them as genes that are associated with P-bodies but not related to miRNA-mediated gene silencing (Tables 2 and S1). miRNA-mediated gene silencing activity was functional when P-bodies were disrupted, suggesting miRNA function is P-body-independent [13]. However, the presence of distinctive gene sets that are altered by both miRNA pathways (*Ddx6* KO & *Dgcr8* KO) and P-body-related functions (*Eif4enif1* KO & *Dcp2* KO) may suggest that GW182 and AGO2, the essential components of the miRISC, locate to P-bodies for certain functional purposes rather than just being stored there.

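Gstp1, a glutathione S-transferase gene, rose to 82.5 ± 1.4 CPM in Eif4enif1 KO and 81.7 ± 8.1 in Dcp2 KO ESCs from 27.2 ± 0.083 in WT (SD, n = 2 each; adjusted p = 8.9e-11 and 1.6e-10 from edgeR). It also rose in Ddx6 KO and Dgcr8 KO ESCs (log2 fold changes of 1.3 and 2.25). Of 26 antioxidant genes, 7 rose in Dcp2 KO ESCs (9 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00013, and adjusted p = 0.27 with an estimated correlation). Among them were Nqo1, a quinone reductase (log2 fold change 1.52, standard error 0.3, adjusted p = 0.0024), and Cat, catalase (1.03, standard error 0.12, adjusted p = 1.8e-06). Of these genes 4 rose and 1 fell in Eif4enif1 KO ESCs (6 and 3 when adjusted over the list alone, camera adjusted p = 0.03, and adjusted p = 0.78 with an estimated correlation). This call was lost without WT ESC replicate 1 (adjusted p = 0.066) or Eif4enif1 KO ESC replicate 2 (adjusted p = 0.087), with fgsea (0.13), with filterByExpr (0.057) and with the replicate number as a block (0.17). Of 23 genes of the neural lineage, 10 fell in Dcp2 KO ESCs (10 when adjusted over the list alone, camera adjusted p = 2e-07, and adjusted p = 0.0017 with an estimated correlation). In Eif4enif1 KO ESCs 5 fell (7 when adjusted over the list alone, camera adjusted p = 0.0066, and adjusted p = 0.089 with an estimated correlation). Dpysl3, a gene of growth cones, fell in both, with log2 fold changes of -2.26 and -1.53 (standard error 0.27 each). Of the Reactome sets, 1 was called higher in both KOs and in neither Ddx6 KO nor Dgcr8 KO ESCs. It was the formation of the fibrin clot, the end of the clotting cascade, with an NES of 1.72 in Eif4enif1 KO and 1.82 in Dcp2 KO, and of 1.46 in Ddx6 KO and 1.47 in Dgcr8 KO. Both KOs called 14 higher and 34 lower sets in common. Whether the enrichment of the set differed between KOs was not tested.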

Unlike in plants, direct cleavage by AGO2 endonuclease of miRISC is rare in animal cells [88,89]. Animal miRISCs instead recruit other effector proteins to facilitate either translational repression or mRNA decay [90]. We conjectured that DDX6, which interacts with various mRNA repressing proteins and is incorporated into the miRISC, would work as a bridge coupling miRNA target with the RNA repression effector. We initially expected that depletion of 4E-T (disruption of translational repression pathway) or DCP2 (disruption of mRNA decay pathway) would show the similar phenotypes to DDX6 loss. Different from our expectation, these downstream effector pathways did not phenocopy *Ddx6* KO and *Dgcr8* KO. On the other hand, the loss of LSM14A resulted in a similar phenotype to *Ddx6*-depleted cells [20]. These results led to the following hypotheses: 1) According to GSEA, distinct gene sets were commonly affected in *Eif4enif1* and/or *Dcp2* KO (Tables 2 and S1). These gene sets may not be important for early developmental processes. 2) There are diverse translational repressors in the cytoplasm. The 4E-T-associated mechanism may not be the major method of translational repression in pluripotent cells. DDX6 uses the same surface (RecA2) for binding to different RNA regulatory proteins in a mutually exclusive manner (Fig 7C) [91–97,8,77,21,11]. Among various binding partners, 4E-T and LSM14A are the two translation repression proteins whose interaction with DDX6 is well documented [21,11,97]. Taken together, we surmise that the DDX6-LSM14A complex is necessary for facilitating translation repression targeted by miRNAs, but P-body assembly/maintenance is not required for this process.

Although DDX6, miRNA-mediated gene silencing (DGCR8), 4E-T, DCP2 are highly intercorrelated, they also have other molecular functions independent of P-bodies or proteins that are analyzed here. To have a clue about each protein’s unique role, we searched genes that were only affected in each KO ESCs (Fig 6B and S2–S5 Tables). For instance, in *Ddx6* KO ESCs (S2 Table), some of upregulated gene sets were related to the immune response (MYD88-independent toll like receptor signaling pathway, positive regulation of small GTPase-mediated signal transduction, myeloid dendritic cell activation, positive regulation of leukocyte apoptotic process), which is consistent with the known DDX6 role of preventing aberrant activation of interferon-stimulated genes [98]. 

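Semaphorin interactions, which guide migrating cells and axons, were higher in Ddx6 KO ESCs (NES 2), as was the activation of ROCK kinases by RHO GTPases (1.9). Cyclin D associated events in G1 were lower (-2.04), as were the Fanconi anemia pathway of DNA repair (-1.88) and pyruvate metabolism with the citric acid cycle, which form 1 set (-1.87). In Dgcr8 KO ESCs the binding of chemokines to their receptors was higher (NES 2.04) and the condensation of prophase chromosomes lower (-2.05). In Eif4enif1 KO ESCs striated muscle contraction was higher (NES 1.77), and the regulation of KIT signaling (-1.91) and FRS2-mediated activation, a step of growth factor signaling (-1.78), were lower. In Dcp2 KO ESCs asparagine N-linked glycosylation, which modifies proteins in the endoplasmic reticulum, was higher (NES 2.06), and voltage gated potassium channels were lower (-2). In all, 20 higher and 15 lower Reactome sets were called in Ddx6 KO ESCs and in no other KO, 40 and 36 in Dgcr8 KO, 2 and 13 in Eif4enif1 KO, and 14 and 5 in Dcp2 KO. The chemokine set had an NES of 1.54 in Ddx6 KO ESCs, and whether any set's enrichment differed between KOs was not tested.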

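Most listed genes of chemokines and cytokine receptors and of serpins rose in Ddx6 KO ESCs, as did 11 of 35 interferon-stimulated genes. Cxcl5, a chemokine that attracts neutrophils, was at 11.6 ± 3.9 CPM against 0.736 ± 0.4 in WT (SD, n = 2 each; log2 fold change 3.98, standard error 0.37, adjusted p = 2.2e-08). Tlr4, the receptor of bacterial lipopolysaccharide, was at 2.11 ± 0.38 against 0.124 ± 0.0038 (4.05, standard error 0.93, adjusted p = 0.0023). Of 26 genes of chemokines and cytokine receptors, 20 rose and 1 fell (20 and 1 when adjusted over the list alone, camera adjusted p = 1.3e-09, and adjusted p = 0.15 with an estimated correlation). With the fibroblast marker score as a covariate their median log2 fold change went from 2.53 to 0.52, with 8 called higher and 2 lower. Within groups their median correlation with the score was 0.81 (0.28 in ESCs alone). B2m and H2-K1, which encode parts of MHC class I, were at 403 ± 120 against 65.5 ± 18 CPM and 89.4 ± 27 against 17.1 ± 2.9 CPM (adjusted p = 0.003 and 3e-05). Ifit2, which restrains viral mRNAs, was at 6.3 ± 3.8 against 0.686 ± 0.2 CPM (adjusted p = 0.00098). Of the interferon-stimulated genes listed, 35 in number, 11 rose and 1 fell in Ddx6 KO ESCs (11 and 1 when adjusted over the list alone, camera adjusted p = 0.0077, and adjusted p = 0.49 with an estimated correlation). This call was lost without Ddx6 KO ESC replicate 2 (adjusted p = 0.48) and with the covariate (adjusted p = 0.43). With the covariate Tlr4 and B2m were no longer called either (log2 fold changes of 1.03 and 1.01). In Dgcr8 KO ESCs 24 of them rose (28 when adjusted over the list alone, camera adjusted p = 1.2e-07, and adjusted p = 0.21 with an estimated correlation). Of 20 serpins, inhibitors of proteases, 11 rose in Ddx6 KO ESCs (12 when adjusted over the list alone, camera adjusted p = 1.9e-06, and adjusted p = 0.0075 with an estimated correlation). Serpinf1 was at 99.9 ± 0.15 CPM against 13.5 ± 0.22 (adjusted p = 6.3e-06). It was called higher in all 4 KOs in both stages, each against the same WT libraries of its stage. The fibroblast marker Dcn, the proteoglycan decorin, was at 289 ± 25 CPM in these Ddx6 KO ESCs and 18.5 ± 0.044 in WT ESCs (adjusted p = 0.0032).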

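Cad (ENSMUSG00000013629, chromosome 5, 31054780 to 31078479), which encodes the enzyme that starts pyrimidine synthesis, fell in Ddx6 KO ESCs to 131 ± 16 CPM from 348 ± 45 in WT (SD, n = 2 each; log2 fold change -1.4, standard error 0.11, adjusted p = 1.5e-09). Prps2, which makes the ribose donor of nucleotides, fell to 15.4 ± 0.73 from 42.2 ± 6.7 CPM (-1.45, standard error 0.15, adjusted p = 1.8e-07). Rrm2, a subunit of ribonucleotide reductase, and Shmt1, a serine hydroxymethyltransferase that feeds thymidylate synthesis, had log2 fold changes of -1.31 (standard error 0.2, adjusted p = 6.9e-05) and -1.15 (standard error 0.1, adjusted p = 3e-09). Of 34 genes of nucleotide synthesis, 28 fell and 1 rose in Ddx6 KO ESCs (30 and 1 when adjusted over the list alone; median log2 fold change -0.56, camera adjusted p = 1.2e-17, and adjusted p = 0.047 with an estimated correlation). In Dgcr8 KO ESCs 29 fell and 3 rose (29 and 3 when adjusted over the list alone, camera adjusted p = 1.2e-13, and adjusted p = 0.072 with an estimated correlation), led by Dhfr, dihydrofolate reductase (-1.59, standard error 0.1, adjusted p = 1.2e-11). Compared directly, 8 of the genes were higher and 5 lower in Ddx6 KO than in Dgcr8 KO ESCs (8 and 5 when adjusted over the list alone, camera adjusted p = 0.69).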

Many downregulated gene sets were related to nucleoside and nucleotide biosynthesis and metabolism, which implies that DDX6 is deeply involved in nucleoside/nucleotide processing.

Lastly, we discuss the significance of DDX6 studies. DDX6 is ubiquitously expressed with well conserved functional capabilities, but its function often becomes specific in a certain cell type depending on interacting protein complexes. For example, DDX6 is necessary for parental RNA degradation in fibroblasts for iPSC reprogramming in concert with the RO60/*RNY1* complex [99]. It also acts as a promoter of translation in epidermal progenitor cells along with the YBX1/EIF4E complex [15]. DDX6 has another role in packaging the retroviral RNA genome by interacting with the viral RNA-Gag ribonucleoprotein complex [100]. One of the key findings of our study is that DDX6 molecular functional pathways can be relatively clearly segregated. We need to exploit this potent endogenous gene expression regulator. DDX6 participates in various RNA metabolisms and has a wide expression pattern (e.g., in pluripotent cells, adult tissue stem/progenitor cells, cancer, and RNA-virus infected cells). Deciphering DDX6-mediated regulatory pathways and modular manipulation of a specific pathway may make DDX6 a useful genetic therapeutic target.

## Materials and methods

### Ethics statement

All mouse experiments (R2-4 and R3-8) were approved by the National Institute of Genetics (NIG) Institutional Animal Care and Use committee (Tsuyoshi Koide, Koichi Kawakami, Yumiko Saga, Tatsumi Hirata, Shoko Kawamoto, Naoki Nakagawa, Susumu Sano, Hiroyasu Furuumi, and Nobuyoshi Shiojiri).

### Mice

Mice were housed in a specific-pathogen-free animal care facility at the NIG. *Ddx6*^△*/+*^, *Ddx6^flox/flox^*, *Rosa-CreER^T2^*, *Ddx6-mCherry*, *Eif4enif1* KO, *Dgcr8* KO, *and Dcp2* KO mice were used in this study. The production strategy for the *Ddx6^flox/flox^* mouse line is described in [47]. The *Ddx6*^△*/+*^ mouse line was generated from the *Ddx6^flox/flox^* mouse line by removing floxed exon5 through crossing with the deletion mouse line CAG-Cre [101]. Genotyping was carried out using the primers [Ddx6-LA-Fw1: TTGTGCTGGGATGAGCCTAC; Ddx6-RA-Rv1: AGTTGCATCAACGACAGGAGAG]. The *Ddx6-mCherry* reporter mouse was established at NIG by injecting a targeting vector containing mCherry with homology arms of the *Ddx6* gene with Cas9-gRNA designed at the C-terminal of *Ddx6* gene and Cas9 protein. Genotyping was carried out using the primers [mCherry-L1: GGAACAGTACGAACGCGCCG; DDX6-GR1: GACAGGTGCATGTGTTCACCC]. *Eif4enif1* KO mice and *Dgcr8* KO mice were directly obtained as F0 generation, which were produced by delivering Cas9 protein and guide RNAs targeting (“TCTGGTTCATACCGTAGTTT”, “AACTTACTTTCGTATAGCGA” for Eif4enif1 exon2) and (“TGAATCCTAATTGCACCCGT”, “GAACAGGAAGCATACGGGTA”, “TGGGTCGGTCTGCAGAGTTG” for *Dgcr8* exon4 & 5) into the fertilized eggs via electroporation. A similar strategy was used to establish the *Dcp2* KO mouse line; two gRNAs targeting “AACAAAGCCAACCCGG” and “CGCGGCACTGAAGTGT” and Cas9 protein were delivered via electroporation. The mouse line with a correctly deleted exon2 was selected and expanded. The homozygous KO pups were acquired by crossing *Dcp2* heterozygous mice.

• For conditional deletion of the floxed *Ddx6* alleles, 600 μL of 10 mg/mL tamoxifen was administered to pregnant females.

### Establishment of ES cells

*Ddx6* KO: *Ddx6*^△*/+*^ mice were intercrossed and blastocysts were collected from the uterus on E3.5. Collected blastocysts were cultured on mitomycin-treated mouse embryonic fibroblast feeder cells in 2i-LIF medium (ESGRO Complete Basal medium (Millipore, Germany) supplemented with leukemia inhibitory factor (Wako, Tokyo, Japan), 0.4 μM MEK inhibitor PD0325901 (Wako, Tokyo, Japan), 3 μM GSK3 inhibitor CHIR99021 (Wako, Tokyo, Japan), and Penicillin-Streptomycin (Invitrogen). Blastocyst outgrowths were disaggregated and passaged onto the new wells plated with feeder cells in the same medium condition. Once ES cell colonies developed, they were expanded for genotyping and storage. Genotyping was carried out using the primers [Ddx6-LA-Fw1: TTGTGCTGGGATGAGCCTAC; Ddx6-RA-Rv1: AGTTGCATCAACGACAGGAGAG].

*Dcp2* KO: First, the *Dcp2* cKO ES line was established by replacing the endogenous exon2 with the floxed exon2 through CRISPR/Cas9-mediated homologous recombination. The *Dcp2* KO ES line was acquired by incubating cKO ESCs in culture medium containing 4-hydroxytamoxifen (4-OHT). Genotyping was carried out using the primers [Dcp2-LA-Fw1: TTCTGCTGCTTTCAAGCCTGG; Dcp2-int2-R2: ACATTCGCTACAACAACGCTTC].

*Eif4enif1* KO was also generated by deleting floxed exon2 from conditional KO ESCs and replacing the endogenous exon2 with the floxed exon2 through CRISPR/Cas9-mediated homologous recombination. Genotyping was carried out using the primers [4ET-int1-F1: GTGACAGGCACTTTCCAGCAG; 4ET-int2-R1: TTCCAAAGCCTTAGCTGCTTCTC].

*Dgcr8* KO was established by deleting exon4 and a part of exon5 using two Cas9 vectors targeting “TGAATCCTAATTGCACCCGT” and “TGGGTCGGTCTGCAGAGTTG.” CRISPR direct (http://crispr.dbcls.jp/)[102] was used to find Cas9 target sites, and the target sequence was integrated into a modified px330 Cas9 vector (Addgene), which contains the pgk-puromycin cassette. ESC transfection was performed with Lipofectamine 2000 (Invitrogen). Genotyping was carried out using the primers [Dgcr8-int3-F2: GCTCCTGGAGTAGGCATGTTG; Dgcr8-ex5-R1: TTCACTTGTCCCAGGGCTCC].

We confirmed successful targeting by checking the target gene loci using the Integrative Genomics Viewer (IGV)[103] (S5C Fig).

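Counts over the whole of each targeted gene fell in the Ddx6 and Eif4enif1 KO cells and did so partly or not at all for the other targeted genes. Ddx6 (ENSMUSG00000032097, chromosome 9 of GRCm38, 44604892 to 44640731) was at 70.1 ± 5.2 CPM (SD, n = 2) in Ddx6 KO ESCs and at 314 ± 16 (n = 2) in WT ESCs. In EpiLCs it was at 53.5 ± 3 (n = 3) and 328 ± 25 (n = 3). These are log2 fold changes of -2.16 (standard error 0.17, adjusted p = 1.8e-08) and -2.62 (adjusted p = 3e-11). Eif4enif1 (chromosome 11, 3202392 to 3244588) fell from 131 ± 0.7 CPM in WT ESCs to 47.1 ± 3 in Eif4enif1 KO ESCs (n = 2 each), and from 172 ± 8.8 to 42.8 ± 2.4 in EpiLCs (n = 3 each). Dgcr8 (chromosome 16, 18253948 to 18289246) fell in Dgcr8 KO ESCs, from 109 ± 1.3 CPM (n = 2) to 69.2 ± 4.7 (n = 3), and also in Ddx6 KO ESCs, to 78.3 ± 6 (n = 2, adjusted p = 0.0011). Eif4enif1 fell in Dgcr8 KO ESCs too (78.5 ± 7.7 CPM), as did Dcp2 in Ddx6 KO and Dgcr8 KO ESCs (148 ± 20 and 162 ± 11). Ddx6 was at 214 ± 28 CPM in Dgcr8 KO ESCs (log2 fold change -0.55), a call lost without WT ESC replicate 1 (-0.5), with library size as the only scaling (-0.31) and with the fibroblast marker score as a covariate (-0.63). In EpiLCs Dgcr8 was at 101 ± 17 in WT and 99.5 ± 2.6 in Dgcr8 KO (n = 3 each, adjusted p = 0.85). Dcp2 (chromosome 18, 44380502 to 44424969) was at 245 ± 0.87 CPM in WT ESCs and 245 ± 24 in Dcp2 KO ESCs (n = 2 each). In EpiLCs its log2 fold change was 0.26 (adjusted p = 0.061). The KO alleles remove part of each gene, so counts over a whole gene include pairs from the exons that remain and do not measure the deletion.

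**Figure D4:**
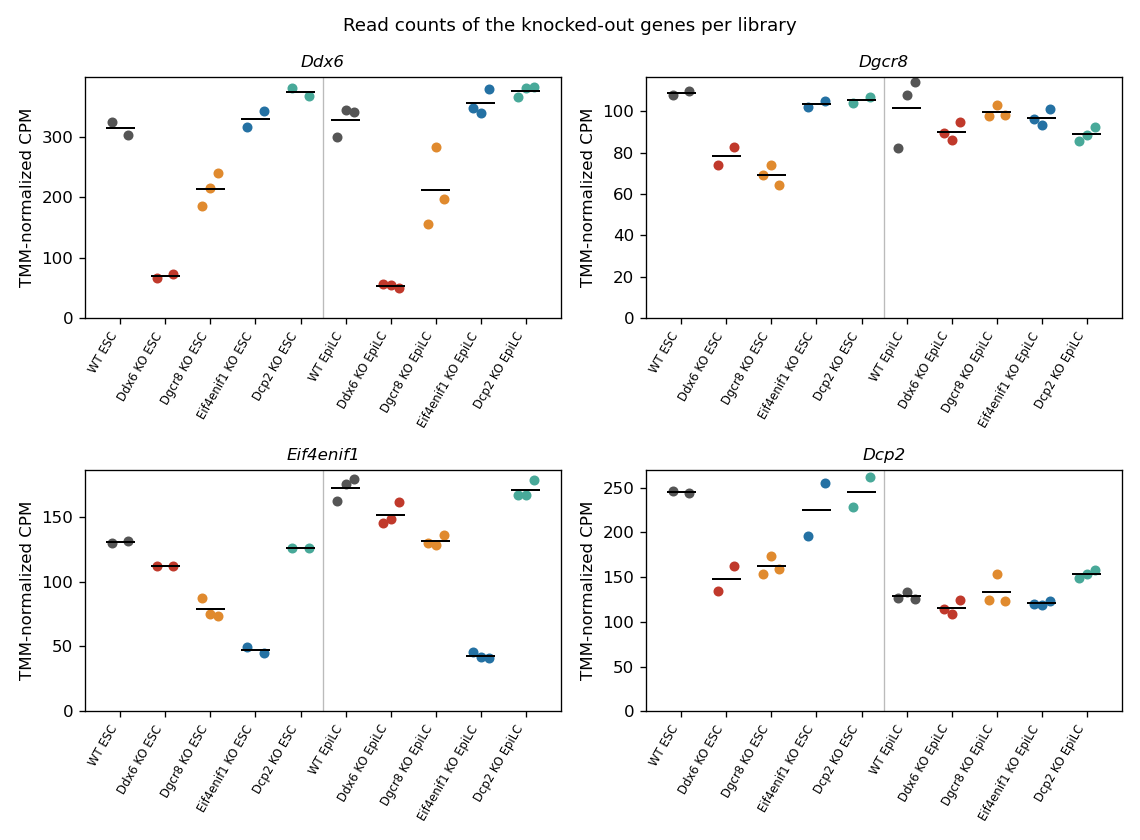
TMM-normalized CPM of the targeted genes (y axis) in each library, grouped by genotype and stage (x axis), with points for libraries and black lines for group means. Ddx6 and Eif4enif1 lie below WT in their own KO in both stages.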

### Immunostaining

For frozen section immunohistochemistry, embryos were fixed in 4% paraformaldehyde for 30 min at 4°C, submerged in 10% sucrose for 1~2 hours, in 20% sucrose overnight at 4°C, and frozen in Tissue-Tek O.C.T. compound (Sakura Finetek, Tokyo, Japan). Each 6-μm-thick section was applied to glass slides. After blocking with 3% skim milk in PBS-T (PBS with 0.1% Tween20 (Sigma-Aldrich)) at room temperature for 45 min, samples were incubated with primary antibodies overnight at 4°C. The primary antibodies are listed in Table 3. The next day, samples were washed with PBS-T and incubated with secondary antibodies labeled with Alexa Fluor 488, 594, or 647 (1:1000 dilution in PBS-T, Invitrogen) for 1 hr 10 min at room temperature. DNA was counterstained with DAPI (100 ng/mL). Images were acquired by the Olympus FV1200 confocal microscope and processed with FV10-ASW (version 4.0) software.

For whole-mount immunostaining, embryos were fixed in 4% paraformaldehyde for 30 min at 4°C, and permeabilized with 1% Triton X-100 in PBS for 30 min. Blocking was done with 10% FBS and 1% BSA for 1 hr at room temperature. Samples were then incubated with primary antibodies overnight at 4°C, and the secondary antibody reaction was performed overnight at 4°C. Images were taken by the Olympus FV1200 confocal microscope.

**Table 3:** Antibodies.

Antigen	Usage	Concentration	Manufacturer	Reference #
**Rck/p54 (DDX6)**	IHC, ICC	1:300	MBL	PD009
**DCP1A**	IHC, ICC	1:200	ABNOVA	H00055802-M06
**BRACHYURY**	IHC	1:400	R&D SYSTEMS	O15178
**NANOG**	IHC	1:200	NOVUS BIOLOGICALS	NB100-58842
**TuJ1**	IHC	1:1500	Abcam	Ab18207
**SOX1**	IHC	1:100	NOVUS BIOLOGICALS	AF3369
**SOX2 (Y-17)**	IHC	1:200	SANTA CRUZ BIOTECHNOLOGY	sc-17320
**DCX**	IHC	1:400	Cell Signaling TECHNOLOGY	(A8L1U) 14802
**Phospho-Smad1/5 (Ser463/465)**	Western	1:1000	Cell Signaling TECHNOLOGY	9516
**Smad5**	Western	1:2000	abcam	Ab40771
**Phospho-smad2 (Ser465/467)**	Western	1:2000	Cell Signaling TECHNOLOGY	3101
**smad2/3**	Western	1:2000	Cell Signaling TECHNOLOGY	8685
**β-actin**	Western	1:5000	Sigma-Aldrich	A5316

For immunocytochemistry, cells were fixed in 4% paraformaldehyde for 12 min at room temperature, permeabilized with 0.3% Triton X-100 in PBS for 12 min at room temperature, and blocked with 3% skim milk in PBS-T for 45 min at room temperature. After blocking, cells were incubated with primary antibodies overnight at 4°C. The following day, samples were incubated with secondary antibodies for 1 hr at room temperature and counterstained with DAPI. Images were acquired by the Olympus FV1200 confocal microscope or Leica DM6000 FS light microscope.

### Western blotting

3 x 10^5^ WT and *Ddx6* KO ESCs were plated into the well of a 12-well plate with feeder cells in 2i-LIF medium. Two days later, cells were treated with 10 ng/ml rBMP4, 0.6 μM LDN193189, or 10 mM SB431542 (FUJIFILM/Wako) for 3 hrs, and 25 ng/ml of ActivinA for 1 or 2 hrs at 37°C. ESCs were harvested with TNE buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM DTT, 1 mM EDTA, and 1% NP40) supplemented with cOmplete Protease inhibitor cocktail (Roche), and centrifuged. Next, the supernatant concentration was adjusted, mixed with 3XSDS buffer (0.2M Tris-HCl pH6.8, 9% SDS, 30% glycerol, 15% 2-mercaptoethanol, 0.006% bromophenol blue), and incubated at 96°C for 5 min. After SDS-PAGE, proteins were transferred onto a Immobilon-P Transfer Membrane (Millipore). The membrane was blocked with 3% skim milk /TBS-T, and then incubated with primary antibodies diluted in Can Get Signal 1 (TOYOBO, NKB101) for phospho-Smad1/5 or phospho-Smad2 antibodies or 3% skim milk /TBS-T for other antibodies at 4°C overnight and subsequently incubated with a secondary antibody at room temperature for 90 min. Detection was performed using the SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific) and images were acquired with a ChemiDoc Touch MP system (Bio-Rad).

### Whole-mount *in situ* hybridization

Probe generation and whole-mount embryo ISH procedures were performed according to a previously reported protocol [104].

### RNA-seq

#### E8.5 embryos

RNA was collected from E8.5 embryos using TRIzol Reagent (Thermo Fisher Scientific). Genotyping was done with extraembryonic tissue or yolk sac and further confirmed by qPCR after acquiring cDNA. 300 ~ 420 ng of RNA was used for E8.5 cDNA library generation with the KAPA-Stranded mRNA-seq kit (Illumina Platforms, KR0960-v5.17).

### ESC & EpiLCs

RNA of WT, *Ddx6* KO, *Eif4enif1* KO, *Dcp2* KO, and *Dgcr8* KO ESC and EpiLC Day2 samples was extracted using RNAiso Plus (Takara, Tokyo, Japan) according to the manufacturer’s instructions. RNAs were selected by polyA. Two ESC cDNA libraries (three *Dgcr8* KO ESC) & three EpiLC Day2 cDNA libraries were generated for each genotype group. cDNA libraries were generated using the TruSeq Stranded mRNA kit (illumina, 20020595) following the accompanying protocol. Samples were sequenced on a NovaSeq 6000 (101 bp paired-end sequencing), averaging 47 million read pairs per sample.

### Bioinformatics analysis

#### E8.5 embryos

For all libraries, low-quality sequences, adapters, and polyA or T were trimmed or removed using Cutadapt (version 2.8) [105] with the following options: "-e 0.1 -q 20 -m 20 -O 3 -a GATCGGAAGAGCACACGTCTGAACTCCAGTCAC -a A{100} -a T{100}". The raw reads and processed reads were checked using FastQC (version 0.11.7, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). To map the reads to the mouse reference genome, the UCSC mm10 mouse reference genome (fasta) and gene annotation (General Transfer Format (GTF)) file were downloaded from Illumina iGenomes (https://sapac.support.illumina.com/sequencing/sequencing_software/iGenome.html). To increase the mapping accuracy of splicing reads, splicing-site and exon information were extracted from the gene annotation GTF file using the Python scripts hisat2_extract_splice_sites.py and hisat2_extract_exons.py, respectively, from the HISAT2 (version 2.1.0) package [106]. The HISAT2 index files of the reference genome were built including the extracted genomic information using "hisat2-build" command with options: "—ss" and "—exon". Clean reads were then mapped to the HISAT2 index files using the HISAT2 with default options. The obtained Sequence Alignment Map (SAM) files were sorted by genomic coordinates and converted to Binary Alignment Map (BAM) files using SAMtools (version 1.9) [107] "sort" command with option: "-O BAM". Raw read counts per gene were calculated using featureCounts (version 2.0.0) [108] with options: "-s 2 -t exon -g gene_id -a iGenomes/mm10/Annotation/Genes/genes.gtf". Normalized counts were calculated by the trimmed mean of M-values (TMM) method using the Bioconductor edgeR (version 3.28.1) [109] in R (version 3.6.3) [https://cran.r-project.org/]. Principal component analysis (PCA) was performed on the log_2_ transformed normalized counts obtained from the "cpm" function in edgeR using the "prcomp" function with default options in R. Differentially expressed genes (DEGs) were detected using edgeR with the cut-off criteria of log_2_ (fold change) > 1 or < -1. Gene ontology term enrichment analysis was performed via Metascape [110].

### ESC & EpiLC of WT, *Ddx6* KO, *Eif4enif1* KO, *Dcp2* KO, and *Dgcr8* KO

For all libraries, low-quality sequences and adapters were trimmed or removed using fastp (version 0.20.0) [111] with the following options: "-G -3 -n 1 -l 80". For preparation for mapping reads to the mouse reference genome, the Ensembl mouse reference genome (release-102, Mus_musculus.GRCm38.dna_sm.primary_assembly.fa.gz) and the gene annotation GTF file (Mus_musculus.GRCm38.102.gtf.gz) were downloaded from the Ensembl ftp site (http://ftp.ensembl.org/). To increase the mapping accuracy of splicing reads, splicing-site and exon information were extracted from the gene annotation GTF file using the Python scripts hisat2_extract_splice_sites.py and hisat2_extract_exons.py, respectively, from the HISAT2 (version 2.2.1) package. The HISAT2 index files of the reference genome were built including the extracted genomic information using "hisat2-build" command with options: "—ss" and "—exon". Clean reads were then mapped to the HISAT2 index files using the HISAT2 with default options. The obtained SAM files were sorted by genomic coordinates and converted to BAM files using SAMtools (version 1.13) "sort" command with option: "-O BAM". Raw read counts per gene were calculated using featureCounts (version 2.0.3) with options: "-s 2 -p—countReadPairs -B -t exon -g gene_id -a Mus_musculus.GRCm38.102.gtf", and then low-abundance genes were removed by removing the genes with total number of mapped reads < 10 among 26 samples. Normalized counts and statistical values for differential gene expression analysis were calculated by the default settings through the steps: 1. estimation of size factors, 2. estimation of dispersion, and 3. Negative Binomial GLM fitting and Wald statistics using the Bioconductor DESeq2 packages (version 1.32.0) [112] in the R (version 4.1.1). To assess gene expression correlation between samples, the pair-wise scatter plot was produced using log_2_(the normalized counts + 1), the “cor” function with the parameter "method = ’spearman’, use = ’pairwise.complete.obs’”, and ggplot2 packages [113] in R. For PCA, the variance stabilizing transformed (vst) normalized counts were calculated using the vst function of DESeq2 with the default settings and PCA was performed with the top 500 most variable genes using the DESeq2 plotPCA function. To assess DEGs, MA plots for each comparison between sample groups were produced using the results of the DESeq2 analysis and the ggplot2. DEGs were detected using DESeq2 with the cut-off criteria of adjusted p-value < 0.05 and log_2_(fold change) > 2 or < -2. Gene ontology enrichment term analysis was performed via Metascape.

### Gene set enrichment analysis

Gene set enrichment analysis was implemented via the R package ‘fgsea’ [114,115] using the genes pre-ranked based on Wald statistic values of ESCs obtained from DESeq2 as ‘stat’. The used gene set was the ‘Biological Processes’ gene set collection from MSigDB v7.4 [116]. To generate highly differentially expressed gene set tables (Tables 2 and S1–S5), the cutoff was made with the absolute NES value ≥ 1.5 and p-adj ≤ 0.05, and then the gene setlist was aligned in order of highest absolute NES in each direction.

### Public ChIP-seq data analyses (ChIP-Atlas database)

The potential targets of SMAD2 and SMAD3 in embryoid bodies were examined using the ‘ChIP-Atlas: Target genes’ function [117]: ChIP-Atlas. https://chip-atlas.org). The used data set name: [SMAD3] SRX5251393, SRX5251394 (n = 2) [SMAD2] SRX1080389, SRX1080390, SRX1080403, SRX1080404, SRX1080406, SRX1080407, SRX5251391, SRX5251392 (n = 8). The cutoff was made with the binding score 750.

### qRT-PCR

Embryos were frozen in RNAiso Plus (Takara) and extracted according to the manufacturer’s instructions. RNA of cultured cells was extracted by RNeasy Mini Kits (Qiagen, Germany). Extracted RNA was treated with Recombinant DNaseI (Thermo Scientific) for 30 min at 37°C, and processed for reverse transcription using SuperScript III or IV Reverse Transcriptase (Invitrogen). Quantitative PCR was performed using KAPA SYBR Fast qPCR Kits (Nippon Genetics, Japan) on a Dice Real-Time System Single Thermal Cycler (Takara) or CFX96 Real-Time System (BioRad) machine. The primer sequences are listed in Table 4. The expression level was normalized to *Gapdh* and the relative expression was calculated by the ΔΔC_T_ method.

**Table 4:** qPCR primer list.

Gene	Forward (5’-to-3’)	Reverse (5’-to-3’)
*Accn4*	AGGAGGCAGGGGATGAACA	TGAGGTGAGTAGGGCCAGTG
*Alx3*	GCTACCAGTGGATTGCCGAG	GCTCCCGAGCATACACGTC
*Cer1*	CTACAGGAGGAAGCCAAGAGGTTC	TGGGCAATGGTCTGGTTGAAGG
*Chordin*	CTGCGCTCAAGTTTACGCTTC	AGGGTGTTCAAACAGGATGTTG
*Dcx*	ATGCAGTTGTCCCTCCATTC	ATGCCACCAAGTTGTCATCA
*Ddx6*	TCCTATCCAGGAGGAGAGCATT	ATGAGGTAGGCACCGCTTTT
*Dpysl2*	CAGAATGGTGATTCCCGGAGG	CAGCCAATAGGCTCGTCC
*Eomes*	CCTTCACCTTCTCAGAGACACAGTT	TCGATCTTTAGCTGGGTGATATCC
*Fgf5*	GCTGTGTCTCAGGGGATTGT	CACTCTCGGCCTGTCTTTTC
*Fzd4*	TGCCAGAACCTCGGCTACA	ATGAGCGGCGTGAAAGTTGT
*Gapdh*	TGTGTCCGTCGTGGATCTGA	TTGCTGTTGAAGTCGCAGGAG
*Hes7*	ACCAGGGACCAGAACCTCC	GGCTTCGCTCCCTCAAGTAG
*Isl1*	AGATTATATCAGGTTGTACGGGATCA	ACACAGCGGAAACACTCGAT
*Kdm6b*	CCCCCATTTCAGCTGACTAA	CTGGACCAAGGGGTGTGTT
*Klf4*	CTTCAGCTATCCGATCCGGG	GAGGGGCTCACGTCATTGAT
*Lgals9*	GGCGCAAACAGAAAACTCAGAA	ACGGGTAAAGCCCATTTGGA
*Nanog*	TTGCTTACAAGGGTCTGCTACT	ACTGGTAGAAGAATCAGGGCT
*Nodal*	CCTGGAGCGCATTTGGATG	ACTTTTCTGCTCGACTGGACA
*Noggin*	GCCGAGCGAGATCAAAGG	TCTTGCTCAGGCGCTGTTT
*Oct4*	TCACCTTGGGGTACACCCAG	CATGTTCTTAAGGCTGAGCTGC
*Pai1*	TCATCAATGACTGGGTGGAA	TGCTGGCCTCTAAGAAAGGA
*Pax6*	GATAACATACCAAGCGTGTCATCAATA	TGCGCCCATCTGTTGCT
*Rex1*	ACGAGGTGAGTTTTCCGAAC	CCTCTGTCTTCTCTTGCTTC
*Sox1*	GCAGCGTTTCCGTGACTTTAT	GGCAGAACCACAGGAAAGAAA
*Sox2*	GCGGAGTGGAAACTTTTGTCC	CGGGAAGCGTGTACTTATCCTT
*Sox17*	GAGGGCCAGAAGCAGTGTTA	AGTGATTGTGGGGAGCAAGT
*T*	CTCGGATTCACATCGTGAGAG	AAGGCTTTAGCAAATGGGTTGTA
*Tbx6*	ATGTACCATCCACGAGAGTTGT	CCAAATCAGGGTAGCGGTAAC
*Xdh*	CGATGACGAGGACAACGGT	TGAAGGCGGTCATACTTGGAG
*Zic3*	CAAGAGGACCCATACAGGTGAGA	TGCTGTTGGCAAACCGTCTGT

### Statistical analysis

Significance for *in vitro* experiments was examined by the Student’s t-test. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001. Significance for embryo RT-qPCR experiments was assayed by the Wilcoxon rank-sum test. *α = 0.05, **α = 0.01. Error bars represent s.e.m.

### ESC-to-EpiLC induction

A detailed protocol is described in [31]. After feeder depletion, 1.3 x 10^5^ ESCs were plated in the well of a 12-well plate pre-coated with fibronectin for 1 hr at 37°C. Medium was changed every day.

### Monolayer differentiation

After feeder depletion, 7 x 10^4^ ESCs were plated in the well of a 24-well plate pre-coated with gelatin. Cells were incubated with ESGRO Complete Basal medium (Millipore, Germany).

## Supporting information

S1 Fig DDX6 expression in early embryos. (A) E6.5 embryo frozen section IHC for DDX6 and DCP1A (Scale: 50 μm for lower magnification, 10 μm for higher magnification). DAPI in blue. (B) E7.5 embryo frozen section IHC for BRACHYURY & DDX6 (Scale: 50 μm). (C) (1–3) E8.5 embryo frozen section IHC for DDX6. (4) Image of an E8.5 embryo expressing DDX6-mCherry (Scale: 100 μm for 1; 30 μm for 2–4). DAPI in blue. (D) Variation in the morphology of E8.5 *Ddx6* KO embryos. (1–3) Lateral view of embryos that were younger than the head-fold stage. (4) An embryo with a markedly severe phenotype. It lacks the entire mesoderm. (5–6) Embryos with a head-fold structure and shortened primitive streak. (Scale: 200 μm). (E) Variability of E9.5 *Ddx6* KO embryos. (1) lateral view. (2–3) dorsal view. (Scale: 200 μm). (F) Whole-mount ISH of E8.5 embryos with a *Brachyury* probe (Scale: 100 μm). Representative images of the posterior and ventral view of the embryos, which were not shown in Fig 2A.
(PDF)

S2 Fig RNA-seq analyses of E8.5 *Ddx6*^△/△^ embryos. **(**A) Gene ontology (GO) term enrichment analysis of the most upregulated and downregulated genes. (B) RNA-seq data comparing expression of negative regulators of the BMP pathway in E8.5 *Ddx6* KOs with that in E8.5 WT. (C) Classification of types of the upregulated negative regulators of BMP signaling. (D-G, I-J) RNA-seq data comparing the expression of several key genes in E8.5 *Ddx6* KOs with that in E8.5 WT. (D) NSC and radial glial cell (NPC) markers. (E) Genes related to neuron-restricted intermediate progenitors and differentiated neurons. (F) Primitive streak and early mesoderm-related genes. (G) Differentiated mesoderm and endoderm markers. PSM: paraxial mesoderm, LPM: lateral plate mesoderm, DE: definitive endoderm. (I) Pluripotency marker genes. (J) BMP signaling components. (H) qRT-PCR analysis of some key genes in *Ddx6* KO E8.5 embryos. Most embryos used for this analysis were younger than the head-fold stage. Mean ± SEM. Significance was calculated by the Wilcoxon rank-sum nonparametric test (n = 10, 8, 12, 12, 8, 9, 10, 9, 8, 13, 8, 10, 5, and 7 in order of genes listed) (* at the *α* = 0.05 significance level, ** *α* = 0.01).
(PDF)

S3 Fig P-body expression in pluripotent cells and the effects of each gene KO on P-body formation. (A) ICC of DDX6 and the P-body marker DCP1A during the ESC-to-EpiLC induction period (Scale: 20 μm). (B) Distinct granular P-bodies disappeared in the absence of DDX6. ICC of DCP1A, a P-body marker, in ESCs (Scale: 10 μm). (C) A scheme of genetic dissection of the DDX6-mediated RNA regulatory pathways. Three major DDX6-mediated pathways were disrupted by knocking out the key gene of each pathway. (D) P-bodies in ESCs were affected by the deletion of each gene. ICC of DDX6, a P-body marker, in ESCs (Scale: 10 μm).
(PDF)

S4 Fig Examination of Nodal signaling in *Ddx6*^△/△^ ESCs and the comparison of SMAD2 and SMAD3 activity. (A) Western blot of endogenous SMAD2/3 and phosphorylated SMAD2 in mESCs. Four conditions: SB (SB431542: TGF-β receptor ALK5 inhibitor)/—(non-treated)/ Activin 1-hr treatment/ Activin 2-hr treatment. The quantified signal intensity of the band is displayed in the right-side graph (n = 8). (B) Venn diagram showing the number of peaks bound by SMAD3 and SMAD2 from ChIP-seq performed for embryoid bodies [117]. (C) Binding score of MACS2 & STRING for SMAD3 and SMAD2 to genes of interest. Mean (± SEM).
(PDF)

S5 Fig The phenotypes of *Eif4enif1* KO and *Dcp2* KO. (A) E9.5 *Eif4enif1* KO (Scale: 500 μm, n = 7) and *Dcp2* KO (Scale: 500 μm, n = 3) embryos with a littermate control. (B) Comparison of gene expression between *Ddx6* KO and *Eif4enif1* KO. qRT-PCR analysis of pluripotency genes during the EpiLC induction period. Each bar represents the relative expression of KO cells to WT cells at the indicated time point. Mean ± SEM. Student’s t-test (n ≥ 3) (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). (C) Integrative Genomics Viewer (IGV) snapshot of each locus to confirm successful targeting.
(PDF)

S1 Data The numerical data.

S1 Table Gene sets that are highly enriched in three different conditions (Top11~20).

S2 Table Gene sets that are differentially expressed only in *Ddx6* KO ESCs.

S3 Table Gene sets that are differentially expressed only in *Dgcr8* KO ESCs.

S4 Table Gene sets that are differentially expressed only in *Eif4enif1* KO ESCs.

S5 Table Gene sets that are differentially expressed only in *Dcp2* KO ESCs.

# Supplementary material for: The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing
**Source:** PLoS Genet. 2022 Oct 5;18(10):e1009967. doi: 10.1371/journal.pgen.1009967

A Downregulated genes in *Ddx6* KO embryos

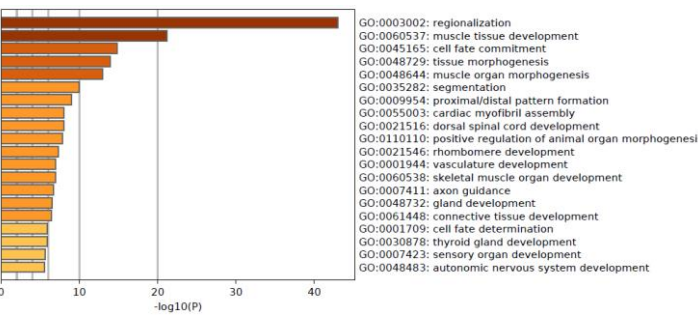

Upregulated genes in *Ddx6* KO embryos

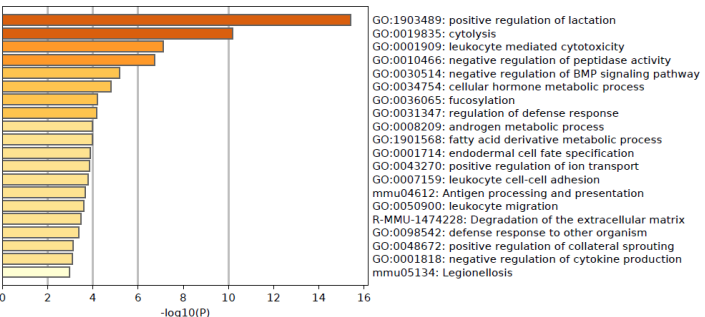

B $\log_2FC(E8.5\ KO/E8.5\ WT)$ $\log_2FC(E8.5\ KO2/E8.5\ WT)$

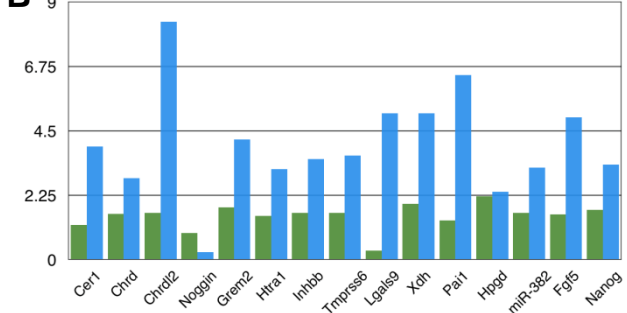

C

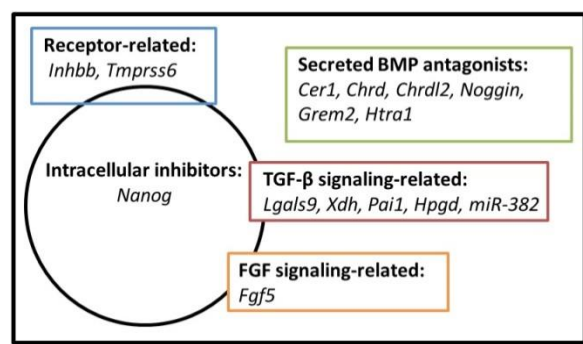

D $\log_2FC(E8.5\ KO1/E8.5\ WT)$ $\log_2FC(E8.5\ KO2/E8.5\ WT)$

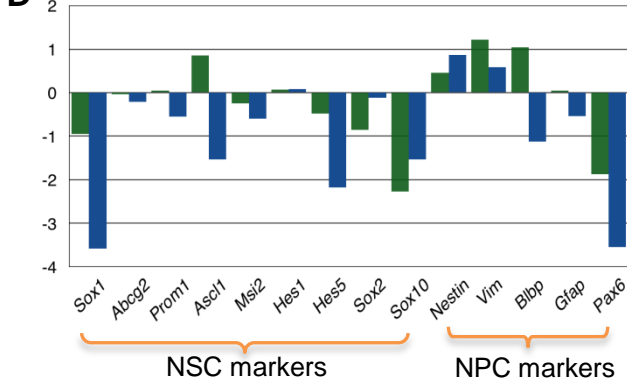

E

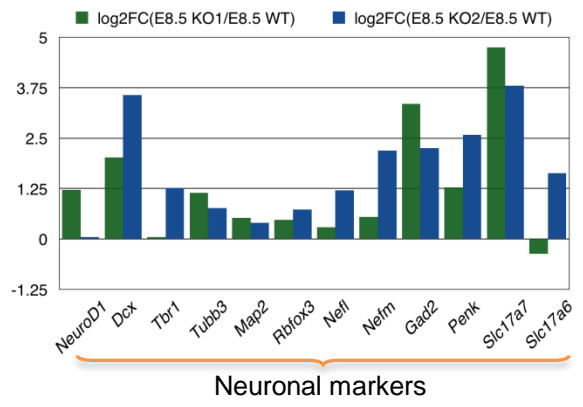

F $\log_2FC(E8.5\ KO1/E8.5\ WT)$ $\log_2FC(E8.5\ KO2/E8.5\ WT)$

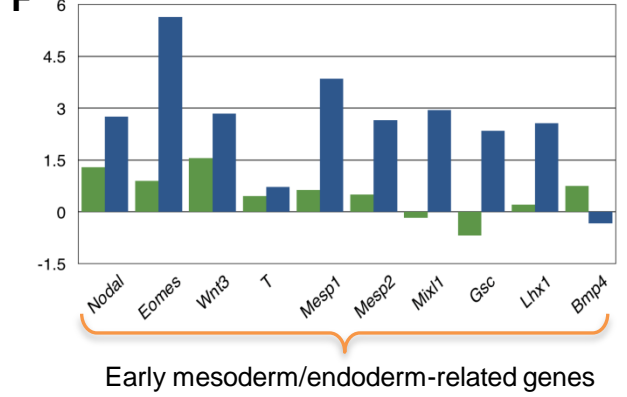

G

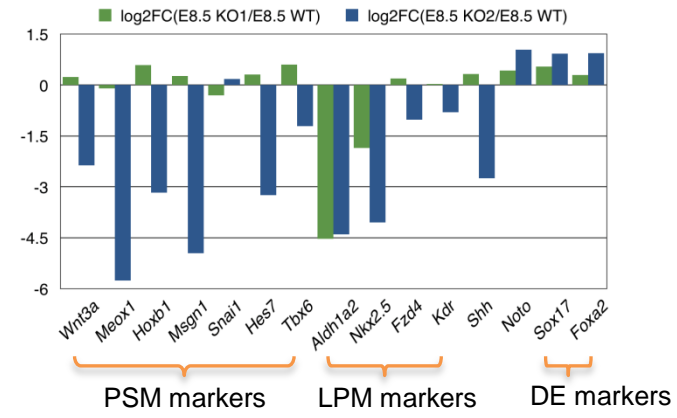

H

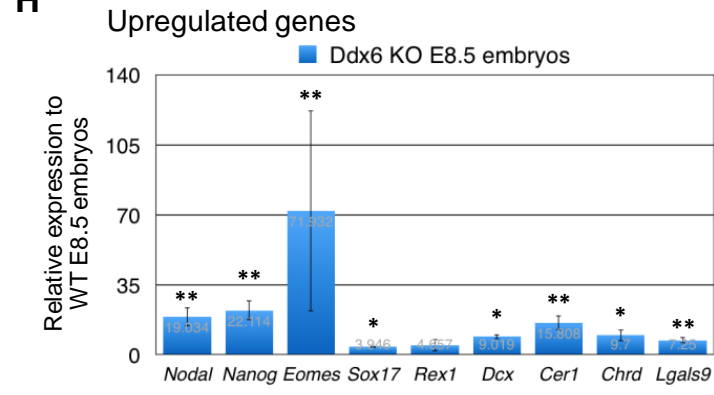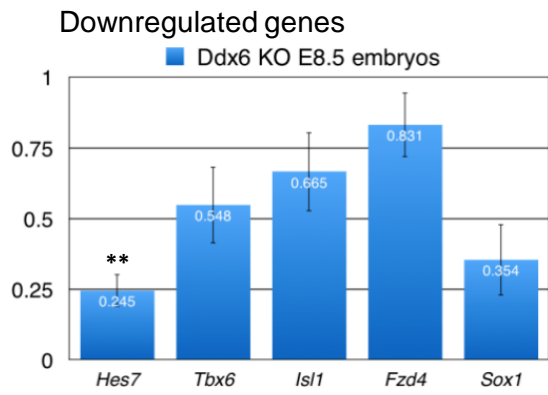

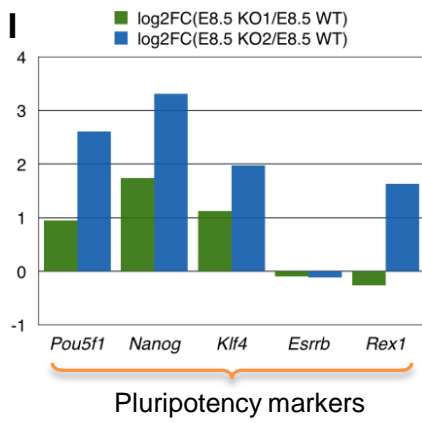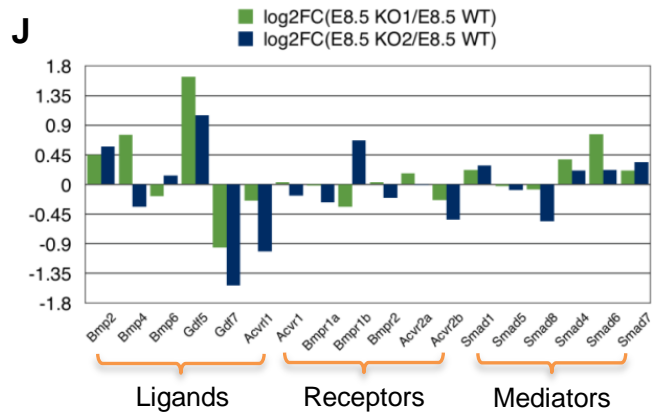

**Supplement:** S2 Fig — (A) Gene ontology (GO) term enrichment analysis of the most upregulated and downregulated genes. (B) RNA-seq data comparing expression of negative regulators of the BMP pathway in E8.5 Ddx6 KOs with that in E8.5 WT. (C) Classification of types of the upregulated negative regulators of BMP signaling. (D-G, I-J) RNA-seq data comparing the expression of several key genes in E8.5 Ddx6 KOs with that in E8.5 WT. (D) NSC and radial glial cell (NPC) markers. (E) Genes related to neuron-restricted intermediate progenitors and differentiated neurons. (F) Primitive streak and early mesoderm-related genes. (G) Differentiated mesoderm and endoderm markers. PSM: paraxial mesoderm, LPM: lateral plate mesoderm, DE: definitive endoderm. (I) Pluripotency marker genes. (J) BMP signaling components. (H) qRT-PCR analysis of some key genes in Ddx6 KO E8.5 embryos. Most embryos used for this analysis were younger than the head-fold stage. Mean ± SEM. Significance was calculated by the Wilcoxon rank-sum nonparametric test (n = 10, 8, 12, 12, 8, 9, 10, 9, 8, 13, 8, 10, 5, and 7 in order of genes listed) (* at the α = 0.05 significance level, ** α = 0.01).

# Supplementary material for: The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing
**Source:** PLoS Genet. 2022 Oct 5;18(10):e1009967. doi: 10.1371/journal.pgen.1009967
**Supplement:** S1 Table

S1 Table. Gene sets that are highly enriched in three different conditions (Top11~20)

Common in only <i>Ddx6</i> KO & <i>Dgcr8</i> KO ESCs (regulated by miRNAs/P-body-independent)	Common in all four KO ESCs (regulated by miRNAs/P-body-dependent)	Common in only <i>Eif4enif1</i> KO & <i>Dcp2</i> KO ESCs (regulated by P-body functions/miRNA-independent)
Upregulated gene sets Top11~Top20		
11.Regulation of extracellular matrix organization<br>12.Mononuclear cell migration<br>13.Regulation of protein maturation<br>14.Positive regulation of smooth muscle cell migration<br>15.Peptidase regulator activity<br>16.Positive regulation of epithelial cell migration<br>17.Tissue remodeling<br>18.Positive regulation of inflammatory response<br>19.Positive regulation of vasculature development<br>20.Skeletal system development	11.Extracellular matrix structural constituent conferring tensile strength<br>12.Extracellular matrix disassembly<br>13.Integrin binding<br>14.Aminoglycan catabolic process<br>15.Growth factor binding<br>16.Protease binding<br>17.Collagen metabolic process<br>18.Metalloendopeptidase activity<br>19.Cellular response to vascular endothelial growth factor stimulus<br>20.Carbohydrate binding	
Downregulated gene sets Top11~Top20		
11.Large ribosomal subunit<br>12.Organellar ribosome<br>13.mRNA transport<br>14.Establishment of RNA localization<br>15.Precatalytic spliceosome<br>16.Cotranslational protein targeting to membrane<br>17.Ribosome assembly<br>18.Maturation of 5 8s rRNA<br>19.Telomere organization<br>20.Nuclear export	11.Spliceosomal complex<br>12.RNA export from nucleus<br>13.SM-like protein family complex<br>14.Small nuclear ribonucleoprotein complex<br>15.DNA templated transcription elongation<br>16.U2 Type spliceosomal complex<br>17.Translational initiation<br>18.DNA-dependent DNA replication<br>19.Cytoplasmic translation<br>20.Translation regulator activity<br>nucleic acid binding	11.DNA binding transcription activator activity<br>12.Positive regulation of neurogenesis

# Supplementary material for: The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing
**Source:** PLoS Genet. 2022 Oct 5;18(10):e1009967. doi: 10.1371/journal.pgen.1009967
**Supplement:** S2 Table

S2 Table. Gene sets that are differentially expressed only in *Ddx6* KO ESCs

Differentially expressed only in *Ddx6* KO ESCs (DDX6 function that may be not associated with any of miRNAs (DGCR8), 4E-T, DCP2, and P-bodies)

Upregulated gene sets Top20

- 1.Regulation of neuron migration
- 2.MYD88-independent toll like receptor signaling pathway
- 3.Regulation of extracellular matrix assembly
- 4.Bone growth
- 5.Negative regulation of biomineralization
- 6.Hyaluronan catabolic process
- 7.Positive regulation of small GTPase-mediated signal transduction
- 8.Negative regulation of chondrocyte differentiation
- 9.Metalloproteinase activity
- 10.Negative regulation of cartilage development
- 11.Myeloid dendritic cell activation
- 12.Positive regulation of endothelial cell apoptotic process
- 13.Calcium ion import into cytosol
- 14.Positive regulation of chondrocyte differentiation
- 15.Actin binding
- 16.FAD binding
- 17.Oxidoreductase activity: acting on the CH, NH2 group of donors
- 18.Positive regulation of leukocyte apoptotic process
- 19.Regulation of endocrine process
- 20.Actin-dependent ATPase activity

Downregulated gene sets Top20

- 1.Protein localization to endoplasmic reticulum
- 2.Protein targeting to membrane
- 3.Purine nucleoside monophosphate biosynthetic process
- 4.Pyrimidine nucleotide metabolic process
- 5.Pyrimidine nucleoside triphosphate metabolic process
- 6.Pyrimidine containing compound metabolic process
- 7.Pyrimidine nucleoside triphosphate biosynthetic process
- 8.Negative regulation of ubiquitin protein transferase activity
- 9.Leukotriene biosynthetic process
- 10.Pyrimidine ribonucleotide biosynthetic process
- 11.Purine nucleoside biosynthetic process
- 12.Ribosomal small subunit assembly
- 13.Alpha amino acid metabolic process
- 14.Peptidyl arginine modification
- 15.Negative regulation of cell cycle G1-S phase transition
- 16.Establishment of protein localization to membrane
- 17.Glutamine metabolic process
- 18.Pyrimidine nucleobase metabolic process
- 19.Protein targeting
- 20.Iron sulfur cluster assembly

# Supplementary material for: The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing
**Source:** PLoS Genet. 2022 Oct 5;18(10):e1009967. doi: 10.1371/journal.pgen.1009967
**Supplement:** S3 Table

S3 Table. Gene sets that are differentially expressed only in *Dgcr8* KO ESCs

Differentially expressed only in *Dgcr8* KO ESCs (miRNA-mediated gene regulation that may be not associated with any of DDX6, 4E-T, DCP2, and P-bodies)

Upregulated gene sets Top20

1. Polypeptide N-acetylgalactosaminyltransferase activity
2. Regulation of metallopeptidase activity
3. RNA binding involved in posttranscriptional gene silencing
4. Monocarboxylic acid catabolic process
5. Regulation of macrophage-derived foam cell differentiation
6. Bone resorption
7. Iron ion transmembrane transport
8. Regulation of macrophage migration
9. Calcium-mediated signaling
10. Foam cell differentiation
11. Positive regulation of p38 MAPK cascade
12. Positive regulation of macrophage migration
13. Positive regulation of tyrosine phosphorylation of STAT protein
14. Midbrain dopaminergic neuron differentiation
15. Antigen processing and presentation of endogenous peptide antigen
16. Regulation of reactive oxygen species biosynthetic process
17. Positive regulation of lipid catabolic process
18. p38 MAPK cascade
19. Intramembrane lipid transporter activity
20. C21 steroid hormone biosynthetic process

Downregulated gene sets Top20

1. Positive regulation of RNA splicing
2. Histone H3K4 methylation
3. RNA polymerase II general transcription initiation
4. Exon-exon junction complex
5. Transcription by RNA polymerase III
6. DNA replication checkpoint
7. Peptidyl lysine methylation
8. Oxidoreductase activity, acting on NAD(P)H, quinone or similar compound as acceptor
9. Proteasome accessory complex
10. Attachment of mitotic spindle microtubules to kinetochore
11. rRNA catabolic process
12. Peptide lysine N-acetyltransferase activity
13. Regulation of nucleobase-containing compound transport
14. Transcription initiation from RNA polymerase II promoter
15. Regulation of mRNA 3'-end processing
16. β -catenin TCF complex assembly
17. Blastocyst growth
18. Pseudouridine synthesis
19. Site of DNA damage
20. Positive regulation of chromatin organization

# Supplementary material for: The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing
**Source:** PLoS Genet. 2022 Oct 5;18(10):e1009967. doi: 10.1371/journal.pgen.1009967
**Supplement:** S4 Table

S4 Table. Gene sets that are differentially expressed only in *Eif4enif1* KO ESCs

Differentially expressed only in *Eif4enif1* KO ESCs (4E-T function that may be not associated with any of DDX6, miRNAs, DCP2, and P-bodies)

Upregulated gene sets Top20

1. Ethanol metabolic process
2. Organic acid transmembrane transport
3. Retinoic acid metabolic process
4. Organic acid transport
5. Leukotriene biosynthetic process
6. Oxidoreductase activity acting on peroxide as acceptor
7. Hexose transmembrane transporter activity
8. Myoblast fusion
9. Leukotriene metabolic process
10. Symporter activity
11. Aldehyde dehydrogenase NAD(P)⁺ activity
12. Secondary active transmembrane transporter activity
13. Carboxylic acid transport
14. Amino acid transmembrane transport
15. Carboxylic acid binding
16. Solute anion antiporter activity
17. Fatty acid transport
18. Amino acid import
19. Import across plasma membrane
20. Anion transmembrane transporter activity

Downregulated gene sets Top20

1. Pericentriolar material
2. Positive regulation of protein depolymerization
3. Genetic imprinting
4. Microtubule nucleation
5. γ -tubulin complex
6. Steroid hormone receptor activity
7. Protein demethylase activity
8. Hematopoietic progenitor cell differentiation
9. Neural tube patterning
10. Phosphatidylinositol 3-kinase (PI3K) complex
11. Negative regulation of cellular response to insulin stimulus
12. Response to nerve growth factor
13. β -tubulin binding
14. Fc receptor signaling pathway
15. Guanyl nucleotide exchange factor activity
16. Regulation of insulin receptor signaling pathway
17. Fc epsilon receptor signaling pathway
18. Regulation of microtubule-based process
19. Macromolecule deacylation
20. Ubiquitin-like protein transferase activity

# Supplementary material for: The RNA helicase DDX6 controls early mouse embryogenesis by repressing aberrant inhibition of BMP signaling through miRNA-mediated gene silencing
**Source:** PLoS Genet. 2022 Oct 5;18(10):e1009967. doi: 10.1371/journal.pgen.1009967
**Supplement:** S5 Table

S5 Table. Gene sets that are differentially expressed only in *Dcp2* KO ESCs

Differentially expressed only in *Dcp2* KO ESCs (DCP2 function that may be not associated with any of DDX6, miRNAs, 4E-T, and P-bodies)

Upregulated gene sets Top20

1. Endoplasmic reticulum protein-containing complex
2. Protein disulfide isomerase activity
3. Protein activation cascade
4. Protein N-linked glycosylation
5. Triglyceride-rich plasma lipoprotein particle
6. Peptidyl asparagine modification
7. Endoplasmic reticulum unfolded protein response
8. Intrinsic component of endoplasmic reticulum membrane
9. Cornification
10. Protein-lipid complex
11. Chaperone binding
12. Glycosylation
13. Sterol transfer activity
14. Response to endoplasmic reticulum stress
15. Receptor catabolic process
16. Spectrin binding
17. Oxidoreductase activity acting on a sulfur group of donors
18. Intermembrane lipid transfer
19. Lipid transfer activity
20. Disulfide oxidoreductase activity

Downregulated gene sets Top20

1. Central nervous system projection neuron axonogenesis
2. Segment specification
3. Roof of mouth development
4. Secondary palate development
5. Inhibitory synapse assembly
6. Proximal-distal pattern formation
7. Anterior-posterior axis specification
8. Regulation of cardiac muscle cell differentiation
9. Type B pancreatic cell development
10. Central nervous system neuron axonogenesis
11. Negative regulation of interleukin-10 production
12. Embryonic hindlimb morphogenesis
13. Trachea development
14. Tripartite regional subdivision
15. Glomerular epithelial cell differentiation
16. Enteroendocrine cell differentiation
17. Maintenance of synapse structure
18. Embryonic axis specification
19. Regulation of muscle organ development
20. Positive regulation of microtubule polymerization or depolymerization

How the deposited data were processed for this re-analysis (not part of the article)

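Gene expression was measured by RNA-seq in 26 libraries of mouse cells, grouped by genotype (WT, Ddx6 KO, Dgcr8 KO, Eif4enif1 KO and Dcp2 KO) and stage (ESC and EpiLC Day2). WT, Ddx6 KO, Eif4enif1 KO and Dcp2 KO had 2 ESC libraries each, Dgcr8 KO had 3, and every genotype had 3 EpiLC libraries. WT and Dcp2 KO ESCs are replicates 1 and 3 and the other ESC pairs replicates 1 and 2. The authors made stranded libraries from polyA RNA, sequenced them in pairs, trimmed the reads with fastp 0.20.0, aligned them to GRCm38 with HISAT2 2.2.1, sorted them with SAMtools 1.13 and counted pairs per gene with featureCounts 2.0.3. The deposited matrix holds these raw counts of Ensembl genes, as whole numbers. No alignment or read file was used, so trimming, alignment and counting are as the authors made them.

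Total counts per library averaged 34.1 M. Their medians by group ran from 30507679 in Ddx6 KO ESCs to 37606002 in WT EpiLCs, and the lowest total was 20262713. Mitochondrial genes took 3.23% to 6.06% of the counts and the most abundant gene 1.16% to 1.94%, and 22567 to 25440 genes were detected per library. Between replicates the counts varied more than sampling alone, by 7.19 to 39.41 times as chi-square per degree of freedom. Abundant genes weigh most in this value, so it does not show what limits genes with low counts. Counting error is covered by no interval of its own.

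Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with fewer than 10 counts over the 26 libraries were left out, as in the paper, which left 26568 genes. Library sizes were scaled with TMM factors, 1 coefficient was fitted per group, and contrasts were tested with edgeR's quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment. Where a setting left a group with 1 library, that library was assumed to vary like those of the other groups. The contrasts were each KO against WT within a stage, each pair of KOs within a stage, EpiLC against ESC within a genotype, and the difference of a KO's effect between stages. Levels are CPM on the TMM scale. In simulated data with known changes in Ddx6 KO ESCs, the test called 38.8% of genes changed 1.5-fold, 68.7% of those changed 2-fold and 90.9% of those changed 4-fold. Few genes were changed there, 67 of them 1.5-fold, and all had at least 1 CPM. In the real comparison far more genes were called and genes of low abundance were also tested, so these rates do not give its power.

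The genes named were, in each comparison of a KO with WT and of Ddx6 KO with Dgcr8 KO and Eif4enif1 KO with Dcp2 KO, the 10 called genes with the largest log2 fold change in each direction, with every library of the higher group above every library of the lower one, a mean of at least 1 CPM in the higher group and a gene symbol that is not a clone or pseudogene name. To these were added the knocked-out genes, the genes the paper names and the 4 called members with the largest change in each of 40 gene lists. The lists were written before the data were examined and tested with camera in limma 3.58.1 with a preset correlation of 0.01, adjusted over the lists of a contrast. The estimated correlation of each list was used as an alternative, as were fry and fgsea. Genes that the paper chose on these libraries form a list of their own. Several other lists cover themes of the paper's gene set tables, which came from these libraries, and are not independent of them. Gene positions came from the GENCODE annotation of GRCm38. Sites for the seed of the miR-290 and miR-302 families were counted in the longest annotated 3' UTR of each gene, from the same annotation.

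Variance-stabilized counts, the Wald statistic and the principal components of the 500 most variable genes came from DESeq2 1.42.0, the paper's method. Reactome sets of 15 to 500 measured genes were tested with fgsea 1.28.0 on the Wald statistic in place of the paper's MSigDB sets, which were not at hand. Shared calls were compared with the number independent lists would share and with 20 simulations in which only the WT libraries were shared. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

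The alternatives planned before the data were examined were other scaling (DESeq2's median of ratios, library size only), other filters on low counts (none, edgeR's filterByExpr), DESeq2 in place of edgeR, a threshold of 1 on the absolute log2 fold change, the replicate number as a block, a fit of 1 stage or of the compared groups only, other gene numbers for the principal components, and leaving out each replicate in turn. A fit with the mean log2 CPM of 21 fibroblast markers as a covariate was added after the data were seen. This score was higher in every KO ESC library than in the WT ones, so in ESCs the fit cannot separate it from the KO. The KO alleles remove parts of genes, and counts per exon are not in the deposited matrix, so the deletions were not checked. Claims from qRT-PCR, Western blots, imaging and embryos have no deposited counts and were left out.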

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

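The tests of fibroblast RNA, strain and sample labels in this part were written before their results were seen, while the fit with the fibroblast marker score and the comparison of that score with Xist and Y-linked RNA were added after the data were seen.

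The effect of a KO differed between ESCs and EpiLCs, by an interaction test, for 4662 genes in Ddx6 KO, 7662 in Dgcr8 KO, 410 in Eif4enif1 KO and 924 in Dcp2 KO. The 410 were 223 without WT ESC replicate 1, 211 without WT ESC replicate 3, 191 without Eif4enif1 KO ESC replicate 1 and 262 without Eif4enif1 KO EpiLC replicate 2. The 924 were 559 and 603 without WT ESC replicates 1 and 3, 527 and 603 without Dcp2 KO ESC replicates 1 and 3, and 571 without Dcp2 KO EpiLC replicate 2. The 18 genes of naive pluripotency had a median log2 difference between the stages of 2.07 in Ddx6 KO and 2.81 in Dgcr8 KO, being higher in EpiLCs relative to ESCs (camera adjusted p = 1.3e-20 and 4.2e-25, and adjusted p = 0.018 and 0.0067 with an estimated correlation).

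Further signals lay in genes that the paper does not discuss. The median log2 fold change of the 2-cell-like list was 4.75 in Ddx6 KO EpiLCs. The median of the 4 Y-linked genes was -5.2 in Eif4enif1 KO ESCs (3 fell, and 3 when adjusted over the list alone, camera adjusted p = 3.5e-24, and adjusted p = 0.00048 with an estimated correlation) and -6.58 in Eif4enif1 KO EpiLCs (3 and 3, camera adjusted p = 2.9e-45). Of 15 targets of p53, 8 rose in Eif4enif1 KO ESCs (9 when adjusted over the list alone, median 0.58, camera adjusted p = 1.5e-06, and adjusted p = 0.28 with an estimated correlation), among them Trp53inp1 (log2 fold change 0.94, standard error 0.11, adjusted p = 7.3e-07). In EpiLCs 7 rose in Eif4enif1 KO (10 when adjusted over the list alone, median 0.47, camera adjusted p = 7.9e-06, and adjusted p = 0.41 with an estimated correlation) and 8 in Dcp2 KO (9 when adjusted over the list alone, median 0.51, camera adjusted p = 0.00021, and adjusted p = 0.73 with an estimated correlation), among them Cdkn1a in each.

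The 13 negative regulators of BMP signaling rose in Ddx6 KO and Dgcr8 KO ESCs together with the fibroblast markers, whose medians were 2.79 and 2.84. RNA from the feeder fibroblasts is consistent with this: within groups the 13 genes had a median correlation of 0.66 with the fibroblast marker score (0.52 in ESCs and 0.8 in EpiLCs). The paper's Methods deplete feeders before the induction to EpiLCs, a step meant to remove these cells. The score was 1.43 to 2.4 in WT EpiLCs and 3 to 4.72 in Ddx6 KO EpiLCs, against 3.61 to 3.84 and 6.27 to 6.39 in ESCs. The gain of the 13 genes in Ddx6 KO over that in Dgcr8 KO was 0.974 times that of the markers, which decides nothing, since the medians of the lists alone give a ratio of 0.863 whatever the source. With Eif4enif1 KO and Dcp2 KO in place of Ddx6 KO it was 0.804 and 1.42. A fit with the score as a covariate lowered the median of the 13 genes from 2.61 to 0.52 in Ddx6 KO and from 2.84 to 0.62 in Dgcr8 KO, with a camera p of 0.0018 and 0.021. The study chose these genes on these libraries, so a low p decides nothing, and the 38 other regulators had 0.58 and 0.37. In ESCs the score separates these KOs from WT without overlap, so the fit cannot tell the score from the KO there. Within groups the score varied more in EpiLCs (SD 0.48 to 1.24) than in ESCs (0.08 to 0.39). The median standard error over all genes rose with the covariate, from 0.43 to 0.53 in Ddx6 KO and from 0.4 to 0.53 in Dgcr8 KO ESCs. Single genes went different ways in Ddx6 KO, with Nbl1 at 2.3 and Fstl3 at 2.16, but Fbn1 at -0.37 and Wnt5a at -0.45. A rise from the loss of Ddx6 or Dgcr8 apart from such RNA was thus neither shown nor excluded. The collagen genes had a median correlation of 0.58 with the score, but 0.41 in ESCs alone, below the 0.5 set beforehand, and 0.63 in EpiLCs, so it decides little about their rise in ESCs. A differentiated state of the KO cells themselves could raise the same markers. Xist, which marks female cells, was at 8.03 and 7.78 CPM in WT ESCs, 61.1 and 55.4 in Ddx6 KO ESCs and 49.2 to 92.3 in Dgcr8 KO ESCs, although these cells express Y-linked genes. In Eif4enif1 KO EpiLCs, Y-linked RNA was at 3.82, 1.22 and 0.583 CPM where the score was 3.86, 3.13 and 1.96. Xist followed the score among the EpiLC libraries of Ddx6 KO (12.6, 17.6 and 7.41 CPM at scores of 4.42, 4.72 and 3), Dgcr8 KO (5.92, 8.58 and 36.2 at 3.03, 4.08 and 5.5) and Eif4enif1 KO (6.37, 4.28 and 1.69), and less so in Dcp2 KO (3.55, 11.4 and 6.24 at 1.84, 3.16 and 3.47). RNA of other cells would give these patterns, and a loss of Ddx6 or Dgcr8 by itself would not give a trend among libraries of 1 KO. Cells that differentiate in some cultures more than in others could, if they also raise Xist, and the values were known before this comparison, so all 3 explanations stay open.

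The genes changed the same way in Eif4enif1 KO and Dcp2 KO could come from the loss of either P-body factor or from the strain background. These lines share a background that the WT cells lack. Of the 394 genes shared in both stages 45.7% had another within 1 Mb, where random draws of genes had 32.7% to 53%. By the bound set beforehand this argues against clusters of strain variants, but the bound was wrong, since variants on every chromosome need not cluster. Of the 394, 46 were not called in either stage in Ddx6 KO or Dgcr8 KO, whose lines have the strain background of WT. The rest were called in some comparison of these lines with WT, in whichever direction. Each such comparison called 27.8% to 39.2% of all tested genes, so the calls of the rest decide nothing about strain. For the 46 the share with a neighbour was 15.2%, where random draws had 0% to 23.9%. Strain and genotype cannot be told apart, because no WT library has the strain background of these KOs.

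Dgcr8 counts in Dgcr8 KO EpiLCs were as high as in WT. A mislabelled library is argued against by the host RNAs of miRNAs, which accumulate without Dgcr8: every Dgcr8 KO library had a higher mean log2 CPM of these than any other library of its stage, by at least 0.13 in ESCs and 0.33 in EpiLCs. The host RNAs were also higher in Ddx6 KO ESCs, at 2.77 and 2.73, than in WT ESCs, at 2.04 and 1.87, so their rise is not particular to Dgcr8 KO. Pairs from the exons that the deletion leaves in place may account for the Dgcr8 counts, which was not tested.

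Other splits of the libraries were counted for comparisons with 3 libraries per group. These have 10 splits, too few for a share under 0.05, and in each comparison 1 of the 10, the real one, reached its count. Against WT in EpiLCs the real and the highest other counts were 9168 and 0 for Ddx6 KO, 10422 and 0 for Dgcr8 KO, 2388 and 84 for Eif4enif1 KO, and 4064 and 0 for Dcp2 KO. Between KOs in EpiLCs they were 3173 and 158 for Ddx6 and Dgcr8, 1893 and 0 for Eif4enif1 and Dcp2, 7830 and 0 for Ddx6 and Eif4enif1, 6184 and 0 for Ddx6 and Dcp2, 9489 and 0 for Dgcr8 and Eif4enif1, and 8128 and 0 for Dgcr8 and Dcp2. Between stages in Dgcr8 KO they were 12629 and 2.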

How the results depend on the processing

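The fit with the fibroblast marker score was chosen after the results were seen, and the other alternatives before. In ESCs that fit cannot separate the score from the KO. Of the gene counts under single alternatives, 572 stayed within 1.5 times their value and 93 did not, and 25394 values of named genes kept their direction and side of the threshold while 2926 lost and 168 gained a call. The cause was not tested for the changes given here, except where fewer genes tested, fewer libraries or a stricter threshold are by construction the change. With the fibroblast marker score as a covariate the counts were 3795 for Ddx6 KO ESCs, 6388 for Dgcr8 KO ESCs, 5969 for Ddx6 KO EpiLCs, 6537 for Dgcr8 KO EpiLCs, 4408 for Ddx6 against Dcp2 KO ESCs, 861 for changes over 2 on the log2 scale in Ddx6 KO ESCs, 1373 for changes over 2 on the log2 scale in Dgcr8 KO ESCs, 1873 for changes over 2 on the log2 scale in Dgcr8 KO EpiLCs and 1065 for genes higher in both Ddx6 and Dgcr8 KO ESCs. They were 1368 for genes lower in both Ddx6 and Dgcr8 KO ESCs, 2292 for genes higher in both Ddx6 and Dgcr8 KO EpiLCs and 1921 for genes lower in both Ddx6 and Dgcr8 KO EpiLCs. With an absolute log2 fold change above 1 required they fell to 3321 for Ddx6 KO ESCs, 4984 for Dgcr8 KO ESCs, 1188 for Eif4enif1 KO ESCs, 1260 for Dcp2 KO ESCs, 4752 for Ddx6 KO EpiLCs, 5278 for Dgcr8 KO EpiLCs, 1025 for Eif4enif1 KO EpiLCs, 1833 for Dcp2 KO EpiLCs and 2701 for Ddx6 against Dgcr8 KO ESCs. They fell to 784 for Eif4enif1 against Dcp2 KO ESCs, 3140 for Ddx6 against Eif4enif1 KO ESCs, 3239 for Ddx6 against Dcp2 KO ESCs, 4752 for Dgcr8 against Eif4enif1 KO ESCs, 4961 for Dgcr8 against Dcp2 KO ESCs, 847 for Ddx6 against Dgcr8 KO EpiLCs, 736 for Eif4enif1 against Dcp2 KO EpiLCs, 3666 for Ddx6 against Eif4enif1 KO EpiLCs and 2677 for Ddx6 against Dcp2 KO EpiLCs. They fell to 4473 for Dgcr8 against Eif4enif1 KO EpiLCs, 3651 for Dgcr8 against Dcp2 KO EpiLCs, 6705 for EpiLCs against ESCs in WT, 5989 for EpiLCs against ESCs in Ddx6 KO, 6806 for EpiLCs against ESCs in Dgcr8 KO, 6453 for EpiLCs against ESCs in Eif4enif1 KO, 6352 for EpiLCs against ESCs in Dcp2 KO, 2642 for the stage difference of Ddx6 KO and 4032 for the stage difference of Dgcr8 KO. They fell to 255 for the stage difference of Eif4enif1 KO, 591 for the stage difference of Dcp2 KO, 295 for genes lower in both Ddx6 and Dgcr8 KO ESCs, 2421 for genes higher in both Ddx6 and Dgcr8 KO EpiLCs, 973 for genes lower in both Ddx6 and Dgcr8 KO EpiLCs, 301 for genes higher in both Eif4enif1 and Dcp2 KO ESCs, 216 for genes lower in both Eif4enif1 and Dcp2 KO ESCs, 421 for genes higher in both Eif4enif1 and Dcp2 KO EpiLCs and 201 for genes lower in both Eif4enif1 and Dcp2 KO EpiLCs. The Dgcr8 gene in Dgcr8 KO ESCs, at -0.66, does not reach that threshold. Fitted on the compared groups only, they were 1335 for Eif4enif1 KO ESCs, 1214 for Dcp2 KO ESCs, 817 for Eif4enif1 against Dcp2 KO ESCs, 240 for the stage difference of Eif4enif1 KO, 332 for changes over 2 on the log2 scale in Dcp2 KO ESCs, 310 for genes higher in both Eif4enif1 and Dcp2 KO ESCs and 205 for genes lower in both Eif4enif1 and Dcp2 KO ESCs. Without a filter on low counts they were 1197 for the stage difference of Eif4enif1 KO, 1785 for the stage difference of Dcp2 KO and 857 for genes higher in both Eif4enif1 and Dcp2 KO ESCs. With DESeq2 they were 911 for the stage difference of Eif4enif1 KO and 1554 for the stage difference of Dcp2 KO. With library size as the only scaling the count was 1251 for genes lower in both Ddx6 and Dgcr8 KO ESCs. Principal component 1 held 69.4% with 1000 genes, 54.3% with all genes, 66.2% with log2 CPM values, 60% with ESCs alone and 60.7% with EpiLCs alone, and component 2 12.6%, 14.5%, 15.2%, 17.1% and 19.5%, in this order. Library size as the only scaling also raised the share of higher genes among those called to 69.1% in Ddx6 KO, 67.2% in Dgcr8 KO and 61.1% in Eif4enif1 KO ESCs from 48.6%, 50.1% and 50.9%. The p of the negative regulators of BMP signaling as 1 list was 0.26 with an estimated correlation, 0.052 with the replicate number as a block and 0.37 with the fibroblast marker score in Ddx6 KO ESCs, and 0.13 with an estimated correlation and 0.081 with the fibroblast marker score in Dgcr8 KO ESCs. With an estimated correlation the number of gene lists called was 3, 0, 1 and 1 in Ddx6, Dgcr8, Eif4enif1 and Dcp2 KO ESCs and 1, 4, 1 and 0 in their EpiLCs. With fry it was 7 in Eif4enif1 KO ESCs, 5 in Dcp2 KO ESCs and 28 in Ddx6 KO EpiLCs, with the fibroblast marker score 11 in Ddx6 KO EpiLCs, and with filterByExpr 4 in Dcp2 KO EpiLCs. The log2 fold change of the Dcp2 gene in Dcp2 KO EpiLCs passed the test with library size only (0.27), the replicate block (0.26), the libraries of 1 stage (0.26), the compared groups only (0.25) and the fibroblast marker score (0.3). With 1 library left out the counts ran from 4873 to 5660 for Ddx6 KO ESCs, 1185 to 1652 for Eif4enif1 KO ESCs, 1383 to 1713 for Dcp2 KO ESCs, 4524 to 6644 for Ddx6 against Dgcr8 KO ESCs, 642 to 1456 for Eif4enif1 against Dcp2 KO ESCs, 3891 to 5090 for Ddx6 against Dcp2 KO ESCs, 1510 to 3741 for Ddx6 against Dgcr8 KO EpiLCs and 1115 to 1605 for Eif4enif1 against Dcp2 KO EpiLCs. They ran from 191 to 352 for the stage difference of Eif4enif1 KO, 527 to 788 for the stage difference of Dcp2 KO, 1076 to 1586 for changes over 2 on the log2 scale in Ddx6 KO ESCs, 1503 to 1882 for genes higher in both Ddx6 and Dgcr8 KO ESCs, 305 to 325 for genes higher in both Eif4enif1 and Dcp2 KO ESCs and 274 to 317 for genes lower in both Eif4enif1 and Dcp2 KO ESCs. The p of the BMP list ran from 0.0052 to 0.39 in Ddx6 KO and from 6e-04 to 0.052 in Dgcr8 KO ESCs, each highest without WT ESC replicate 1. With the fibroblast marker score some directions reversed. For lists, given as p, these were fibroblast markers (0.57) and collagens and basement membrane (0.14) in Ddx6 KO ESCs, fibroblast markers (0.72) and Hox (0.77) in Dgcr8 KO ESCs, fibroblast markers (0.77), chemokines and cytokine receptors (0.91) and collagens and basement membrane (0.38) in Ddx6 KO EpiLCs, fibroblast markers (0.44) and collagens and basement membrane (0.68) in Dgcr8 KO EpiLCs and fibroblast markers (0.96) in Eif4enif1 KO EpiLCs. The reversal of the fibroblast markers follows from the score, which is made of them. In Ddx6 KO ESCs the log2 fold changes that reversed were -0.3 for Xdh, -0.37 for Fbn1, -0.45 for Wnt5a, -0.22 for Cav1, -0.03 for Pdgfra, -0.79 for Col3a1, -0.55 for Ccl2, -0.97 for Ccl7, -0.04 for Col16a1, -0.26 for Cyp26b1 and -0.44 for Dnm3os. In Dgcr8 KO ESCs the log2 fold changes that reversed were -0.48 for Xdh, -0.63 for Fbn1, -0.28 for Wnt5a, -0.3 for Cav1, 0.47 for Cdx1, -0.48 for Pdgfra, -0.39 for Col3a1, -0.38 for Tfpi2, -0.49 for Crabp1, -0.47 for Cyp26b1, -0.82 for Hoxc8 and -1.04 for Dnm3os. In Ddx6 KO EpiLCs the log2 fold changes that reversed were -0.23 for Xdh, -0.59 for Fbn1, -0.17 for Grem2, -0.33 for Cav1, -0.05 for Bmp2, -0.27 for Col6a3, -0.16 for Col3a1, -0.03 for Ccl7, -0.04 for Col6a1, -0.36 for Hoxc6, -0.13 for 3110039I08Rik and -0.49 for Fas. In Dgcr8 KO EpiLCs the log2 fold changes that reversed were -0.56 for Xdh, -0.92 for Fbn1, -0.37 for Grem2, -0.09 for Grem1, -0.47 for Cav1, -0.49 for Col3a1, -0.32 for Col6a1, -0.92 for Col6a3, -0.5 for Col1a2 and -0.65 for Crabp1. For Ifi44 in Dgcr8 KO EpiLCs, at 7.09, the log2 fold change ran from 0 to 7.65 with 1 library left out, lowest without Dgcr8 KO EpiLC replicate 3. In simulated data with the depth and spread of these libraries, few genes were changed, all of at least 1 CPM. Of their changes of 1.5-fold, 38.8% were called in ESCs, which does not give the power of the real comparisons. In ESCs 12 of 16 pairs of libraries with the same replicate number but another genotype had a correlation over 0.1, against 4 of 32 other pairs, and 9 of 11 libraries correlated best with their own number. In EpiLCs these were 13 of 30, 21 of 60 and 7 of 15. Not every pair was over 0.1, so the replicate number as a block stayed an alternative, and it moved the 7380 genes called in Ddx6 KO ESCs to 6976 and no count of calls by over 1.5 times.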

Differences from the paper's values

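The paper's values below are qRT-PCR fold changes of Ddx6 KO over WT, from its supplementary data, with an SEM as their error. They were measured on other samples with another assay, while the values here are fold changes from the RNA-seq counts. For Nanog the paper's value is 1.82 in ESCs and 2.2 in EpiLCs, and here it was 0.76 and 0.932. For Klf4 in ESCs the paper's value is 1.24 against 0.506 here. For Zfp42 the paper's values are 1.41 and 5.73 in ESCs and EpiLCs, against 0.776 and 3.3. For Sox1 they are 1.39 and 3.62, against 0.299 and 1.82, for Sox2 1.81 and 3.14, against 0.584 and 1.8, and for Pax6 0.97 and 3.84, against 0.295 and 1.91. For T they are 0.24 and 0.405, against 0.0642 and 0.222. For Nog in ESCs the paper's value is 1.16 against 0.737, for Serpine1 in EpiLCs 2.99 against 7.23, and for Xdh in ESCs 2.63 against 9.94. The log2 fold change of Xdh behind this value, 3.31, was not called without WT ESC replicate 1 (3.09) or 3 (3.58), and with the fibroblast marker score as a covariate, a fit added after the data were seen, its direction turned (-0.3). The comparison was repeated with other scaling, other filters on low counts, fewer libraries in the fit (1 stage or the compared groups), the replicate number as a block and DESeq2, but not with single libraries left out. Of these differences only that of Nog in ESCs closed, with library size as the only scaling and with the block. Chrd in ESCs, 1.26 in the paper, was 1.86 here, within the spread of the libraries, but differed under each of these settings (1.89 to 2.12). Serpine1 in ESCs, 1.77 in the paper and 3.75 here, differed with other scaling (3.87 and 4.26), without a filter on low counts (3.84), with the replicate number as a block (4.07) and with DESeq2 (3.87).

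The paper states that Tob2, Dazap2 and Slain1 were not upregulated in Ddx6 KO or Dgcr8 KO ESCs. Dazap2 was higher in Dgcr8 KO ESCs here, with a log2 fold change of 0.72 (adjusted p = 7.1e-05), while Tob2 and Slain1 did not rise in either KO. The paper's Methods count a gene as differentially expressed only beyond a log2 fold change of 2, and by that threshold Dazap2 is not upregulated here either. With library size as the only scaling Tob2 was called higher in Dgcr8 KO ESCs as well (log2 fold change 0.46).

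The paper states that the BMP gene set was up in Ddx6 KO and Dgcr8 KO ESCs and not in Dcp2 KO ESCs. Its 13 named genes were called as a list in Dcp2 KO ESCs here, with a median log2 fold change of 0.44 and camera adjusted p = 0.018. The call was lost with an estimated correlation (0.76), with fry (0.072), with fgsea (0.081), with filterByExpr (0.058), with the fibroblast marker score as a covariate (0.2) and without WT ESC replicate 1 (0.11). The paper tested a set of 45 genes, which was not at hand. With 38 other negative regulators added to the 13 as 1 list, the camera p in Dcp2 KO ESCs was 0.74, so for the whole set there may be no difference.

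The paper describes Ddx6 KO as highly similar to Dgcr8 KO and far from the other KOs. Distances between group means ranked the KOs in this order in both stages. In EpiLCs so did the number of genes that differed in the direct test. The lines of Eif4enif1 KO and Dcp2 KO have another strain background than the other lines. Ddx6 KO and Dgcr8 KO also share the highest mean fibroblast scores, so the order cannot be told apart from strain or from these scores. In ESCs 7050 genes differed between Ddx6 KO and Dgcr8 KO, against 6760 and 6771 between Ddx6 KO and Eif4enif1 and Dcp2 KO. Dgcr8 KO has 3 ESC libraries and the others 2. Without Dgcr8 KO ESC replicate 1, which leaves 2 libraries in each group, the 7050 were 6644, close to 6760 and 6771. This was the highest of the counts with 1 library left out. With an absolute log2 fold change above 1 required, the numbers were 2701, 3140 and 3239, in the paper's order. The 7050 were 4524 without Ddx6 KO ESC replicate 2, and the 6771 were 3891 without Dcp2 KO ESC replicate 1.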

Other observations

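The tests in this part on the Y-linked genes beside the fibroblast markers were chosen after the values were seen. Genes of the 2-cell-like state, a rare state of ESC cultures that resembles the 2-cell embryo, rose in Ddx6 KO cells. Of 16 such genes 11 rose in Ddx6 KO ESCs (13 when adjusted over the list alone, camera adjusted p = 5.1e-05, and adjusted p = 0.37 with an estimated correlation) and 14 in Ddx6 KO EpiLCs (14 when adjusted over the list alone, camera adjusted p = 2.1e-06, and adjusted p = 0.4 with an estimated correlation). Zscan4f, a telomere-associated gene of this state whose near-identical paralogs share reads with it, was at 16.1 ± 7.2 CPM in Ddx6 KO EpiLCs and 0.24 ± 0.28 in WT EpiLCs (SD, n = 3 each; log2 fold change 6, standard error 0.93, adjusted p = 8.1e-05). In Dgcr8 KO EpiLCs 11 of the genes rose (12 when adjusted over the list alone, camera adjusted p = 0.0031, and adjusted p = 0.57 with an estimated correlation). Some genes of the Nodal pathway were lower in Ddx6 KO ESCs. Pitx2, a homeobox target of Nodal, was at 2 ± 0.22 CPM against 13.2 ± 2.2 in WT (n = 2 each; log2 fold change -2.72, standard error 0.3, adjusted p = 1.1e-06), and Lefty2 at 98.9 ± 10 against 318 ± 59 (adjusted p = 0.0017). Of 13 genes of the pathway 5 fell (5 when adjusted over the list alone, camera adjusted p = 0.00054, and adjusted p = 0.11 with an estimated correlation). Of 14 mesendoderm genes 6 fell, among them Cdx1 and Cdx2, each with a log2 fold change of -2.76 (6 when adjusted over the list alone, camera adjusted p = 0.0051, and adjusted p = 0.17 with an estimated correlation). With the fibroblast marker score as a covariate the list was no longer called (adjusted p = 0.14), nor were Cdx1 (log2 fold change -1.47) and Cdx2 (-1.88).

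Genes of the miRNA machinery and of P-bodies were lower as lists in Ddx6 KO and Dgcr8 KO ESCs. Of 15 genes of the miRNA machinery, 2 rose and 9 fell in Ddx6 KO (2 and 10 when adjusted over the list alone, camera adjusted p = 6.9e-05, and adjusted p = 0.089 with an estimated correlation), and 4 rose and 9 fell in Dgcr8 KO (4 and 9 when adjusted over the list alone, camera adjusted p = 0.0064, and adjusted p = 0.19 with an estimated correlation and 0.2 with fgsea). In Eif4enif1 KO 1 rose and 1 fell (1 and 2 when adjusted over the list alone, camera adjusted p = 0.52), and in Dcp2 KO 4 fell (2 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.15). Lin28a, which blocks the maturation of let-7, fell to 55.2 ± 17 CPM in Ddx6 KO (SD, n = 2) and 35.1 ± 8.6 in Dgcr8 KO (n = 3) from 292 ± 38 in WT (n = 2), with adjusted p = 1.5e-07 and 2.5e-10, while Ago4, an Argonaute gene, rose with log2 fold changes of 2.19 (standard error 0.41) and 2.21 (standard error 0.39). Of 25 genes of P-bodies and decapping, 1 rose and 13 fell in Ddx6 KO (1 and 16 when adjusted over the list alone, camera adjusted p = 0.00026, and adjusted p = 0.071 with an estimated correlation), 3 rose and 15 fell in Dgcr8 KO (3 and 15 when adjusted over the list alone, camera adjusted p = 0.00039, and adjusted p = 0.072 with an estimated correlation), and 4 fell in Eif4enif1 KO ESCs (5 when adjusted over the list alone, camera adjusted p = 0.00026, and adjusted p = 0.089 with an estimated correlation). In Dcp2 KO ESCs 2 fell (2 when adjusted over the list alone, camera adjusted p = 0.28). In Dcp2 KO EpiLCs 11 of 35 interferon-stimulated genes rose (11 when adjusted over the list alone, camera adjusted p = 6.9e-05, and adjusted p = 0.73 with an estimated correlation), led by Xaf1, at 4.4 ± 1.5 CPM against 0.297 ± 0.2 in WT EpiLCs, and Zbp1, a sensor of Z-form nucleic acids, at 27.4 ± 7.6 against 2.9 ± 1.1 (n = 3 each; adjusted p = 1.6e-05 and 7.9e-06).

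In all, 76 genes were higher and 49 lower than in WT in all 4 KOs in both stages. As every KO is compared with the same WT libraries, such genes include any that set these libraries apart. In Eif4enif1 KO libraries the summed CPM of the 4 Y-linked genes was 7.27 and 6.13 in ESCs and 3.82, 1.22 and 0.583 in EpiLCs, against 213 and 215 in WT ESCs. The fibroblast scores of the same Eif4enif1 KO libraries were 5.18 and 4.62 in ESCs and 3.86, 3.13 and 1.96 in EpiLCs.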
